# Ergosterol‐induced immune response in barley involves phosphorylation of phosphatidylinositol phosphate metabolic enzymes and activation of diterpene biosynthesis

**DOI:** 10.1111/nph.70022

**Published:** 2025-03-07

**Authors:** Pia Saake, Mathias Brands, Asmamaw Bidru Endeshaw, Sara Christina Stolze, Philipp Westhoff, Gerd Ulrich Balcke, Götz Hensel, Nicholas Holton, Cyril Zipfel, Alain Tissier, Hirofumi Nakagami, Alga Zuccaro

**Keywords:** ergosterol, lipid signaling, pattern‐triggered immunity, phosphatidic acid, phosphatidylinositol phosphate, *Serendipita indica*

## Abstract

- Lipids play crucial roles in plant–microbe interactions, functioning as structural components, signaling molecules, and microbe‐associated molecular patterns (MAMPs). However, the mechanisms underlying lipid perception and signaling in plants remain largely unknown.
- Here, we investigate the immune responses activated in barley (*Hordeum vulgare*) by lipid extracts from the beneficial root endophytic fungus *Serendipita indica* and compare them to responses elicited by chitohexaose and the fungal sterol ergosterol. We demonstrate that *S. indica* lipid extract induces hallmarks of pattern‐triggered immunity (PTI) in barley. Ergosterol emerged as the primary immunogenic component and was detected in the apoplastic fluid of *S. indica*‐colonized barley roots. Notably, *S. indica* colonization suppresses the ergosterol‐induced burst of reactive oxygen species (ROS) in barley.
- By employing a multi‐omics approach, which integrates transcriptomics, phosphoproteomics, and metabolomics, we provide evidence for the phosphorylation of phosphatidylinositol phosphate (PIP) metabolic enzymes and activation of diterpene biosynthesis upon exposure to fungal lipids. Furthermore, we show that phosphatidic acid (PA) enhances lipid‐mediated apoplastic ROS production in barley.
- These findings indicate that plant lipids facilitate immune responses to fungal lipids in barley, providing new insights into lipid‐based signaling mechanisms in plant–microbe interactions.

## Introduction

Lipids are a diverse group of molecules that play crucial roles in plant nutrition, development, and plant–microbe interactions. As major constituents of the plasma and organelle membranes, they work in conjunction with the cell wall to establish the interface for environment interactions. Here, they act as structural elements, modulate physicochemical membrane properties, function as (stress) signaling molecules, and influence subcellular protein localization through lipid–protein interactions (Noack & Jaillais, 2020; Macabuhay *et al*., 2022; Zarreen *et al*., 2023).

Lipids are categorized into three main classes based on their chemical structures: sphingolipids, sterols, and (glycero)phospholipids (Moreau & Bayer, 2023). Among these, phosphoinositides stand out as crucial, low‐abundance signaling molecules, which are derived from phosphatidylinositol (PI), a ubiquitous phospholipid containing *myo*‐inositol in its head group. PI can be phosphorylated at various positions by phosphatidylinositol kinases (PIKs) to produce phosphatidylinositol phosphates (PIPs). In plants, phosphatidylinositol 4‐phosphate (PI4P) is the most abundant phosphoinositide, although PI3P, PI5P, and diphosphorylated forms, such as PI(4,5)P_2_ and PI(3,5)P_2_ have also been detected (Munnik & Vermeer, 2010).

During abiotic and biotic stress, PIPs can be interconverted and hydrolyzed to produce the signaling lipid phosphatidic acid (PA). PIPs are also associated with disease resistance (Xing *et al*., 2019; Qin *et al*., 2020), cytoskeletal rearrangements (Sinha *et al*., 2024), endo‐ and exocytosis (Synek *et al*., 2021; Marković & Jaillais, 2022), and the formation of membrane nanodomains (Gronnier *et al*., 2017; Jaillais & Ott, 2020). Nanodomains, accommodating membrane‐associated kinases, and receptor‐like kinases can act as signaling hubs during plant–microbe interactions to enable perception of microbe‐ or damage‐associated molecular patterns (MAMPs or DAMPs) and subsequent immune signaling (Couto & Zipfel, 2016; Jaillais & Ott, 2020).

Microbe‐associated molecular pattern recognition initiates a signaling cascade often involving an increase in cytosolic calcium concentration ([Ca^2+^]_cyt_), production of reactive oxygen species (ROS), and phosphorylation of mitogen‐activated protein (MAP) kinases (MAPKs). This cascade ultimately leads to altered gene expression and secretion of chemically diverse antimicrobial compounds, such as phytoalexins (Siebers *et al*., 2016; DeFalco & Zipfel, 2021). Altogether, this response is known as pattern‐triggered immunity (PTI). While plant lipids are important signaling molecules, microbial lipids can also be detected by plants as MAMPs. Lipid MAMPs can be directly recognized by plant receptors, as in the case of the medium‐chain‐3‐hydroxy fatty acids from *Pseudomonas syringae* lipopolysaccharides (Kutschera *et al*., 2019) or processed by secreted enzymes before recognition, such as ceramide D from *Phytophora infestans* (Kato *et al*., 2022).

The fungal sterol lipid ergosterol, a 5,7‐diene oxysterol, has also been shown to be perceived as a MAMP by plants (Kasparovsky *et al*., 2003). Sterols are core membrane components that regulate membrane organization, stability, and permeability (Macabuhay *et al*., 2022; Der *et al*., 2024). Ergosterol is the main sterol in most fungal membranes (Jordá & Puig, 2020) and is absent from plant membranes. It has been shown to induce early immune responses in various plant species. These responses include ROS accumulation in *Beta vulgaris* (Rossard *et al*., 2010), increase in [Ca^2+^]_cyt_ in *Nicotiana tabacum* (Kasparovsky *et al*., 2003; Vatsa *et al*., 2011), medium alkalinization in *B. vulgaris* and *N. tabacum* (Rossard *et al*., 2010; Vatsa *et al*., 2011), and induced expression of immunity‐related genes such as pathogenesis related (*PR*) genes and *WRKY* transcription factors in *Vitis vinifera*, *N. tabacum*, and *Solanum lycopersicum* (Laquitaine *et al*., 2006; Lochman & Mikes, 2006; Lindo *et al*., 2020). Despite being known as a MAMP for over two decades, the perception and signaling pathway of ergosterol remains largely unknown. This study investigates the molecular signaling mechanisms activated in barley (*Hordeum vulgare*) in response to lipid extracts, containing a mixture of lipids from the mycelium of the beneficial root endophytic fungus *Serendipita indica* (Sebacinales, Basidiomycota). Our data demonstrate that fungal lipids induce immunity in barley, with ergosterol identified as the primary immunogenic component of *S. indica* lipids and detected in the apoplast, the aqueous space between the host cells, of *S. indica*‐colonized barley roots. By integrating transcriptomics, phosphoproteomics, and metabolomics, we provide evidence that PIP signaling and diterpene biosynthesis are activated upon exposure to fungal lipids. Furthermore, we demonstrate that PA enhances lipid‐mediated apoplastic ROS production in barley. Notably, fungal colonization alters the host's phytosterol content and suppresses the ergosterol‐induced ROS burst, suggesting a counterstrategy against lipid‐mediated host immunity.

## Materials and Methods

### Plant material and growth conditions

Seeds of *Hordeum vulgare* L. cv Golden Promise were surface‐sterilized with 6% sodium‐hypochlorite for 1 h and washed six times for 30 min with sterile milliQ‐water. Seed coats were removed gently and seeds were germinated on a wet filter paper for 3 d in the dark at 21°C. Germinated seedlings were transferred to sterile WECK jars containing 100 ml solid 1/10 plant nutrition medium (PNM, pH 5.6) and 0.4% (w/v) Gelrite for MAMP treatments, 1.2% (w/v) Gelrite for fungal colonization, and grown under long‐day conditions (16 h : 8 h, 22°C : 18°C, day : night cycle, light intensity of 108 μmol m^−2^ s^−1^) for an additional 4 d for MAMP treatment, and 3‐, 7‐ and 14‐d for fungal colonization assays. For Ca^2+^‐influx assays, barley lines expressing apoaequorin (Hv^AEQ^) were generated (Supporting Information Methods S1).

*Solanum lycopersicum* L. cv Moneymaker wild‐type (WT) and *serk3a serk3b* mutant seeds (Methods S1) were sown on soil and grown for *c*. 3 wk in the glasshouse under long‐day conditions (17 h : 7 h, light : dark, 25–28°C, *c*. 35–40% humidity). For ROS assays, 3‐mm leaf disks of the two youngest adult leaves of 3‐wk‐old tomato plants were used.

Seeds of a *Nicotiana benthamiana* D. line expressing aequorin (Nb^AEQ^) (Wanke *et al*., 2020) were sown on soil and grown for *c*. 3 wk in the glasshouse under long‐day conditions (16 h : 8 h, 22°C : 25°C, day : night cycle, light intensity of *c*. 140 μmol m^−2^ s^−1^, maximal humidity of 60%). For ROS and Ca^2+^‐influx assays, 3‐mm leaf disks of the youngest adult leaf of 3‐wk‐old plants were used.

Seeds of *Arabidopsis thaliana* L. Col‐0 plants expressing cytosolic apoaequorin (At^AEQ^) were surface sterilized with EtOH and subsequently dried under the clean bench. Dried seeds were placed on ½ Murashige Skoog (MS medium, with vitamins, pH 5.7) plates containing 0.5% sucrose and 0.4% (w/v) Gelrite and stratified for 2–5 d at 4°C in the dark. Subsequently, plants were grown in short‐day conditions (8 h : 16 h, 22°C : 18°C, light : dark, with 130 μmol m^−2^ s^−1^ of light) for 7–8 d. For ROS assays, one seedling was transferred into each well of a 96‐well plate. For Ca^2+^‐assays, seedlings were transferred to 24‐well plates containing 1 ml ½ MS medium + sucrose and grown for another 4 d before use in the assay.

### Cultivation of *S. indica* and plant colonization

Cultivation and chlamydospore isolation of *S. indica* (DSM11827) was done as previously described (Wawra *et al*., 2016; Sarkar *et al*., 2019).

Germinated barley seedlings were prepared as described previously and inoculated with 3 ml of either sterile water as control or *S. indica* chlamydospores (500 000 spores ml^−1^). Roots were harvested at 3‐, 7‐, and 14 d post inoculation (dpi), washed thoroughly in ice‐cold water to remove extraradical fungal hyphae, briefly dried on tissue paper and frozen in liquid nitrogen. Four barley plants were used per jar and pooled per biological replicate.

### ROS accumulation assay

Reactive oxygen species assays were performed as described previously (Chandrasekar *et al*., 2022). Preparation of *N. benthamiana*, tomato, and *A. thaliana* material is described previously. For barley, roots and shoots of 7‐d‐old seedlings were separated. Three root pieces (0.5 cm) or one 3‐mm leaf disk were transferred to each well of a 96‐well microtiter plate (white, flat bottom) containing 200 μl of 2.5 mM 2‐(N‐morpholino)ethanesulfonic acid (MES) buffer, pH 5.6. The plate was incubated overnight (ON) at 21°C for recovery. The next day, the buffer was replaced with 100 μl 2.5 mM MES buffer containing 20 μM LO‐12 and 20 μg ml^−1^ Horseradish peroxidase (HRP). After 25‐min incubation in the dark, 100 μl twofold concentrated elicitor solution or solvent control was added to each well, and chemiluminescence was measured using a TECAN SPARK 10 M microplate reader over all wells for 2 h with an integration time of 450 ms.

### Calcium influx assay

Preparation of *N. benthamiana* and *A. thaliana* material is described previously. For barley, roots and shoots were prepared as described for ROS accumulation assays but Hv^AEQ^ plants were used. Before ON recovery, the buffer in the wells was replaced with 100 μl 2.5 mM MES buffer containing 10 μM coelenterazine and 10 mM CaCl_2_ per well and plates were incubated ON in the dark at 21°C. The next day, chemiluminescence was measured using a TECAN SPARK 10 M microplate plate reader. After the baseline measurement (5 min), 100 μl of twofold concentrated elicitor solution was added manually. Photon emission was constantly measured for 30 min. Subsequently, 100 μl of discharge solution (3 M CaCl_2_ in 50% EtOH) was injected into each well, followed by constant measurement for 1 min. All steps were performed with an integration time of 450 ms. In all assays, two columns (16 wells) were measured per run.

### MAPK phosphorylation

Barley root segments and leaf disks were prepared as described previously for ROS and Ca^2+^‐influx assays. Twenty‐four randomly selected pieces were transferred into each well of a 24‐well plate containing 1 ml 2.5 mM MES buffer. Plates were incubated ON at 21°C for recovery. The next day, 500 μl buffer of each well were removed and replaced with twofold concentrated elicitor solution and gently mixed. At 5‐, 10‐, 20‐, or 30‐min post treatment, roots were removed from the treatment solution, gently dried on a tissue paper, snap‐frozen in liquid nitrogen, and homogenized with glass beads in the TissueLyserII (Qiagen) for four times 30 s, 30 Hz in ice‐cold holders. Phosphorylated proteins were isolated using phosphoprotein extraction buffer (50 mM Tris–HCl (pH 7.5), 2 mM DTT, 5 mM EDTA, 5 mM ethylene glycol‐bis(β‐aminoethyl ether)‐N,N,N′,N′‐tetraacetic acid (EGTA), 10 mM NaF, 50 mM β‐glycerolphosphate, 10% glycerol, 1 tablet each of Roche Complete Mini – EDTA‐free and PhosStop phosphatase inhibitor per 10 ml). Protein concentration was determined using the Bradford Assay following the manufacturer's instructions, and 4 μg protein of each sample was separated on sodium dodecyl sulfate‐polyacrylamide gel electrophoresis (SDS‐PAGEs) and subsequently transferred to nitrocellulose membranes. Membranes were blocked for 1 h with 2.5% Bovine serum albumin in Tris‐buffered saline with Tween20 (BSA TBS‐T) and incubated ON with the primary antibody (anti‐p44/p42, 1 : 1500) in 2.5% TBS‐T BSA at 4°C. The next day, the membranes were washed with 1× TBS‐T, and the secondary antibody (anti‐rabbit IgG, 1 : 50 000) was added for 1 h. After washing with 1× TBS‐T and 1× TBS, blots were developed using 1 ml SuperSignal™West Femto (Thermo Fisher Scientific, Waltham, MA, USA) solution per membrane. Western blots were imaged using the Fujifilm LAS 4000 mini camera.

### Elicitor preparations

The following chemicals were used as elicitors, pre‐ or cotreatments: chitohexaose (O‐CHI6; Megazyme, Bray, Ireland), flg22 peptide (RP19986; GenScript, Piscataway, NJ, USA), ergosterol pharmaceutical standard (PHR1512; Supelco (Merck, Darmstadt, Germany), L‐α‐phosphatidylinositol (soy PI, Avanti, 840 044), L‐α‐phosphatidic acid (egg PA, Avanti, 840 101), L‐α‐phosphatidylcholine (soy PC, Avanti, 441 601), L‐α‐phosphatidylinositol 4‐monophosphate (P9638; Sigma‐Aldrich), L‐α‐phosphatidylinositol 4,5‐diphosphate (P9763; Sigma‐Aldrich). Stock solutions of lipids were prepared in methanol and used to prepare elicitor solutions of appropriate concentrations in aqueous MES buffer as described later. Self‐produced lipid extracts and lipid fractions were evaporated with N_2_ gas and resuspended in MeOH as solvent. As control, the respective solvent was processed in the same way. All elicitor and control solutions were prepared as twofold concentrated solutions in 2.5 mM MES buffer, pH 5.6 containing 1 : 20 (v/v %) MeOH. For liposomes, PA was evaporated under N_2_ gas and the lipid film hydrated with buffer (25 mM HEPES, pH = 7.5, 50 mM KCL, 1 mM MgCL_2_) at 4°C, rapidly vortexed for 30 s and sonicated on ice five times for 10 s with each 10 s pause before use in cotreatment ROS assay with ergosterol.

### RNA sequencing and quantitative reverse transcription polymerase chain reaction

For RNA sequencing (RNA‐seq) and quantitative reverse transcription polymerase chain reaction, barley roots were prepared as described for the MAPK phosphorylation assay. RNA extraction, cDNA synthesis, and quantitative reverse transcription polymerase chain reaction were performed as described previously (Sarkar *et al*., 2019).

For RNA‐seq, 25 μl RNA with a concentration of 100 ng μl^−1^ was used. For Illumina‐compatible RNA‐Seq libraries, at first an enrichment for poly‐A RNAs was performed (NEBNext® Poly(A) mRNA Magnetic Isolation Module; New England Biolabs, Ipswich, MA, USA), followed by library generation with NEBNext Ultra™II Directional RNA Library Prep Kit for Illumina (New England Biolabs). Next, sequencing‐by‐synthesis was done on a NextSeq 2000 device in 2 × 150 bp paired‐end read mode Library construction, and sequencing was performed at the Genome Centre of the Max Planck Institute for Plant Breeding, Cologne. For information on processing of the sequencing data, see Methods S1.

### Apoplastic fluid isolation of barley roots

Barley seedlings were grown and inoculated with *S. indica* on 1/10 PNM as described previously. Per replicate, 110 barley seedlings were used, which yielded *c*. 1 ml apoplastic fluid per replicate. For extraction of apoplastic fluid, the roots were washed thoroughly in ice‐cold water to remove external fungal hyphae and cut into 2‐cm pieces. Root pieces were submitted to five cycles of vacuum infiltration (15 min 250 mbar, 1.5 min ATM) in ice‐cold water. Subsequently, roots were dried on tissue paper and transferred into a 20‐ml syringe inside a 50‐ml falcon tube and centrifuged for 15 min at 4°C, 711 ***g***, lowest de‐ and acceleration to collect apoplastic fluid (*c*. 1–2 ml per replicate) in the bottom of the falcon tube. Apoplastic fluid was stored on ice at 4°C until further use. Roots were flash‐frozen in liquid nitrogen and stored at −80°C until further use.

### Lipid extraction and fractionation by solid‐phase extraction

Lipid extraction was done according to the method described (Bligh & Dyer, 1959) using chloroform : methanol : formic acid (1 : 1 : 0.2 v/v). To extract lipids from *S. indica* mycelium or colonized or mock‐inoculated barley roots, frozen material was ground in liquid nitrogen into a very fine powder using a mortar and pestle. Per sample, *c*. 200 mg of homogenized plant or fungal tissue was used. For fractionation of crude lipids, the lipid extract was separated by two consecutive solid‐phase extractions (SPE) using Strata®SI‐1 (55 μm, 70 Å, 1 ml) silica columns. In the first SPE, lipids were separated via elution with chloroform (CHCL_3_) and MeOH into neutral (CHCL_3_) and polar lipids (MeOH). The CHCL_3_ fraction was evaporated under N_2_ gas and used for further fractionation of the neutral lipids using a hexane:diethylether gradient on a second silica column as described previously (vom Dorp *et al*., 2013) (Methods S1). All fractions that were used in immunity assays were dried under N_2_ and resuspended in 4 ml MeOH before use.

### Phosphoproteomics

To analyze phosphorylated proteins in response to elicitor treatments, barley roots were treated as described for the MAPK phosphorylation assay, and root material was harvested 10 min post treatment. Root material was ground into a very fine powder, and phospho‐enriched proteins were extracted using 1 ml extraction buffer (8 M urea, 20 μl ml^−1^ Phosphatase Inhibitor Cocktail 2 (P5726‐5ML; Sigma), 20 μl ml^−1^ Phosphatase Inhibitor Cocktail 3 (P0044‐5ML; Sigma), 5 mM DTT), alkylated with CAA (550 mM stock, 14 mM final) and the reaction was quenched with DTT (5 mM final). An equivalent of 500 μg total protein per sample was diluted to 1 M urea with 100 mM Tris–HCl pH 8.5, 1 mM CaCl_2_ and samples were digested with 5 μg LysC (stock: 1 μg μl^−1^ Lys‐C (WAKO) in 50 mM NH_4_HCO_3_) for 4 h at RT and 5 μg trypsin (stock: 1 μg μl^−1^ in 1 mM HCl) ON at 37°C. After incubation, samples were acidified with TFA to 0.5% final concentration, and samples were desalted using C18 SepPaks (1 cc cartridge, 100 mg (WAT023590)). Phosphopeptide enrichment was performed by hydroxy acid‐modified metal‐oxide chromatography (HAMMOC) (adapted from: Nakagami, 2014). Finally, the samples were dried in a vacuum evaporator, and dissolved in 10 μl 2% ACN, 0.1% TFA (A* buffer) for MS analysis.

Samples were analyzed using an Ultimate 3000 RSLC nano (Thermo Fisher) coupled to an Orbitrap Exploris 480 mass spectrometer equipped with a FAIMS Pro interface for Field asymmetric ion mobility separation (Thermo Fisher). Raw data were processed using the MaxQuant software (v.1.6.3.4) (Cox & Mann, 2008) with label‐free quantification (LFQ) and iBAQ enabled (Tyanova *et al*., 2016). For more details on sample‐ and data processing, see Methods S1.

### Measurements of sterols via GC‐TOF‐MS

For sterol measurement via GC‐TOF‐MS, 5 nmol stigmastanol was added as internal standard in a CHCL_3_:MeOH (2 : 1) mix before lipid extraction. Lipid extraction and SPE were performed as described previously. Dried free sterol fractions (50 μl) were directly derivatized with 100 μl MSTFA for 30 min at 80°C. Subsequently, the samples were transferred to glass vials and measured with split ratio of 1 : 10. To measure crude lipid extracts of apoplastic fluid, dried lipid extracts were resuspended in 300 μl hexane and split in 2× 150 μl samples. One 150 μl sample each was evaporated under N_2_ gas. Dried samples were derivatized with MSTFA for 30 min at 80°C automatically before measurement using a Multipurpose Autosampler (Gerstel). One microlitre of sample was injected with an automatic liner exchange system in conjunction with a cold injection system in splitless mode (ramping from 50°C to 250°C at 12°C s^−1^) into the GC with a helium flow of 1 ml min^−1^. Chromatography was performed using a 7890B GC system (Agilent Technologies, Santa Clara, CA, USA) with a HP‐5MS column with 5% phenyl methyl siloxane film (Agilent 19091S‐433, 30 m length, 0.25 mm internal diameter, 0.25 μM film). Compounds were identified via MassHunter Qualitative (v b08.00; Agilent Technologies) by comparison of spectra to the NIST14 Mass Spectral Library. Ergosterol was verified using a pharmaceutical standard (PHR1512; Supelco) and stigmastanol was used as an internal standard. Peaks were integrated using MassHunter Quantitative (v b08.00; Agilent Technologies). For relative quantification, all metabolite peak areas were normalized to the corresponding peak area of the internal standard stigmastanol and the sample fresh weight (mycelium, roots) or volume (AF).

### Diterpene measurements via LC‐MS

Germinated barley seedlings were treated with solvent control, 250 nM ergosterol or inoculated with *Bipolaris sorokiniana* spores (5000 spores ml^−1^, 5 ml) and grown for 6 d as described above. To harvest root exudates, plants were removed from the medium and washed gently in 25 ml water to wash off residual diterpenes attached on the outside the roots. The medium was collected with the wash water from the roots and flash‐frozen in liquid nitrogen. Diterpenes were extracted as described previously (Liu *et al*., 2024). For information on LC‐MS measurement, see Methods S1.

## Results

### Lipids from the beneficial endophyte *S. indica* induce immunity in barley

To investigate the immune response of barley to fungal lipids, root and leaf tissues were treated with a crude lipid extract from *S. indica* mycelium grown in axenic culture. MAPK activation, *PR* gene induction, and Ca^2+^‐ and ROS burst production were monitored. The fungal MAMP chitohexaose (Chit6) served as a positive control, while a solvent control (Sc) was used as the negative control. Treatment with *S. indica* lipid extract (*Si*) induced MAPK phosphorylation in barley roots 10–20 min post treatment with the highest signal after 20 min (Fig. 1a). This induction was weaker and occurred later than with chitohexaose treatment, which resulted in MAPK phosphorylation as early as 5 min post treatment (Fig. 1a). The expression of the immunity‐related gene *HvPR10* (Mahdi *et al*., 2022) was induced to a similar extent upon treatment with *S. indica* lipid extract and chitohexaose 2 h post treatment (hpt) (Fig. 1b). While *HvPR10* expression in chitohexaose‐treated roots returned to baseline levels after 24 h, expression in *S. indica* lipid extract‐treated roots remained high at this time point (Fig. 1b). In barley leaves, both chitohexaose and *S. indica* lipid extract treatments induced *HvPR10* expression at 24 hpt (Fig. S1A). In response to MAMP treatment, the level of apoplastic ROS increases rapidly, followed by a rapid decline. Treatment with the lipid extract of *S. indica* induced a ROS burst in barley roots and leaves, which reached a maximum *c*. 20 min post elicitor treatment. By contrast, the chitohexaose‐induced ROS burst showed a more rapid increase, reaching a maximum at *c*. 8 min, followed by a steep decline (Figs 1c, S1B).

**Fig. 1:**
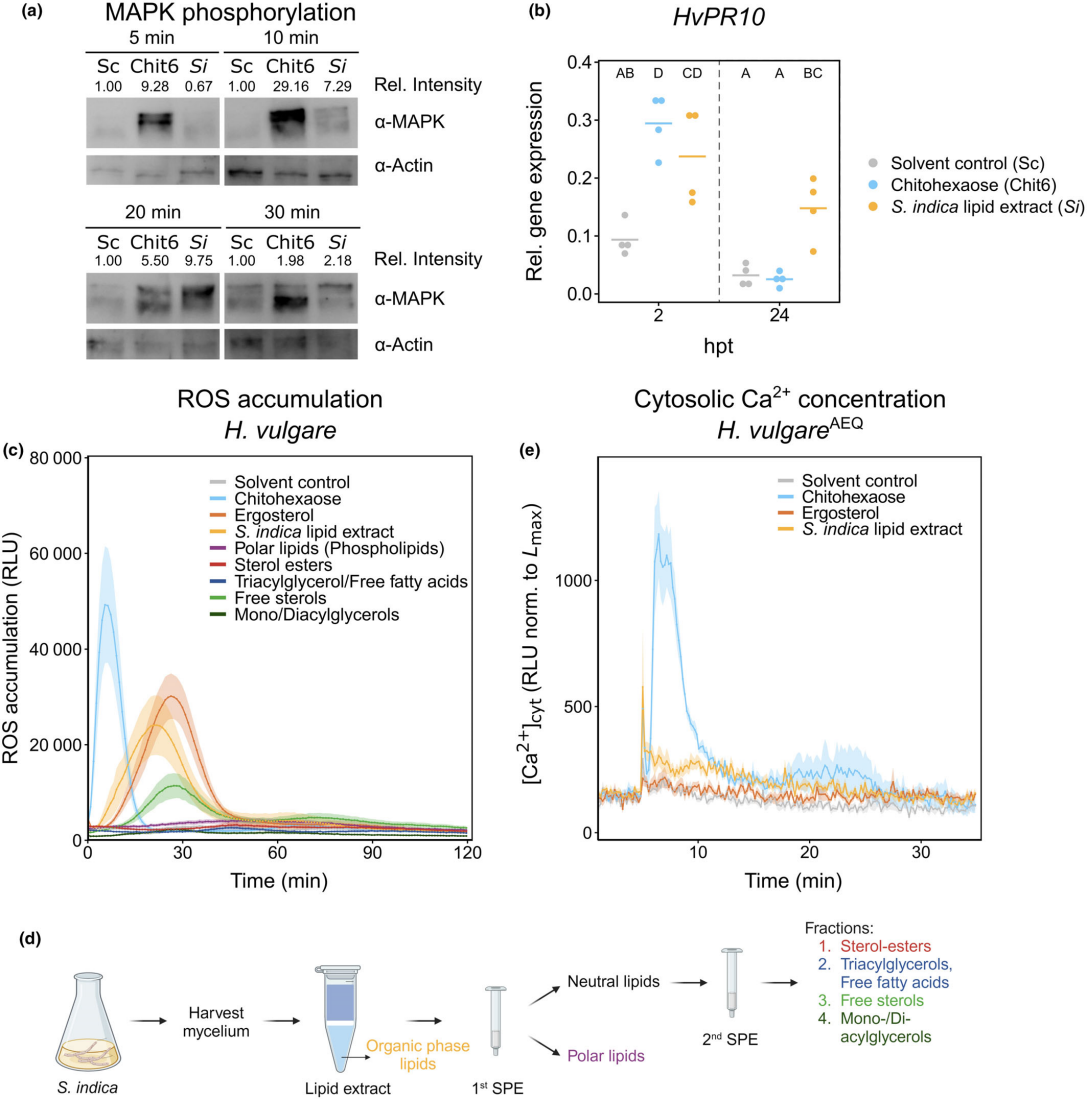
Lipids from the beneficial root endophyte *Serendipita indica* induce immunity in barley roots. (a) Mitogen activated protein kinase (MAPK) phosphorylation in roots of 7‐d‐old barley plants, treated with the indicated microbe‐associated molecular patterns (MAMPs) or solvent control for 5‐, 10‐, 20‐ or 30‐min. 1^st^ antibody, phospho‐p44/42 MAPK (upper) or α‐Actin as loading control (lower); 2^nd^ antibody, anti‐rabbit IgG. Sc, solvent control [1 : 160]; Chit6, chitohexaose [250 nM]; *Si*, *S. indica* lipid extract [1 : 160]. Relative Intensity depicts the MAPK signal intensity normalized to the Actin signal intensity of the same treatment and to the solvent control (Sc) for each time point. The experiment was repeated four times with similar results (Supporting Information Fig. S2). (b) Gene expression of *HvPR10* relative to the housekeeping gene *HvUBI* in barley roots determined by quantitative reverse transcription polymerase chain reaction. Roots were treated with the indicated MAMPs or solvent control for 2 or 24 h. Horizontal lines depict mean values. Letters indicate significant differences based on ANOVA + *post hoc* Tukey test (*P* ≤ 0.05). (c, e) Reactive oxygen species (ROS) accumulation (c) and cytosolic Ca^2+^ concentration ([Ca^2+^]_cyt_) (e) in roots of 7‐d‐old barley plants, treated with the indicated lipid fractions or solvent control as negative control. Values represent means (normalized to maximum luminescence (*L*_max_) over all wells for Ca^2+^) ± SEM from six to eight wells, each containing three root pieces. The following concentrations and dilutions were used: *Serendipita indica* total lipid extract and fractions, 1 : 160 (v/v); ergosterol, 250 nM; chitohexaose, 25 μM. All treatments contained a final amount of 1 : 40 (v/v) methanol. (d) Lipid fractionation method. This figure was created using BioRender: https://BioRender.com/v58k798. hpt, hours post treatment; RLU, relative luminescence unit; ROS, reactive oxygen species; SPE, solid‐phase extraction.

To identify the immunogenic components of the *S. indica* lipid extract, we fractionated the crude lipid extract by SPE (Fig. 1d). We found that the ROS burst correlated with the fraction containing free sterols, as all other fractions did not induce ROS bursts in barley roots (Fig. 1c). The timing and shape of the ROS burst induced by the sterol fraction closely matched those induced by the total lipid extract of *S. indica* and a pharmaceutical ergosterol standard (Fig. 1c, yellow and orange) and differed from the ROS burst induced by chitohexaose (Fig. 1c, light blue). Consistent with this, ergosterol treatment also induced MAPK phosphorylation in barley roots with the highest signal obtained at 20 min post treatment (Fig. S2).

Another hallmark of early immune signaling is an increase in cytosolic Ca^2+^ concentration ([Ca^2+^]_cyt_). While chitohexaose induced a strong and rapid Ca^2+^‐burst, only a slight increase in [Ca^2+^]_cyt_ was observed when barley roots were treated with ergosterol or *S. indica* lipids (Fig. 1e).

To investigate whether the perception of *S. indica* lipids occurs in other plant species, ROS‐ and Ca^2+^‐burst assays were performed in *N. benthamiana* and *A. thaliana*. In *N. benthamiana* leaves, *S. indica* lipids induced a pronounced ROS burst accompanied by a minor yet distinct increase in [Ca^2+^]_cyt_ (Fig. S3A,B). Timing and shape of the *S. indica* lipid‐induced ROS burst overlapped with the ergosterol‐induced ROS burst (Fig. S3C). In *A. thaliana* seedlings, total ROS accumulation increased after treatment with *S. indica* lipids or ergosterol; however, no pronounced peak was observed (Fig. S3D), and only a slight increase in [Ca^2+^]_cyt_ was detected (Fig. S3E).

Taken together, these results indicate that *S. indica* lipid extract induces MAPK phosphorylation, *PR* gene expression, and ROS burst in barley, which are typical hallmarks of PTI. In addition, the perception of fungal lipids is conserved between barley and *N. benthamiana*, in leaves. In contrast to chitohexaose, *S. indica* lipid‐induced ROS accumulation is not accompanied by a strong Ca^2+^‐burst but rather appears to be independent of it.

### Ergosterol is the primary immunogenic component of *S. indica* lipid extract and is present in the apoplast of colonized barley roots

Since the free sterol fraction elicited a comparable ROS burst as the crude *S. indica* lipid extract in barley (Fig. 1c), we analyzed this fraction by GC‐TOF‐MS to identify the major sterols potentially triggering the immune response. We found that ergosterol was the major lipid in this fraction. In addition, smaller amounts of related sterols, presumably ergosta‐7,22‐dien‐3‐ol and ergost‐8(14)‐en‐3‐ol were detected (Fig. 2a).

**Fig. 2:**
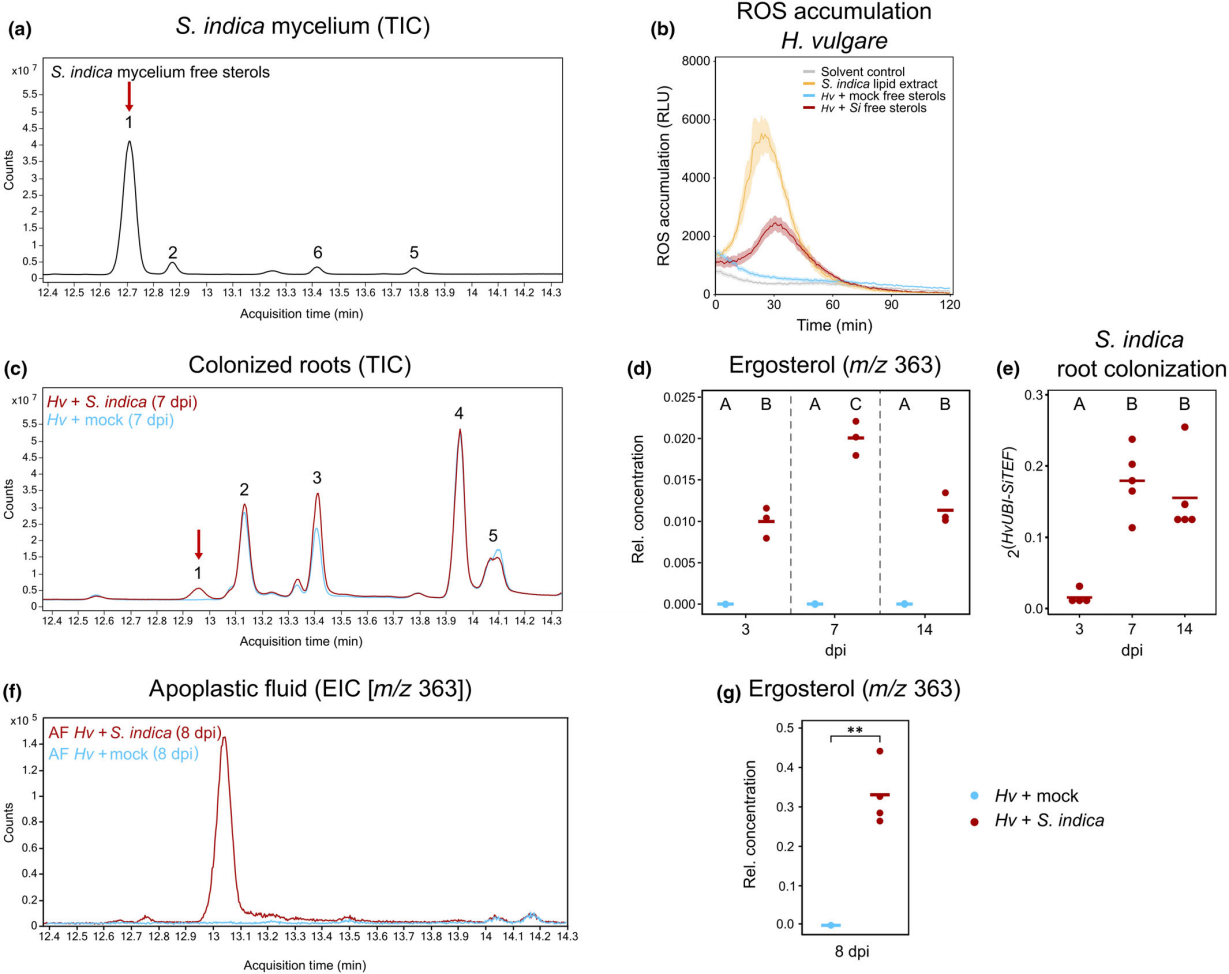
Ergosterol is present in the apoplast of colonized barley roots and is the main immunogenic component of *Serendipita indica* lipid extract. (a, c) gas chromatography/time‐of‐flight mass spectrometry (GC‐TOF‐MS) total ion chromatograms (TICs) of the free sterol fraction from *S. indica* lipids isolated from mycelium (a) or whole root samples of mock‐treated or *S. indica*‐colonized barley roots (c). Major peaks in (a) and (c) are labeled in the following order: 1, Ergosterol; 2, Ergosta‐7,22‐dien‐3ol / Campesterol; 3, Stigmasterol; 4, β‐Sitosterol; 5, Stigmastanol (internal standard); 6, Ergost‐8(14)‐en‐3‐ol. (b) Reactive oxygen species (ROS) accumulation in roots of 7‐d‐old barley plants, treated with *S. indica* lipid extract or sterol fractions isolated from mock‐treated or *S. indica*‐colonized barley roots at 7 d post inoculation (dpi) or solvent control as negative control. Values represent means ± SE from eight wells, each containing three root pieces. *S. indica* total lipid extract and fractions were used in 1 : 160 (v/v) dilution. All treatments contained a final amount of 1 : 40 (v/v) methanol. (d) Quantification of ergosterol in sterol fractions of *S. indica*‐colonized barley roots at 3‐, 7‐ and 14 dpi. (e) *Serendipita indica* intraradical colonization of barley roots determined as relative expression of the fungal housekeeping gene *SiTEF* to the barley housekeeping gene *HvUBI* at 3‐, 7‐, and 14 dpi. Data were obtained from an independent experiment performed the same way as for (d). (f) Extracted ion chromatogram (EIC) of ergosterol (*m/z* 363) in total lipid extract of apoplastic fluid of mock‐treated or *S. indica*‐colonized barley roots (8 dpi). Representative image of one replicate. Quantification of four replicates is shown in (g). Horizontal lines in (d, e, g) depict mean values. Letters indicate significant differences based on ANOVA + *post hoc* Tukey test (*P* ≤ 0.05). Asterisks indicate significant difference based on Student's *t*‐test: **, *P* ≤ 0.01 . Relative ergosterol concentration was calculated based on internal standard response and normalized to sample fresh weight (d) or ml apoplastic fluid (g). *Hv*, *Hordeum vulgare* (barley); RLU, relative luminescence unit; ROS, reactive oxygen species; *Si*, *Serendipita indica*.

Microbes often employ different strategies to avoid MAMP recognition by the host. For example, reducing abundance or shielding of the MAMP during colonization (van Boerdonk *et al*., 2024). To investigate whether ergosterol is present during endophytic root colonization, total lipids were isolated from mock‐treated or *S. indica*‐colonized barley roots at 3‐, 7‐ and 14 days post inoculation (dpi). Subsequently, free sterols were isolated using SPE, following the protocol previously described for extracting lipids from *S. indica* mycelium (Fig. 1d). Consequently, samples from mock‐treated roots contained free sterols derived exclusively from plant roots, whereas samples from colonized roots comprised a mixture of plant and fungal free sterols. Roots were thoroughly washed before extraction to remove extraradical mycelium. The free sterol fractions were then tested for their potential to elicit ROS production in barley roots (Fig. 2b). Free sterols isolated from colonized barley roots, but not from mock‐treated barley roots, induced a ROS burst with similar timing to that obtained with *S. indica* mycelial lipids (Fig. 2b). GC‐TOF‐MS analysis confirmed the presence of ergosterol in colonized barley roots (Fig. 2c). Since mock‐inoculated roots lack ergosterol (Fig. 2c), and no other major qualitative differences in identified free sterols were observed using our method, the ROS burst associated with free sterols isolated from *S. indica*‐colonized roots is most likely attributable to ergosterol. The relative amount of ergosterol in *S. indica*‐colonized roots increased from 3 to 7 dpi, followed by a decrease at 14 dpi (Fig. 2d). Intraradical *S. indica* colonization, determined by expression of the fungal housekeeping gene *SiTEF*, followed a comparable trend (Fig. 2e). In addition, the amount of the phytosterol stigmasta‐5,22‐dien‐3β‐ol (hereafter stigmasterol) increased upon colonization with *S. indica* and over time, while the amount of 24β‐ethylcholest‐5‐en‐3β‐ol (hereafter β‐sitosterol) remained unchanged (Fig. S4A,B). Thus, the ratio of stigmasterol to β‐sitosterol increased in *S. indica‐*colonized roots at 14 dpi (Fig. S4C). Stigmasterol, which is synthesized by desaturation of β‐sitosterol, has been shown to accumulate in several plant–microbe interactions (Griebel & Zeier, 2010; Wang *et al*., 2012; Huang *et al*., 2022). These data demonstrate that the plant modifies its phytosterol content in response to *S. indica* colonization.

Having detected immunogenic ergosterol in colonized roots (Fig. 2c,d), we next analyzed the lipid content of apoplastic fluid of *S. indica*‐colonized and mock‐treated barley roots. Ergosterol was detected in the apoplastic fluid of colonized roots but was absent in mock‐inoculated samples (Fig. 2f,g), demonstrating its relevance during the *S. indica*–barley interaction.

### Ergosterol pretreatment desensitizes barley roots to fungal lipid‐induced immune responses

MAMP perception triggers complex signaling cascades in plants, including the internalization and degradation of receptor complexes. This process, known as receptor‐mediated endocytosis, serves as a regulatory mechanism to prevent constitutive activation of immune responses (Robatzek *et al*., 2006; Claus *et al*., 2018). Simultaneously, it may trigger *de novo* biosynthesis of ligand‐free receptors to replace the activated ligand‐bound receptors, thereby enabling resensitization (Smith *et al*., 2014). Consequently, subsequent exposure to the same MAMP or MAMPs that share receptor complexes results in a diminished or completely abolished immune response. This phenomenon, termed desensitization or refractory period, is crucial for maintaining cellular homeostasis and preventing excessive energy expenditure on continuous immune activation. Subsequent exposure experiments can be used to distinguish whether different MAMPs share the same receptor and signaling components. Here, barley roots were either pretreated with a solvent control, stigmasterol, chitohexaose, or ergosterol for 16 h and subsequently treated with solvent control, chitohexaose, ergosterol, or *S. indica* lipids. Pretreatment with solvent control or stigmasterol affected neither the chitohexaose‐induced ROS burst nor the ergosterol‐ or *S. indica* lipid‐induced ROS burst (Fig. 3a‐b). In chitohexaose pretreated roots, the chitohexaose‐induced ROS burst was abolished, whereas ergosterol and *S. indica* lipids induced a ROS burst similar to ergosterol and *S. indica* lipid treatment of solvent control‐ or stigmasterol pretreated roots (Fig. 3c). The opposite was observed in ergosterol pretreated roots. Here, no ROS burst was elicited by ergosterol and *S. indica* lipids, whereas chitohexaose treatment induced ROS accumulation (Fig. 3d). These data suggest that ergosterol and *S. indica* lipids share common signaling components but are perceived by a distinct receptor from chitohexaose.

**Fig. 3:**
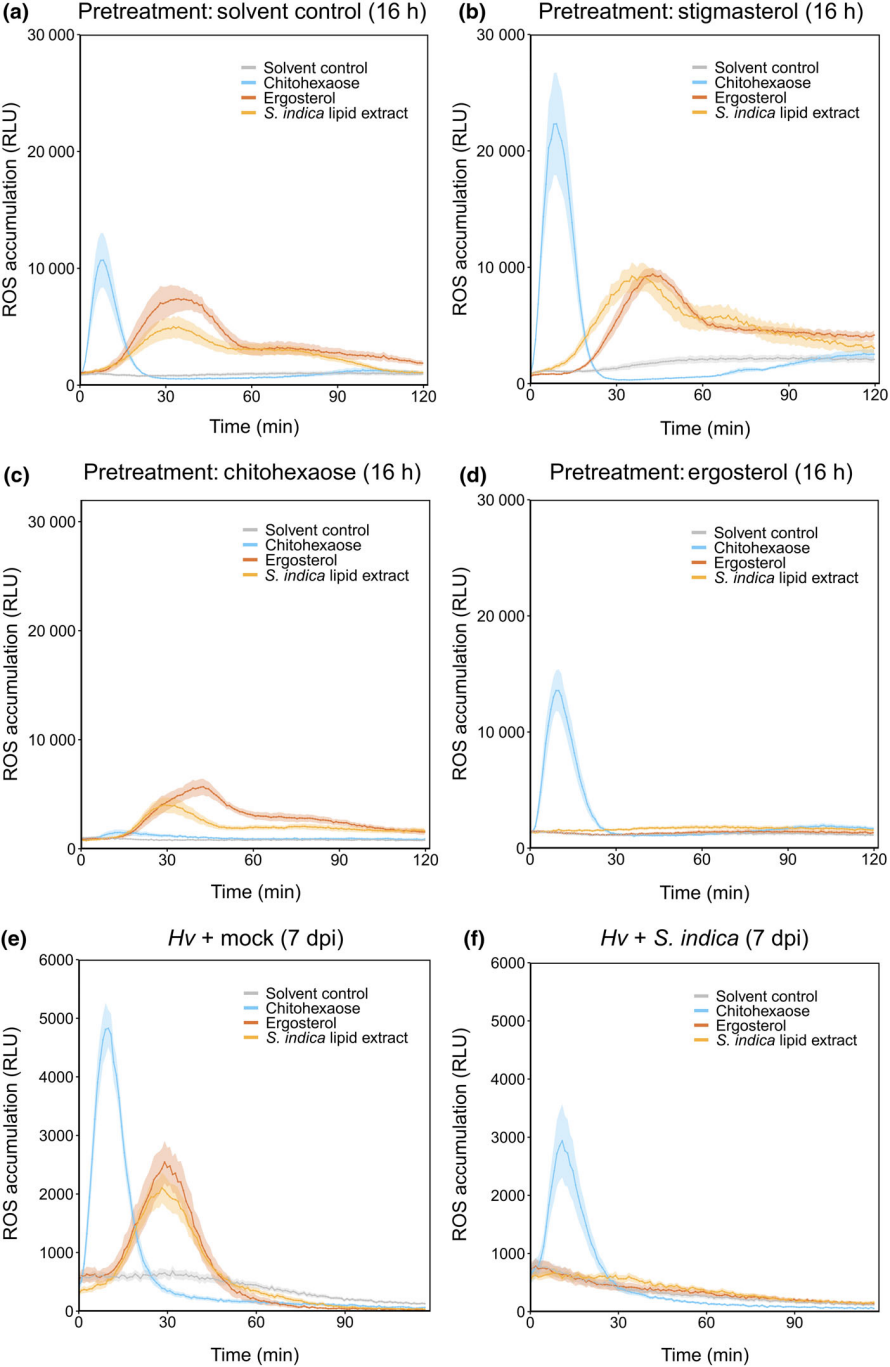
Ergosterol pretreatment and *Serendipita indica* colonization prevents lipid‐induced ROS accumulation. (a–d) Reactive oxygen species (ROS) accumulation in roots of 7‐d‐old barley plants, treated with the indicated elicitors or solvent control after pretreatment with solvent control (a), stigmasterol (b), chitohexaose, (c) or ergosterol (d). (e, f) ROS accumulation in mock‐treated (e) or *S. indica*‐colonized barley roots (f) at 7 d post inoculation (dpi). Roots were washed thoroughly before assay preparations to remove extraradical fungal hyphae. Values represent means ± SEM from eight wells, each containing three root pieces. The following concentrations and dilutions were used ‐ treatments: chitohexaose and ergosterol, 250 nM; *S. indica* lipid extract, 1 : 160 (v/v) dilution; and pretreatments: 5 μM each. All pretreatment and treatment solutions contained a final amount of 1 : 40 (v/v) methanol. *Hv*, *Hordeum vulgare* (barley); RLU, relative luminescence unit; ROS, reactive oxygen species.

Distinct receptor complexes were shown to recruit similar co‐receptor kinases such as the receptor‐like kinase brassinosteroid‐insensitive 1‐associated kinase 1 (BAK1)/ somatic embryogenesis receptor kinase 3 (SERK3), a co‐receptor involved in several PTI signaling pathways, predominantly those associated with leucine‐rich repeat (LRR) receptor‐like kinases (Couto & Zipfel, 2016). To determine whether BAK1/SERK3 is linked to ergosterol perception, we assessed ROS production in leaves of *S. lycopersicum* cv Moneymaker wild‐type (WT) and *serk3a serk3b* mutant plants in response to ergosterol or flg22 as control (Fig. S5). Previously, flg22‐induced ROS burst was shown to be reduced in *S. lycopersicum serk3* mutants (Peng & Kaloshian, 2014). As expected, the flg22‐induced ROS burst was reduced in *serk3a serk3b* mutant leaves compared with WT (Fig. S5A,B). However, the ergosterol‐induced ROS burst was unaltered in *serk3a serk3b* leaves (Fig. S5A,B). This indicates that BAK1/SERK3 is not involved in ergosterol perception in tomato, suggesting that LRR‐type receptor‐like kinases are not involved in ergosterol perception.

Previous studies showed that *S. indica* colonization suppresses ROS bursts induced by flg22 and chitooctaose in *A. thaliana* (Jacobs *et al*., 2011) and by laminarin in barley (Wawra *et al*., 2016). Therefore, we analyzed whether *S. indica* colonization alters the perception of chitohexaose, *S. indica* lipids, and ergosterol in barley (Fig. 3e,f). In *S. indica*‐colonized roots, the peak height of the chitohexaose‐induced ROS burst was only slightly reduced compared to mock‐inoculated roots, whereas the ROS bursts induced by *S. indica* lipids and ergosterol were completely abolished (Fig. 3e,f). These findings suggest that *S. indica* more effectively inhibits the perception of ergosterol and fungal lipids than chitohexaose in barley at this stage of colonization.

### Phosphatidylinositol phosphate metabolic enzymes are phosphorylated upon fungal lipid treatment

Phosphorylation plays a pivotal role in immunity signaling as one of the primary post‐translational modifications used to rapidly propagate signals within cells. This reversible process allows for quick and dynamic responses to external stimuli. To elucidate the early signal transduction events triggered by fungal lipids and identify key proteins involved in the initial steps of the signaling cascade activated by different elicitors, we conducted a comprehensive analysis of the phosphoproteome in barley roots. Samples were treated for 10 min with ergosterol, *S. indica* lipid extract, chitohexaose, or solvent control as a negative control (Fig. 4). A total of 4502 phosphorylated peptides were detected across all treatments (Table S1A). Of those, 271 were absent from the solvent control treatment but present in at least one of the three elicitor treatments in the unimputed data, and therefore contained candidates for proteins involved in MAMP‐mediated signal transduction (Table S1B). Based on Gene Ontology (GO) terms, candidate proteins were selected and grouped into functional categories (Table S1C). 66% of the treatment‐specific phosphorylated peptides were shared between all three treatments, indicating a conserved response in phosphorylation in response to chitohexaose, ergosterol, and fungal lipids, while 20% were shared between ergosterol and *S. indica* lipid treatment alone (Fig. 4a). A large portion of the phosphorylated candidate peptides refer to proteins that are predicted to be involved in responses to (a)biotic stress or signal transduction, such as MAPK, calcium‐dependent protein kinases, and WRKY transcription factors. Interestingly, a Mildew resistance locus O (MLO)‐like protein was phosphorylated specifically upon lipid treatment (Fig. 4b; Table S1B). MLO proteins were first identified in barley, where their mutations confer resistance against the pathogen *Blumeria graminis* f. sp. *hordei* (Piffanelli *et al*., 2002) and recently also shown to be involved in *S. indica* colonization (Hilbert *et al*., 2020). We further detected proteins potentially involved in vesicle trafficking and transmembrane transport, processes known to be important in PTI (Fig. 4b; Table S1C). Moreover, we identified phosphorylation of proteins, which are predicted to be involved in lipid metabolism and function in plant defense responses, namely a patatin and a sphingosine‐1‐phosphate lyase (Fig. 4b). Patatins have lipid acyl hydrolase function (Rydel *et al*., 2003) and patatin‐like phospholipase As are involved in phospholipid signaling (Ryu, 2004; Canonne *et al*., 2011) and pathogen response (La Camera *et al*., 2005; Kim *et al*., 2014; Jang *et al*., 2020). Sphingosine‐1‐phosphate lyases are involved in sphingosine‐1‐phosphate metabolism, an important signaling molecule in the regulation of drought stress, plant disease resistance, and programmed cell death (Michaelson *et al*., 2016; Zhang *et al*., 2014; Seo *et al*., 2021). Additionally, a phosphatidylinositol 4‐kinase (PI4K), 1‐phosphatidylinositol‐3‐phosphate 5‐kinase‐like (PI3P5K), diacylglycerol kinase (DGK), and Sac1‐like domain containing protein, four proteins potentially involved in PIP‐mediated signaling were phosphorylated (Fig. 4b). PI4K and PI3P5K can phosphorylate PI and PI3P, respectively, producing PI4P and PI(3,5)P_2_. PI4P and PI(4,5)P_2_ can be substrates for phospholipase C (PLC) to produce diacylglycerol (DAG), which again can be phosphorylated by DGKs to produce PA (Fig. 4c). In addition, PA can also be produced from unspecific hydrolysis of all phospholipids by phospholipase D (PLD) (Fig. 4c). The Sac1‐like or suppressor of actin (SAC) domain containing family of proteins are phosphoinositide phosphatases, which dephosphorylate PIPs and therefore are involved in PIP turnover (Mao & Tan, 2021) (Fig. 4c). Taken together, these findings suggest a rapid activation of PIP signaling in response to fungal elicitors as part of the barley root immune response.

**Fig. 4:**
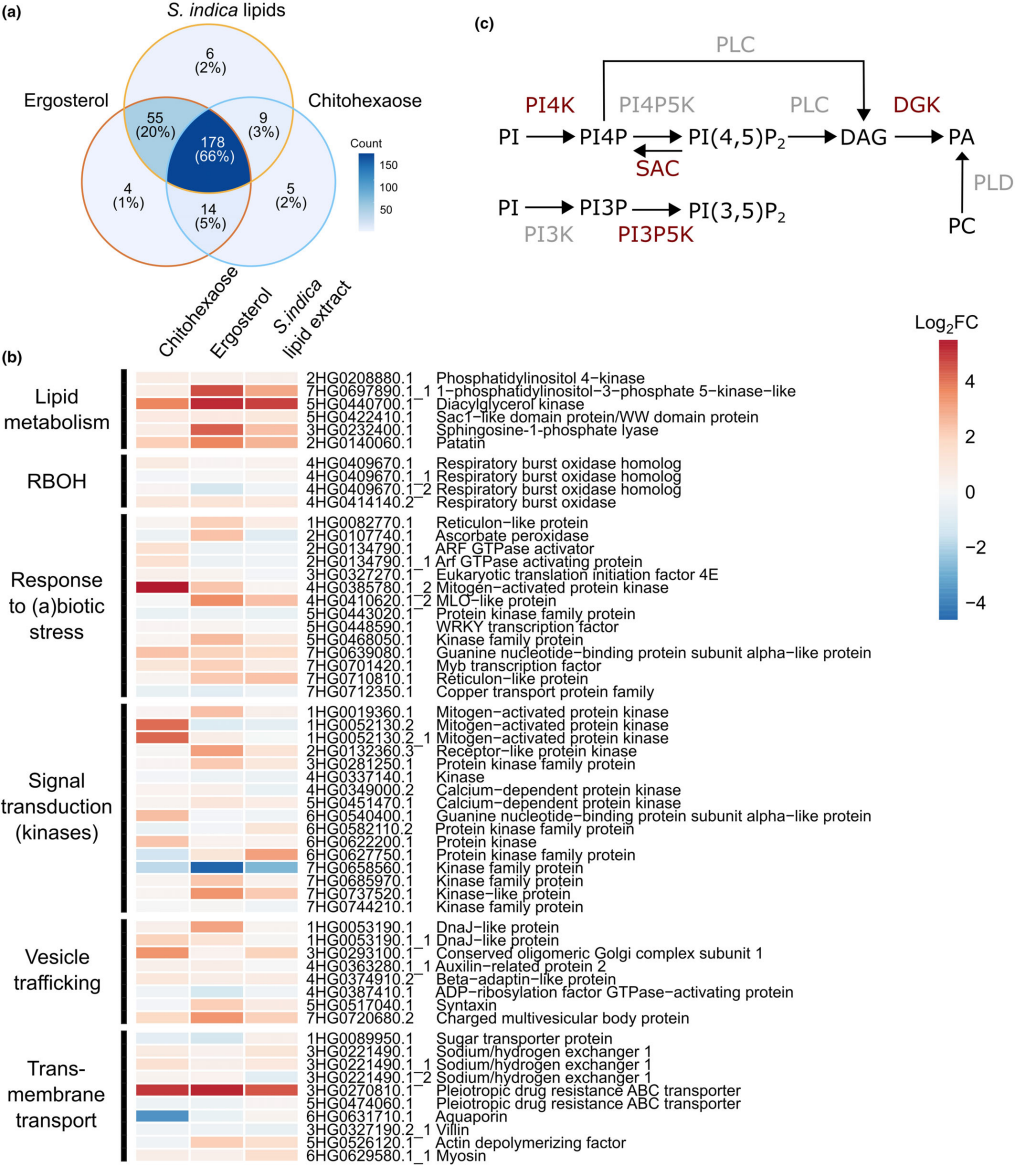
Changes in the phosphoproteome of barley roots upon microbe‐associated molecular patterns (MAMPs) treatment. Phosphorylated peptides were measured using LC‐MS/MS in barley roots in response to chitohexaose, ergosterol, or *Serendipita indica* lipid treatment for 10 min. As negative control, solvent control was used. (a) Venn diagram of phosphorylated peptides found in any of the three treatments but absent from solvent control in unimputed data. (b) Heatmap showing log_2_ fold change (log_2_FC) of imputed intensities of phosphorylated peptides in response to the respective treatments compared with solvent control treatment. Peptides presented here were selected and grouped into functional categories based on Gene Ontology annotations. (c) Schematic depiction of the phosphatidylinositol phosphorylation pathway leading to the production of PA. Enzymes in red were found in phosphoproteome after elicitor treatment as shown in the heatmap. DAG, Diacylglycerol; DGK, Diacylglycerol kinase; PA, Phosphatidic acid; PI, Phosphatidylinositol; PI(3,5)P_2_, Phosphatidylinositol‐3,5‐diphosphate; PI(4,5)P_2_, Phosphatidylinositol‐4,5‐diphosphate; PI3K, Phosphatidylinositol‐3 kinase; PI3P, Phosphatidylinositol‐3‐phosphate; PI3P5K, Phosphatidylinositol‐3‐phosphate‐5 kinase; PI4K, Phosphatidylinositol‐4 kinase; PI4P, Phosphatidylinositol‐4‐phosphate; PI4P5K, Phosphatidylinositol‐4‐phosphate‐5‐kinase; PLC, Phospholipase C; PLD, Phospholipase D; RBOH, Respiratory burst oxidase homolog; SAC, Sac1‐like domain containing protein (PI(4,5)P_2_ phosphatase).

### PA enhances the ergosterol‐induced ROS burst

DGK phosphorylation suggests that barley might synthesize PA from DAG in response to ergosterol and *S. indica* lipid treatment. PLC‐DGK‐derived PA was recently shown to enhance the MAMP‐induced ROS burst in *A. thaliana* (Zhang *et al*., 2009; Kalachova *et al*., 2022; Kong *et al*., 2024; Qi *et al*., 2024). Apoplastic ROS is primarily produced by NADPH‐oxidases, also known as respiratory burst oxidase homologs (RBOHs), which are activated through phosphorylation. In our phosphoproteome analysis, we detected phosphorylation of HvRBOHI3 (4HG0409670.1) and HvRBOHB1 (4HG0414140.2) – annotation based on (Mahalingam *et al*., 2021) – in samples treated with chitohexaose, ergosterol, or *S. indica* lipid extract (Fig. 4b). We therefore tested the influence of PA, PI, and PI4P on the chitohexaose‐ and ergosterol‐induced ROS bursts in barley roots. As an additional control, we used the phospholipid phosphatidylcholine (PC). Addition of PC, PI, or PI4P did not affect the chitohexaose‐ or ergosterol‐induced ROS burst in barley roots (Figs 5a–c, S6A–C). By contrast, cotreatment with PA significantly enhanced the ergosterol‐induced ROS burst, resulting in both higher peak maxima and an overall increase in total ROS production (Fig. 5d). Furthermore, cotreatment with PA liposomes, which are believed to facilitate uptake of PA, yielded similar results (Fig. S7). Conversely, addition of PA did not enhance chitohexaose‐induced ROS production in barley roots (Fig. S6D). To exclude a chitohexaose concentration‐dependent effect, we tested a range of chitohexaose concentrations and confirmed that PA did not enhance the chitohexaose‐induced ROS burst across all tested concentrations (Fig. S8). These results reveal a differential impact of phospholipids on MAMP‐induced ROS production in barley, with PA specifically enhancing the ergosterol‐triggered ROS burst but not the chitohexaose‐induced response, further suggesting distinct signaling pathways for these MAMPs.

**Fig. 5:**
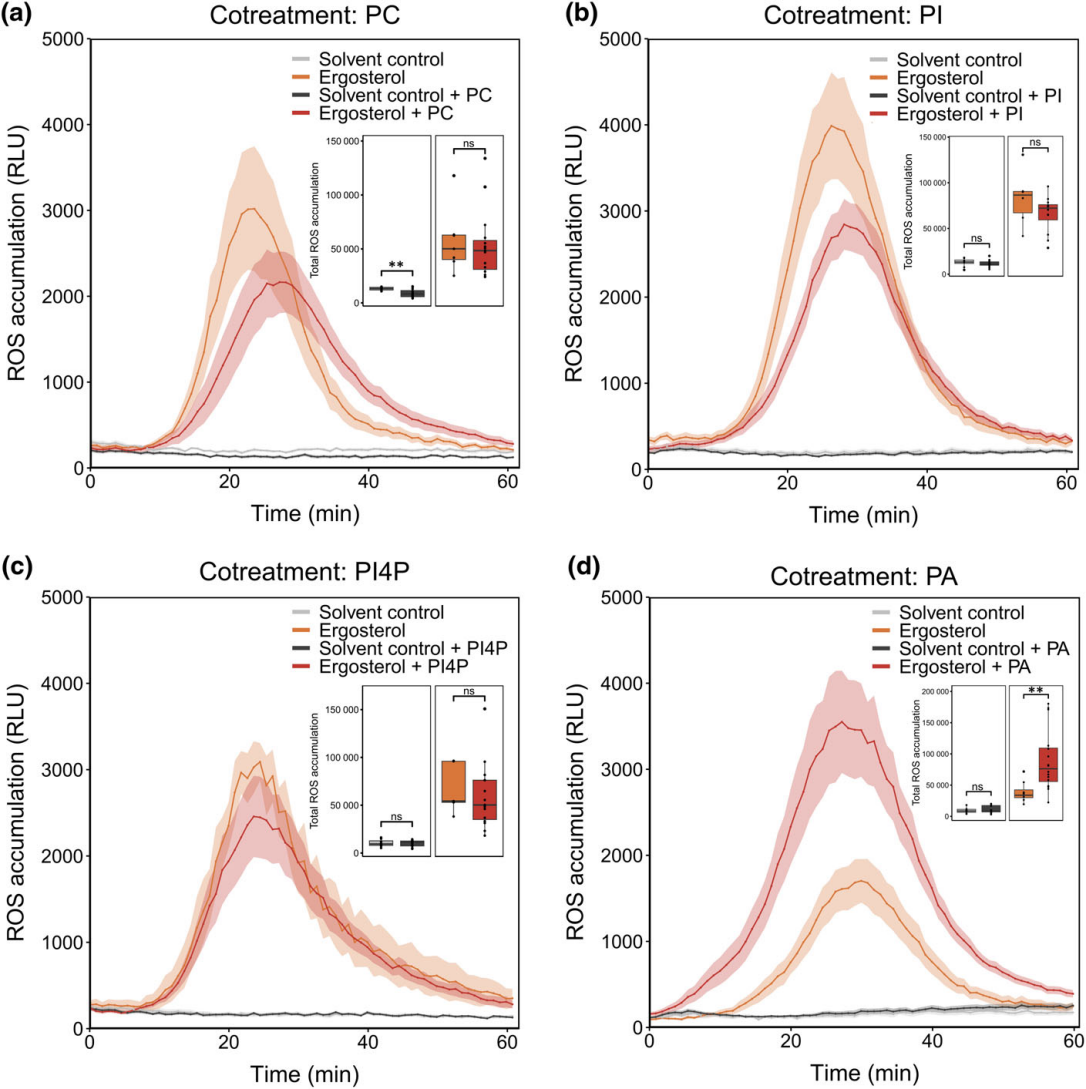
Phosphatidic acid (PA) cotreatment enhances the ergosterol‐induced reactive oxygen species (ROS) burst. (a–d) ROS accumulation in roots of 4‐d‐old barley plants, treated with the indicated elicitors or solvent control as negative control. Values represent means ± SEM from eight (without cotreatment) or 16 (with cotreatment) wells, each containing three root pieces. Ergosterol and all phospholipids (PC, PI, PI4P, PA) were used at a final concentration of 250 nM. All treatments contained a final amount of 1 : 40 (v/v) methanol. Insets: total ROS accumulation depicted as boxplots from the same data. Boxplots depict the interquartile range (IQR) ranging from the lower quartile Q1 (25^th^ percentile) to the upper quartile Q3 (75^th^ percentile). The horizontal line inside the box depicts the median. Data points outside 1.5 × IQR are depicted as outliers (thicker black dots). Asterisks indicate significant differences based on Student's *t*‐test: ns, not significant; **, *P* ≤ 0.01 . PA, phosphatidic acid; PC, phosphatidylcholine; PI, phosphatidylinositol; PI4P, phosphatidylinositol‐4‐phosphate; RLU, relative luminescence unit; ROS, reactive oxygen species.

### Diterpene biosynthesis is activated upon fungal lipid treatment

In addition to changes in the phosphoproteome, we investigated transcriptomic changes upon treatment with ergosterol or *S. indica* lipids at 2 hpt to identify candidate genes involved in downstream responses. 

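RNA of barley roots was sequenced in 10 libraries, all taken at 2 hpt: 3 from roots treated with the solvent control, 3 from roots treated with ergosterol at a final concentration of 250 nM, and 4 from roots treated with a lipid extract of *S. indica*, a root-colonizing fungus, at a final dilution of 1 : 160 (v/v). The paper's methods give 4 replicates per treatment, and the 3 solvent control, 3 ergosterol and 4 *S. indica* lipid libraries were used here. Solvent control roots received methanol at a final dilution of 1 : 40 (v/v). Each replicate combined root pieces of 7-d-old seedlings from 2 wells. The authors estimated the abundance of each transcript in TPM, its share of a library's transcripts, with kallisto, and the deposited table pairs each transcript's identifier in the MorexV3 annotation with a description in words. It holds 37962 distinct transcripts of 35826 loci. Between 17960 and 18653 transcripts reached 1 TPM or more in a solvent control library, between 18009 and 18089 in an ergosterol library and between 18004 and 18410 in an *S. indica* lipid library. TPM are shares of a library and keep no read totals, so the depth behind each value is unknown and the spread between replicates is the only measure of precision. Across all transcripts tested, Pearson's *r* of log2(TPM + 1) between any pair of libraries lay between 0.959 and 0.982. The first principal component held 26.0% of the variance and set the 3 solvent control libraries, at 25.0 to 36.8, apart from the 7 treated libraries, at -28.0 to 0.790. Fold changes given with a standard error (SE) are differences of the group means of log2(TPM + 1), tested with limma in 1 fit of all 10 libraries and adjusted by the Benjamini-Hochberg method.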

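Of 18330 transcripts with a mean of at least 1 TPM over the 10 libraries, 225 had an adjusted *p* of at most 0.05 (limma) and a log2FC of at least 1 or at most −1 upon ergosterol treatment at 2 hpt, 212 of them up and 13 down. Upon *S. indica* lipid treatment, 231 transcripts passed both thresholds, 214 up and 17 down. In all of the 225, every ergosterol library lay on one side of every solvent control library, as did every *S. indica* lipid library in all of the 231. Such a separation was found in 26.1% and 13.2% of all transcripts tested, where chance alone gives 10% for 3 libraries against 3 and 5.71% for 4 against 3. The union held 293 transcripts of 293 loci, of which 163 passed in both comparisons, all with the same sign. Since both treatments were compared with the same solvent control libraries, unchanged groups also share part of their ranking: simulated unchanged groups shared 28.9 transcripts on average, and at most 43, among as many top-ranked ones. Across transcripts, which are not independent replicates, the log2FC of both treatments correlated with *r* = 0.774, against 0.517 to 0.573 in 100 simulations of unchanged groups with shared controls. Those simulations drew each transcript independently, which real transcripts are not. Among other splits of the real libraries, the highest *r* was 0.744. A direct limma comparison of ergosterol with *S. indica* lipids called 0 transcripts, and 975 had an unadjusted *p* under 0.05, where 916.5 are expected by chance. Upon ergosterol, the largest rises were those of a pair of transcripts described as blue copper proteins, which ranked 1 and 3 upon *S. indica* lipid treatment. HORVU.MOREX.r3.2HG0213120.1 rose from 1.01 ± 0.914 TPM (SD, n = 3) in the solvent control to 20.8 ± 1.76 TPM (n = 3) upon ergosterol and 32.8 ± 8.26 TPM (n = 4) upon *S. indica* lipid treatment, and HORVU.MOREX.r3.2HG0213070.1 from 8.54 ± 1.88 TPM to 92.6 ± 9.13 TPM and 91.4 ± 16.0 TPM. Near-identical copies of these genes could have shared reads, which the table cannot show. The union grew most, to 851 transcripts, when the adjusted *p* was applied without a limit on log2FC. The authors' own *q*-values and log2FC, held to the same thresholds, give 243 distinct transcripts, 236 of which were among the 293, where the paper counts 244 genes.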

The analysis revealed that 244 genes were significantly differentially expressed upon ergosterol or *S. indica* lipid treatment (log2FC ≥ 1, ≤ −1; *q*‐value ≤ 0.05) (Table S2A). 

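The deposited table describes 19 transcripts as 1-deoxy-D-xylulose 5-phosphate synthase (*DXS*), 10 of which were abundant enough to be tested at 2 hpt, and 6 as its reductoisomerase (*DXR*), of which 1 was. The *DXS* transcript HORVU.MOREX.r3.1HG0085440.1 had 1.60 ± 0.178 TPM (SD, n = 3) in the solvent control, 16.4 ± 2.56 TPM (n = 3) upon ergosterol and 10.3 ± 2.96 TPM (n = 4) upon *S. indica* lipid treatment. Its log2FC was 2.74 (SE 0.202, adjusted *p* = 0.000133, limma) upon ergosterol, rank 4 among the 212 called rises, and 2.09 (SE 0.189, adjusted *p* = 0.000187) upon *S. indica* lipid treatment, rank 19 among 214. For the *DXS* transcript HORVU.MOREX.r3.2HG0216680.1, 3.15 ± 1.27 TPM in the solvent control stood against 19.2 ± 2.28 TPM and 15.0 ± 3.74 TPM. This gave a log2FC of 2.32 (SE 0.233, adjusted *p* = 0.000411) upon ergosterol, rank 12, and 1.95 (SE 0.218, adjusted *p* = 0.000656) upon *S. indica* lipid treatment, rank 25. The 8 other *DXS* transcripts tested passed neither comparison, with log2FC of −0.40 to 0.28 upon ergosterol and −0.23 to 0.30 upon *S. indica* lipid treatment. How far kallisto divided reads between the *DXS* copies cannot be read from TPM, which leaves the value of each single copy uncertain. The *DXR* transcript HORVU.MOREX.r3.3HG0218370.1 increased from 59.6 ± 19.9 TPM to 146 ± 32.2 TPM and 126 ± 7.52 TPM, a log2FC of 1.30 (SE 0.209, adjusted *p* = 0.00622) upon ergosterol and 1.12 (SE 0.195, adjusted *p* = 0.00844) upon *S. indica* lipid treatment, ranks 104 and 162. When each library was left out in turn, both *DXS* transcripts passed in every fit. The *DXR* transcript passed in every fit upon ergosterol, but its log2FC upon *S. indica* lipid treatment fell below the threshold, to 0.956, without solvent control replicate 1. Neither *DXS* transcript nor *DXR* differed between ergosterol and *S. indica* lipids in the direct comparison, with differences in log2FC of 0.65, 0.36 and 0.18 (adjusted *p* of 0.79 or more, limma).

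**Figure D1:**
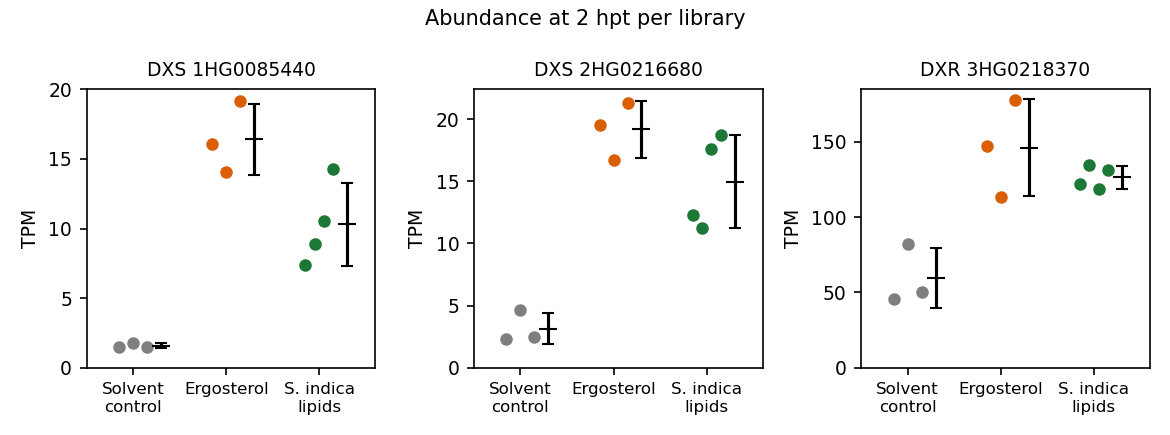
TPM of the *DXS* transcripts of loci 1HG0085440 and 2HG0216680 and the *DXR* transcript of locus 3HG0218370 in each library at 2 hpt, by treatment. Coloured points are libraries, the black bar is the mean with its SD, and every treated library lies above the 3 solvent control libraries.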

Among the most upregulated genes were two genes encoding 1‐deoxy‐xylulose5‐phosphate synthases (*DXS*) and one gene encoding a 1‐deoxy‐d‐xylulose‐5‐phosphate reductoisomerase (*DXR*), the enzymes that perform the committing steps of the 2‐C‐methylerythritol 4‐phosphate (MEP or nonmevalonate) pathway (Table S2; Fig. 6a). In addition, expression of multiple genes, potentially involved in the MEP pathway was induced, whereas expression of genes potentially involved in the mevalonate (MVA) pathway was downregulated or not detected at all (Fig. 6a). 

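For all enzymes drawn beside the MEP pathway, 40 transcripts were matched by their descriptions and 20 were tested. Their median log2FC was 0.19 upon ergosterol (mean 0.43, 13 of 20 above 0) and 0.17 upon *S. indica* lipid treatment (mean 0.38, 14 of 20 above 0). limma's camera test, with a preset correlation between transcripts, ranked the list above all other transcripts in both comparisons (*p* = 2.03e-05 and 5.13e-05). The list also passed with an estimated correlation (*p* = 0.0271 and 0.0331) and with fry (*p* = 0.000587 and 0.000801). It follows a figure drawn from these same libraries and holds *DXS* and *DXR*, which the paper had singled out. These set tests are therefore no independent evidence, and camera and fry were not run without those transcripts. Only the *DXS* and *DXR* transcripts passed both thresholds of the single-transcript test, 3 in each comparison; adjusted over the list alone, 8 and 7 transcripts had an adjusted *p* of at most 0.05, against 6 and 5 when adjusted over all transcripts. The last 3 enzymes of the pathway contributed smaller rises. The 2-C-methyl-D-erythritol 2,4-cyclodiphosphate synthase (*MDS*) transcript HORVU.MOREX.r3.6HG0604230.1 went from 30.1 ± 5.78 TPM (SD, n = 3) to 47.8 ± 1.73 TPM (n = 3) upon ergosterol and 45.8 ± 6.85 TPM (n = 4) upon *S. indica* lipid treatment, a log2FC of 0.66 (SE 0.149, adjusted *p* = 0.0378, limma) and 0.59 (SE 0.139, adjusted *p* = 0.0401). The *HDS* transcript HORVU.MOREX.r3.6HG0592460.1, which encodes 4-hydroxy-3-methylbut-2-enyl diphosphate synthase, had log2FC of 0.80 (SE 0.180, adjusted *p* = 0.0388) and 0.64 (SE 0.168, adjusted *p* = 0.0659). Of the pair of transcripts for the following reductase (*HDR*), HORVU.MOREX.r3.4HG0339790.1 had log2FC of 0.68 (SE 0.124, adjusted *p* = 0.0132) and 0.51 (SE 0.116, adjusted *p* = 0.0343), and HORVU.MOREX.r3.3HG0282230.1 of −0.31 and 0.03, neither past an adjusted *p* of 0.05. The 3 *MCT* and 2 *CMK* transcripts lay between −0.20 and 0.44 upon ergosterol and between −0.21 and 0.58 upon *S. indica* lipid treatment, none past the thresholds.
Of 15 transcripts matched to enzymes of the MVA pathway, 11 were tested and 0 passed the thresholds in either comparison; 0 had an adjusted *p* of at most 0.05 (limma), also when adjusted over the list alone. At an unadjusted *p* under 0.05 there were 6 and 1, where 0.55 are expected if no transcript changed, and the authors' values also called 0. Of all 18330 transcripts tested, 3609 and 2806 had such a *p*, so 0.55 understates what any 11 transcripts would give. The median log2FC was −0.25 upon ergosterol, with 9 of 11 below 0, and −0.16 upon *S. indica* lipid treatment, with 8 of 11 below 0. The medians of all transcripts tested also lay below 0, at −0.08 and −0.04. The camera test gave *p* = 0.0520 and 0.221, or 0.309 and 0.512 with an estimated correlation, and fry gave 0.0447 and 0.247. The lowest values upon ergosterol were −0.58 (SE 0.219) for the 3-hydroxy-3-methylglutaryl-CoA synthase (*HMGS*) transcript HORVU.MOREX.r3.4HG0413410.1 and −0.55 (SE 0.202) for the reductase (*HMGR*) transcript HORVU.MOREX.r3.7HG0680680.1, with adjusted *p* of 0.181 and 0.173 (limma). The more abundant *HMGR* transcript, HORVU.MOREX.r3.5HG0491360.1, was detected at 15.4 ± 2.33 TPM in the solvent control and had log2FC of 0.18 and 0.33. No description in the table matched acetoacetyl-CoA thiolase (*AACT*), so this enzyme has no value here.
The medians of both pathways differed by 0.44 upon ergosterol and 0.33 upon *S. indica* lipid treatment (two-sided permutation of list membership, *p* = 0.0159 and 0.0263, with transcripts taken as the units although they are not replicates). Neither difference was past 0.05 when transcripts of low abundance were kept, at 0.16 and 0.19, or without solvent control replicate 2, at 0.40 and 0.23. From the higher expression of MEP genes next to MVA genes that were lower or not detected, the paper proceeds to the isoprenoid intermediates of the MEP pathway as precursors of diterpenes.

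**Figure D2:**
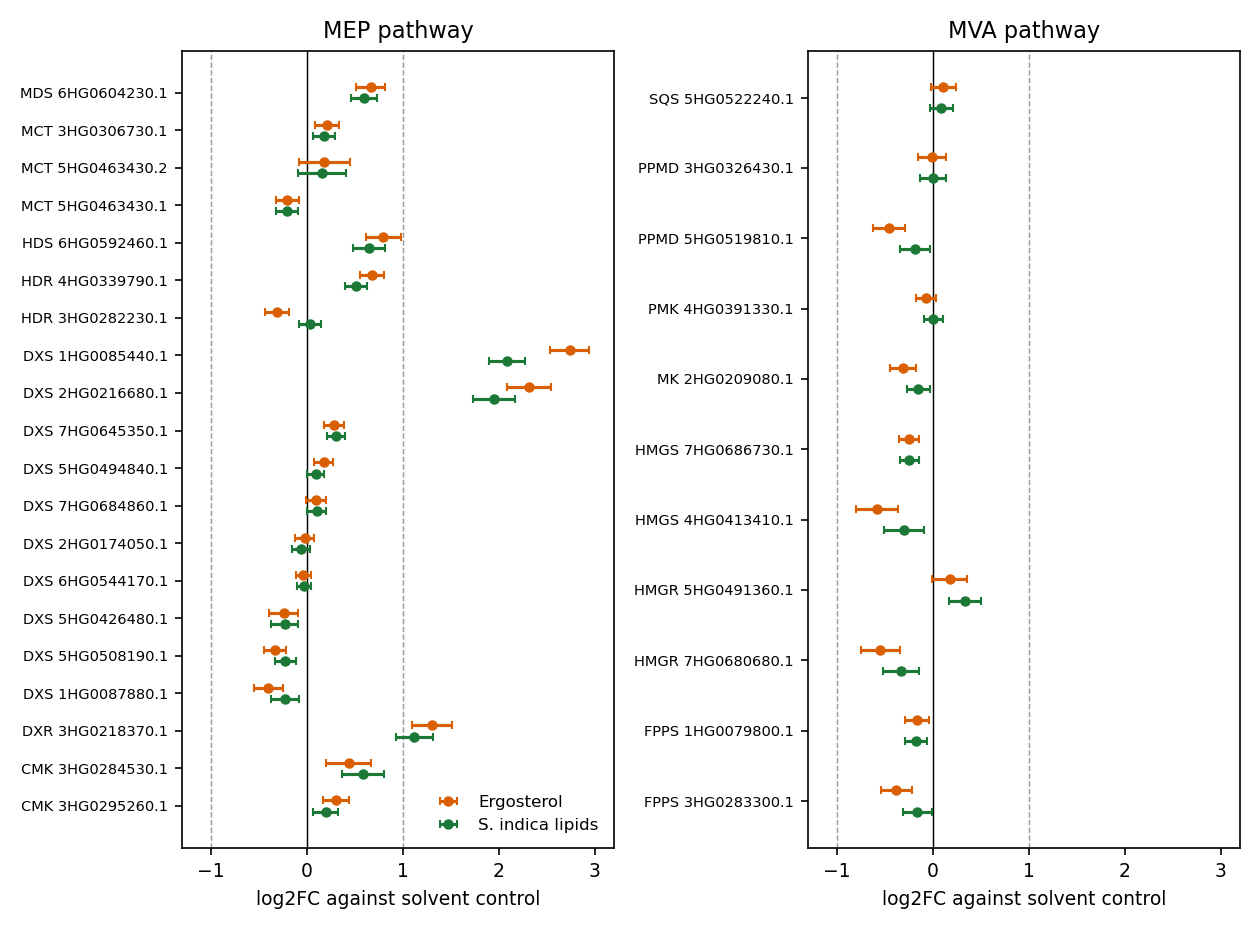
log2FC (horizontal axis) with its SE for each tested transcript of the MEP pathway (left) and the MVA pathway (right) upon ergosterol (orange) and *S. indica* lipid treatment (green) against the solvent control; dashed lines mark −1 and 1. A pair of *DXS* transcripts and the *DXR* transcript lie beyond 1, and no MVA transcript lies beyond −1 or 1.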

The MEP pathway leads to the production of isoprenoid intermediates, which can be converted to hordedanes, a class of diterpene phytoalexins produced in barley in response to fungal treatment (Fig. 6a; Liu *et al*., 2024). Indicative of an induction of diterpene synthesis, we found homologs of geranylgeranyl diphosphate synthase (*GGPPS*), *ent*‐copalyl diphosphate synthase 2 (*CPS2*), kaurene synthase‐like 4 (*KSL4*), and cytochrome P450 oxygenases (*CYPs*) among the strongest induced genes upon fungal lipid treatment (Fig. 6a; Table S2). 

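Descriptions in the table matched 10 copalyl diphosphate synthase (*CPS*), 7 kaurene synthase (*KSL*) and 6 *GGPPS* transcripts, of which 2, 2 and 4 were tested; the table does not say which of them are *CPS2* or *KSL4*. The *CPS* transcript HORVU.MOREX.r3.2HG0099570.1 had 70.0 ± 25.3 TPM (SD, n = 3) in the solvent control, 235 ± 46.3 TPM (n = 3) upon ergosterol and 176 ± 16.4 TPM (n = 4) upon *S. indica* lipid treatment. Its log2FC of 1.77 (SE 0.218, adjusted *p* = 0.00130, limma) and 1.37 (SE 0.204, adjusted *p* = 0.00332) ranked 43 and 113 among all 18330 transcripts. The *KSL* transcript HORVU.MOREX.r3.2HG0099360.1 rose from 14.2 ± 4.50 TPM to 64.6 ± 18.7 TPM and 52.2 ± 6.40 TPM, a log2FC of 2.10 (SE 0.238, adjusted *p* = 0.000731) upon ergosterol and 1.84 (SE 0.222, adjusted *p* = 0.00105) upon *S. indica* lipid treatment, ranks 17 and 37. The most abundant *GGPPS* transcript, HORVU.MOREX.r3.2HG0131350.1, had 64.5 ± 3.2 TPM, 123 ± 8.75 TPM and 116 ± 15.9 TPM. The log2FC of 0.92 (SE 0.117, adjusted *p* = 0.00160) and 0.83 (SE 0.109, adjusted *p* = 0.00164) were larger than the spread between replicates but below the threshold of 1, and ranked 341 and 456. All 3 transcripts were higher in every treated library than in every solvent control library, and leaving out any 1 library changed none of these calls. The 5 other transcripts of the list had log2FC of −0.57 to 0.12 over both treatments and did not pass. Over the 8 tested transcripts the median log2FC was therefore close to 0, at 0.02 and −0.01, while the mean was 0.50 and 0.39. limma's camera test, adjusted for a preset correlation between transcripts, gave higher expression in both comparisons (*p* = 0.00316 and 0.0182), so that median and test differ in sign for *S. indica* lipids. With fry *p* was 0.00264 and 0.00583, and with an estimated correlation 0.0516 and 0.103. The paper had named these enzymes from the same libraries, so the set tests are no independent evidence. With transcripts of at least 5 TPM alone, which leaves 5, the medians were 0.92 and 0.83. Adjusted over the list alone, 3 transcripts had an adjusted *p* of at most 0.05 in each comparison, the same number as when adjusted over all transcripts.
For cytochrome P450 oxygenases, 18 transcripts were matched by description and 6 were tested. Their log2FC lay between −0.64 and 0.34 upon ergosterol and between −0.42 and −0.03 upon *S. indica* lipid treatment, and 0 passed the thresholds with limma under any alternative or with the authors' values; at an unadjusted *p* under 0.05 there were 1 and 0. limma's camera test, adjusted for a preset correlation between transcripts, gave *p* = 0.721 and 0.330. Oxygenases that the table describes in other words are not among them. Among the 11 tested transcripts with P450 in their description, the only one past both thresholds was the NADPH–cytochrome P450 reductase HORVU.MOREX.r3.5HG0505320.1, an electron donor of these oxygenases that was singled out after its values were seen: its log2FC was 1.07 upon ergosterol (SE 0.108, adjusted *p* = 0.000411, limma) and 0.94 upon *S. indica* lipid treatment (SE 0.101). The paper takes the *GGPPS*, *CPS*, *KSL* and *CYP* homologs as indicative of induced diterpene synthesis, before it turns to exuded diterpenes.

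**Figure D3:**
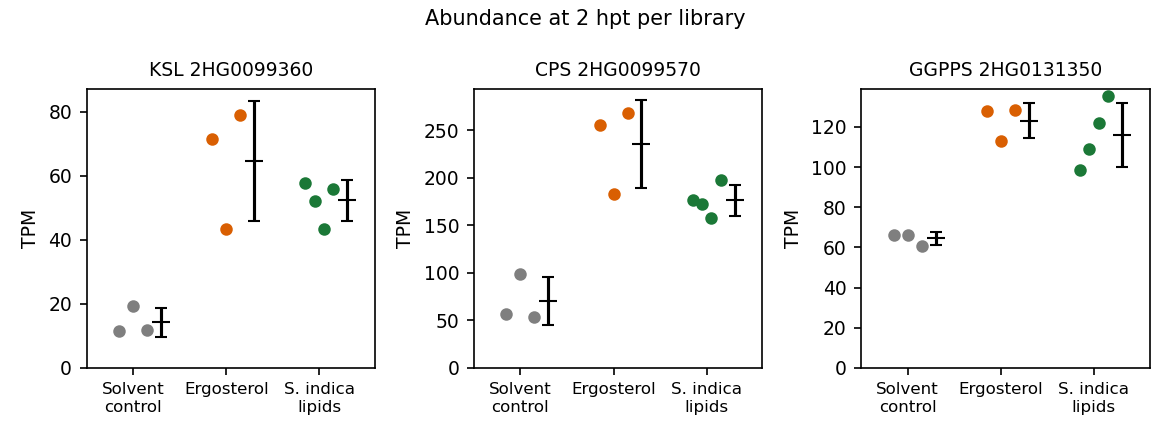
TPM of the *KSL* transcript of locus 2HG0099360, the *CPS* transcript of locus 2HG0099570 and the *GGPPS* transcript of locus 2HG0131350 in each library at 2 hpt, by treatment. Coloured points are libraries and the black bar is the mean with its SD; no treated library overlaps the 3 solvent control libraries.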

We verified the induction of *HvCPS2*, *HvKSL4*, and *HvCYP89E31* upon the addition of ergosterol via quantitative reverse transcription polymerase chain reaction (Fig. 6b).

**Fig. 6:**
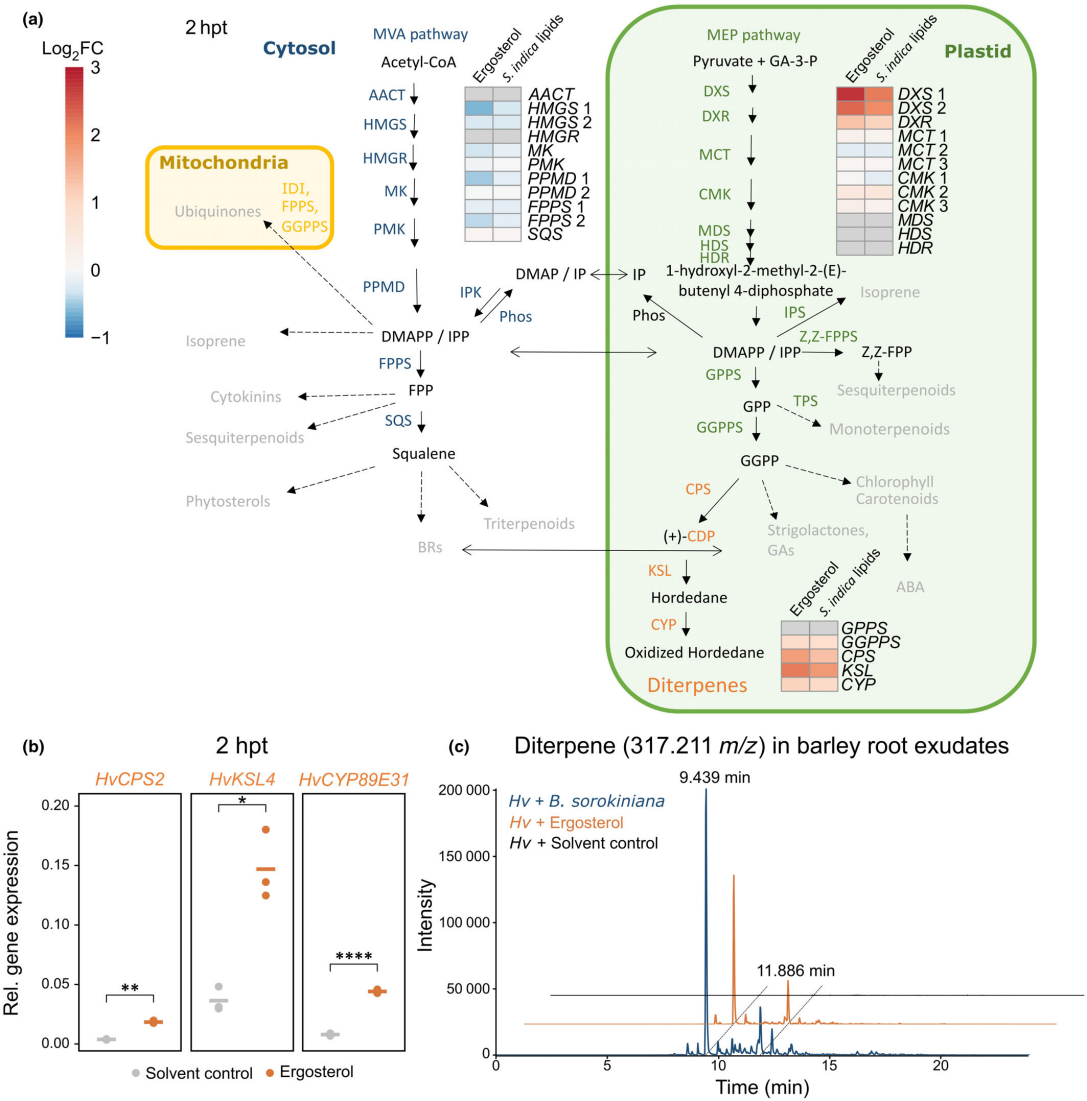
Fungal lipid treatment leads to induction of the 2‐C‐methylerythritol 4‐phosphate (MEP) pathway and exudation of diterpenes in barley roots. (a) Schematic representation of the plants MEP and mevalonate (MVA) pathway (adapted from Liao *et al*. (2016), with permission from Elsevier). Boxes indicate relative expression (Log2FC) of the respective barley genes upon ergosterol or *Serendipita indica* lipid treatment relative to solvent control treatment. Expression was measured in an RNA‐Seq analysis of barley, treated for 2 h with the respective elicitors. Ergosterol was used at a final concentration of 250 nM and *S. indica* lipid extract at a final dilution of 1 : 160 (v/v). Gray boxes, NA. Dashed arrows indicate multiple reaction steps. (b) Confirmation of induction of diterpene biosynthesis genes *HvKSL4*, *HvCPS2* and *HvCYP89E31* in barley roots after treatment with ergosterol (250 nM) for 2 h. Gene expression was determined with quantitative reverse transcription polymerase chain reaction, relative to the housekeeping gene *HvUBI*. Horizontal lines depict mean values. Asterisks indicate significant differences based on Student's *t*‐test: *, *P* ≤ 0.05; **, *P* ≤ 0.01; ****, *P* ≤ 0.0001. (c) LC‐MS/MS chromatogram of one of the major diterpenes found in root exudates of barley plants treated with solvent control, ergosterol (250 nM) or colonized by *Bipolaris sorokiniana* (positive control) for 6 d. The experiment was repeated with similar results. Ergosterol and solvent control treatments contained a final amount of 1 : 40 (v/v) methanol. CPS, *ent‐*copalyl diphosphate synthase; CYP, cytochrome P450 oxygenase; DXR, 1‐deoxy‐xylulose 5‐phosphate reductoisomerase; DXS, 1‐deoxy‐ xylulose 5‐phosphate synthase; hpt, hours post treatment; *Hv*, *Hordeum vulgare* (barley); KSL, kaurene synthase like.

To investigate whether diterpenes are synthesized in response to ergosterol treatment, we analyzed root exudates of barley roots treated with either ergosterol or roots infected by *B. sorokiniana* as positive control, by LC‐MS. We detected two major diterpenes with mass‐to‐charge ratio (*m/z*) of 315.196 and 317.211 – previously identified in root exudates of *B. sorokiniana*‐colonized roots (Liu *et al*., 2024) – in both root exudates of ergosterol‐treated and *B. sorokiniana*‐colonized barley roots (Figs 6c, S9). These findings confirm that ergosterol perception by barley triggers the biosynthesis and exudation of antimicrobial phytoalexin diterpenes.

## Discussion

### *Serendipita indica* colonization modulates pattern‐triggered immunity during fungal lipid perception

In this study we demonstrate that ergosterol and total lipids isolated from the beneficial root endophyte *S. indica* induce hallmarks of PTI in barley (Figs 1, S1, S2). Apoplastic ROS production and increase in [Ca^2+^]_cyt_ are recognized as two of the earliest and often interlinked signaling mechanisms activated in plants in response to MAMP perception (Ranf *et al*., 2011; Qi *et al*., 2017; Marcec *et al*., 2019). In addition to the Ca^2+^‐independent activation of *A. thaliana* RBOHD by phosphorylation via the cytosolic kinase BIK1 (Kadota *et al*., 2015), intracellular Ca^2+^ was shown to activate *A. thaliana* RBOHD through direct binding of Ca^2+^ to EF hand motifs (Ogasawara *et al*., 2008; Kimura *et al*., 2012) and phosphorylation by Ca^2+^‐dependent protein kinases (Dubiella *et al*., 2013; Seybold *et al*., 2014). In addition, increase in [Ca^2+^]_cyt_ is required for initiation of the flg22‐induced ROS burst in *A. thaliana* (Marcec & Tanaka, 2022). In our experiments, chitohexaose treatment induced both a strong Ca^2+^‐ and ROS burst in barley roots (Fig. 1c,e) as previously reported (Chandrasekar *et al*., 2022). By contrast, ergosterol and *S. indica* lipids induced no or only minor increase in [Ca^2+^]_cyt_ but a distinct ROS burst in barley roots (Fig. 1c,e), suggesting that Ca^2+^‐influx might not be required for the lipid‐induced ROS burst in barley roots.

Given that plants encode various RBOH isoforms with distinct functions (Suzuki *et al*., 2011; Zhang *et al*., 2023), the perception of different MAMPs in barley may activate specific RBOH isoforms, some of which might not require Ca^2+^ for activation (Mahalingam *et al*., 2021). Phosphoproteome analysis of barley roots revealed phosphorylation of *Hv*RBOHB1 (4HG0414140.2) and *Hv*RBOHI3 (4HG0409670.1), indicating they might be involved in MAMP perception in barley. Further identification and characterization of the barley RBOHs is needed to clarify their specific functions in fungal lipid perception and MAMP‐induced responses.

Desensitization of MAMP‐induced immunity in barley revealed that barley roots employ distinct receptors for chitohexaose and ergosterol perception (Fig. 3a–d). Similarly, membrane hyperpolarization induced by ergosterol in *Mimosa pudica* cells was abolished upon subsequent exposure with ergosterol but not chitosan or cholesterol (Amborabé *et al*., 2003). Further evidence in tomato indicates that BAK1/SERK3 is not involved in ergosterol recognition (Fig. S5). Moreover, colonization by *S. indica* more effectively suppressed the perception of ergosterol compared with chitohexaose perception (Fig. 3e,f) and the activation of early immune responses was delayed with fungal lipids compared with chitohexaose treatment (Figs 1, S1).

The distinct perception of ergosterol compared with other MAMPs may be attributed to their differing physicochemical properties. Unlike water‐soluble MAMPs such as flg22 and chitohexaose, ergosterol is hydrophobic and poorly soluble in water. Ergosterol is present in the membrane of fungal extracellular vesicles (EVs; Rodrigues, 2018) and animal pathogens such as *Cryptococcus neoformans* or *Candida albicans* were shown to secrete ergosterol‐containing EVs to transport macromolecules across the cell wall (Rodrigues *et al*., 2007; Vargas *et al*., 2015). The amount of ergosterol in liposomes correlated with the ability to induce pyroptosis (Wellington *et al*., 2014; Koselny *et al*., 2018). Plant colonizing fungi can also release EVs into the apoplast to secrete for instance small‐interfering RNAs or effector proteins (An *et al*., 2006; Lo Presti & Kahmann, 2017; Rutter & Innes, 2018; Garcia‐Ceron *et al*., 2021; Li *et al*., 2022; Oliveira‐Garcia *et al*., 2023). Recently, it was reported that ergosterol‐induced nanodomains are required for the activation of clathrin‐mediated endocytosis to translocate fungal effectors into the host during the *Magnaporthe oryzae*–rice interaction (Guo *et al*., 2023; Oliveira‐Garcia *et al*., 2023).

Thus, upon plant colonization, ergosterol could be released into the apoplast via EVs, making it accessible for perception by the plant. Ergosterol is able to integrate into membranes, potentially inducing the formation of nanodomains that significantly alter the structure and fluidity of the membrane (Xu *et al*., 2001; Klemptner *et al*., 2014). In plant plasma membranes, such perturbations could activate membrane‐embedded mechanosensors or other receptors sensitive to structural changes in the lipid bilayer, as observed with the lipopeptide surfactin from root‐associated rhizobacteria (Pršić *et al*., 2023).

This complex process could explain the delayed ROS burst observed with ergosterol compared to chitohexaose perception. The time required for membrane integration and subsequent signaling cascades may exceed that of direct recognition by apoplastic receptors, accounting for the differences in timing of the immune response between these MAMPs. Still perception via direct binding to a membrane receptor is not excluded.

*Serendipita indica* colonization led to an increase in stigmasterol in barley roots (Fig. S4). Stigmasterol is synthesized via C22 desaturation of β‐sitosterol (Aboobucker & Suza, 2019) and was shown to have a higher ordering effect on the membrane than β‐sitosterol (Grosjean *et al*., 2015). Changes in the stigmasterol‐to‐β‐sitosterol content affect microbial colonization and nutrient exchange, probably by influencing membrane rigidity (Griebel & Zeier, 2010; Wang *et al*., 2012; Huang *et al*., 2022). Furthermore, sterols regulate the spatial distribution of membrane lipids, for example PIPs and certain proteins, such as transporters, RBOHs (Der *et al*., 2024) or callose‐modifying enzymes (Grison *et al*., 2015), potentially modulating plant immune responses or receptor availability. Therefore, the increase in stigmasterol during *S. indica* colonization could lead to rigidified membranes and modified spatial distribution of membrane proteins, altering nutrient transport, fungal penetration, and immunity activation.

### Fungal lipid treatment induces phosphorylation of proteins and expression of genes involved in plant lipid signaling

Next to canonical signaling components such as MAPK and receptor‐like cytoplasmic kinases, we found PI4K, PI3P5K, DGK, and a Sac1‐like domain containing protein to be phospho‐regulated upon fungal lipid treatment (Fig. 4). These enzymes could be involved in the synthesis and homeostasis of the plant lipids PI4P, PI(3,5)P_2_ and PA. In *A. thaliana*, *At*PI4Kα1 (At1g49340), *At*FAB1A (At4g33240), and *At*PLC2 (At3g08510), involved in PIP signaling, were detected in the plasma membrane‐associated proteome after ergosterol treatment (Khoza *et al*., 2019).

Barley PI4K (2HG0208880.1, Fig. 4b) shows highest sequence similarity to *A. thaliana* PI4Kγ7 (At2g03890), and wheat PI4Kγ6‐like (XP_044459596), which was shown to be involved in salt‐ and drought stress tolerance (Liu *et al*., 2013) and barley PI3P5K (7HG0697890.1, Fig. 4b) is most similar to *A. thaliana* formation of aploid and binucleate cells1 A (FAB1A, At4g33240) and FAB1B (At3g14270), involved in endosome maturation and microtubule association, controlling protein trafficking (Hirano *et al*., 2011, 2015). While PI4K and PI3P5K phosphorylate PIPs, the barley Sac1‐like domain containing protein (5HG0422410.1, Fig. 4b) is the homolog of Arabidopsis SAC9, a plant‐specific PI(4,5)P_2_‐5 phosphatase that likely dephosphorylates PI(4,5)P_2_ to PI4P (Williams *et al*., 2005; Lebecq *et al*., 2022). The interplay of PIP kinases and the Sac1‐like protein in barley likely regulates the formation of membrane regions enriched in PI4P and PI(4,5)P_2_. These could serve as signaling hubs for membrane receptors (Antignani *et al*., 2015) involved in plant immunity during colonization of barley with *S. indica* and control vesicle trafficking (Synek *et al*., 2021) and fungal accommodation (Ivanov & Harrison, 2019; Qin *et al*., 2020).

In addition, DGK phosphorylation suggests that barley might synthesize PA from DAG in response to ergosterol and *S. indica* lipid treatment. Barley DGK (5HG0440700.1, Fig. 4b) showed highest sequence similarity to *A. thaliana* DGK1 and 2 (At5g07920, At5g63770), which were shown to be involved in cold stress tolerance in *A. thaliana* (Arisz *et al*., 2013). PLC and PA were described as important modulators of ROS levels under biotic stress (D'Ambrosio *et al*., 2017; Seth *et al*., 2024), and PA was shown to accumulate in a burst‐like fashion, similar to ROS, in response to microbial infection (Andersson *et al*., 2006; Zhang & Xiao, 2015). Moreover, earlier studies demonstrated ROS production upon PA treatment of tobacco cells, *A. thaliana* guard cells or PA infiltration in *A. thaliana* leaves (Sang *et al*., 2001; De Jong *et al*., 2004; Park *et al*., 2004; Zhang *et al*., 2009). PA interacts with many different proteins in *A. thaliana*, targeting them to membranes and activating or inhibiting their enzymatic functions (Testerink & Munnik, 2005; Pokotylo *et al*., 2018; Yao & Xue, 2018). Thus, PA can regulate the availability of receptors and signaling components involved in MAMP perception, as recently demonstrated for *A. thaliana* RBOHD. PLC2‐DGK5β‐derived PA inhibited vacuolar degradation of RBOHD in response to flg22 and chitin treatment, thereby enhancing RBOHD‐mediated ROS production in *A. thaliana* leaves (D'Ambrosio *et al*., 2017; Kong *et al*., 2024; Qi *et al*., 2024). Cotreatment of barley roots with PA enhanced the ergosterol‐induced ROS burst (Fig. 5d), indicating PA might stabilize RBOH in barley roots in response to MAMP treatment as well. However, we did not observe an enhanced ROS burst upon chitohexaose treatment with PA cotreatment in barley roots or a ROS burst triggered by PA alone (Figs 5, S6, S8). PA synthesis was shown to be activated by *S. indica* colonization and involved in *S. indica* mediated growth promotion of *A. thaliana*, via a pathway involving a PLD, 3‐phosphoinositide‐dependent protein kinase1 (PDK1), and oxidative signal inducible 1 (OXI1) cascade (Camehl *et al*., 2011). Expression of *PDK1*, which is activated by PA (Anthony *et al*., 2004), and *OXI1*, which is necessary for ROS burst‐mediated signaling in *A. thaliana* (Rentel *et al*., 2004), is upregulated during *S. indica* colonization, supporting a connection between PA and ROS signaling upon *S. indica* colonization (Camehl *et al*., 2011). It remains unknown how *S. indica* colonization suppresses the lipid‐induced ROS burst (Fig. 3f) but since PA enhances the ergosterol‐induced ROS burst (Fig. 5d), modulating PA synthesis could be one way to also modulate lipid‐induced host immunity. However, since addition of PA is not required for the ergosterol‐induced ROS burst, other pathways are likely also targets of *S. indica* for suppression of host immunity.

Additionally, we have observed that the perception of *S. indica* lipids and ergosterol induces the expression of the diterpene biosynthesis genes, *HvCPS2*, *HvKSL4*, and *HvCYP89E31* (Fig. 6a,b). Recently, these genes were shown to be highly induced in response to colonization by the pathogenic fungus *B. sorokiniana* but also slightly by the beneficial root endophyte *Serendipita vermifera*. Diterpenes synthesized by these enzymes have been shown to be exuded by barley roots upon fungal colonization and inhibit germination of several root colonizing fungi including *S. indica* (Sarkar *et al*., 2019; Mahdi *et al*., 2022; Liu *et al*., 2024).

Taken together, these data demonstrate that perception of fungal lipids activates several plant lipid signaling pathways involved in both rapid and downstream immune responses.

### Conclusion

Ergosterol, the predominant sterol in fungal membranes, serves as a MAMP in barley–fungus interactions. During root colonization, *S. indica* hyphae proliferate in the apoplast where ergosterol is present. Although typically confined within fungal membranes, ergosterol could become accessible for plant perception through the release of EVs into the apoplast.

Two mechanisms may underlie plant perception of ergosterol. First, ergosterol may bind to the extracellular domain of membrane‐bound receptors in the apoplast. Alternatively, ergosterol could integrate into the plant plasma membrane, subsequently activating membrane‐embedded mechanosensors or other receptors responsive to structural changes in the lipid bilayer. Additionally, the integrated ergosterol may directly interact with specific ergosterol‐binding receptors within the membrane (Fig. 7).

**Fig. 7:**
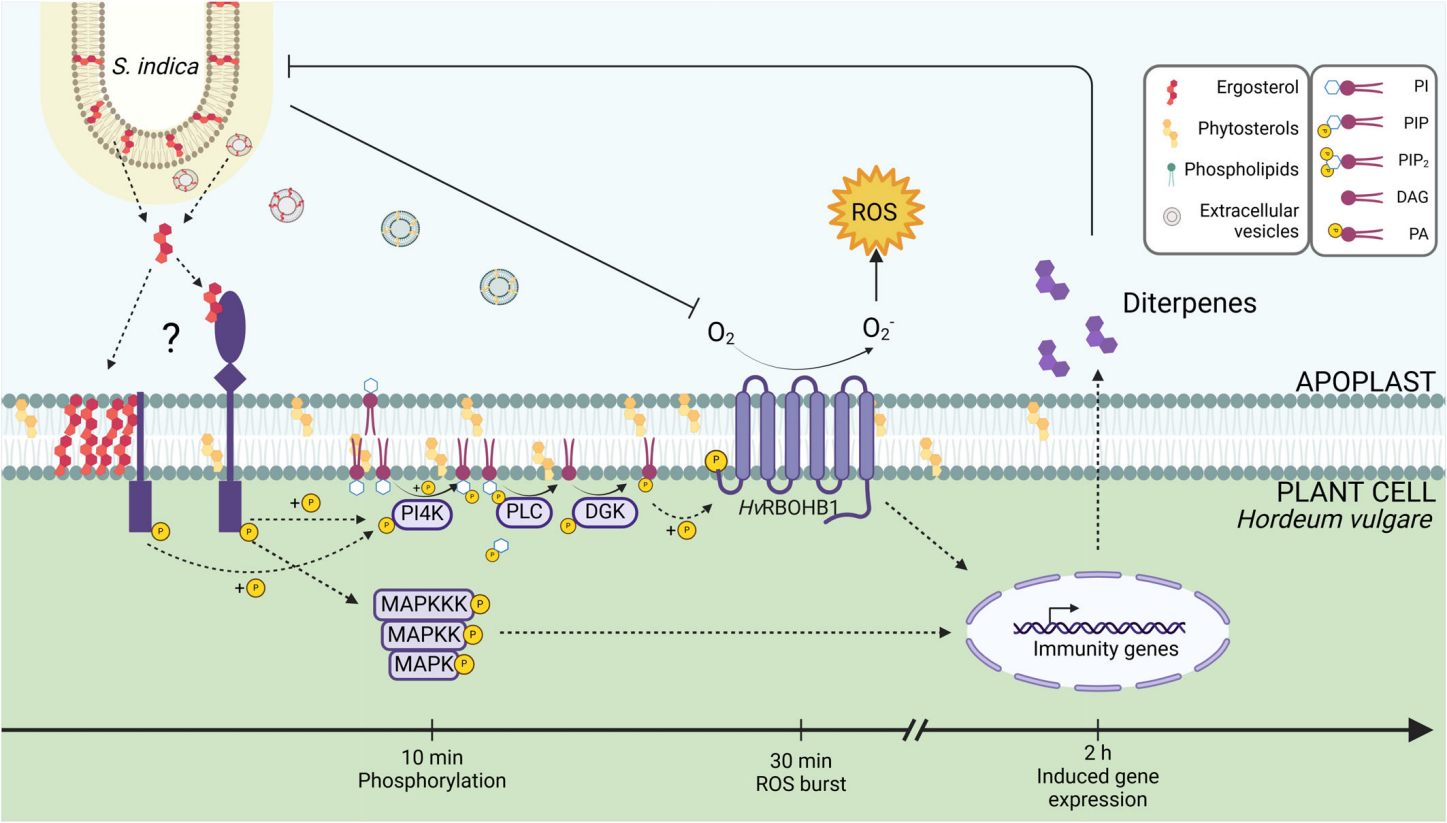
Proposed model of fungal lipid perception in barley roots. We propose two mechanisms for how plants perceive ergosterol. First, ergosterol could directly integrate into the plant plasma membrane, potentially activating membrane‐embedded mechanosensors or specific ergosterol‐binding receptors within the membrane. Second, ergosterol could bind in the apoplast to the extracellular domain of a yet unidentified membrane‐bound receptors (Xu *et al*., 2001; Klemptner *et al*., 2014; Khoza *et al*., 2019; Lindo *et al*., 2020). Upon perception, ergosterol likely initiates a signaling cascade that begins with receptor phosphorylation, leading to phosphorylation of MAPKs (10–30 min) and the rapid activation of PI4K and diacylglycerol kinase (DGK) (10 min). This activation results in the production of phosphatidic acid (PA), which subsequently enhances the activation and stabilization of respiratory burst oxidase homologs (RBOH), amplifying the reactive oxygen species (ROS) burst (30 min). Together, these signaling events lead to increased expression of immunity genes and diterpene biosynthesis genes (2 h), which ultimately results in the exudation of diterpenes, which were shown to inhibit growth of *Serendipita indica*. During colonization, *S. indica* suppresses the ergosterol‐mediated ROS burst. Dashed arrows indicate potential activation, blunt‐ended arrows indicate inhibition. DAG, diacylglycerol; DGK, diacylglycerolkinase; MAPK, mitogen‐associated protein kinase; PA, phosphatidic acid; PI, phosphatidylinositol; PI4K, phosphatidylinositol‐4 kinase; PIP, phosphatidylinositolphosphate; PIP_2_, phosphatidylinositoldiphosphate; PLC, phospholipase C; RBOH, respiratory burst oxidase homolog; ROS, reactive oxygen species. This figure was created using BioRender: https://BioRender.com/v44j538.

Upon ergosterol perception, a signaling cascade is initiated that leads to the phosphorylation of PI4K, PI3P5K, and DGK, potentially promoting PA synthesis, which in turn, enhances RBOH activation and stabilization, amplifying the ROS burst in barley. Furthermore, phosphoinositides generated from PI4K and PI3P5K contribute to the formation of membrane contact sites that may facilitate vesicle fusion, receptor recruitment, or internalization. This series of signaling events activates MAPK cascades, leading to increased expression of immunity genes and diterpene biosynthesis genes. The culmination of these events results in diterpene exudation, a protective response that deters microbial invaders sensitive to this diterpene class. Notably, *S. indica* has adapted to root colonization and can suppress the fungal–lipid‐induced ROS burst and thus limit diterpene biosynthesis.

Despite ergosterol's important role in plant–microbe interactions and its use as a marker for fungal colonization in crops like barley and corn, it has received limited research attention in recent years. This study provides evidence that fungal–lipid perception in barley roots is mediated through plant–lipid signaling pathways. Further investigation into the specific receptors involved could offer valuable insights into plant–fungal interactions and the mechanisms employed by fungi to overcome plant immune responses.

## Competing interests

None declared.

## Author contributions

PS, MB and AZ designed the research, conceptualized and edited the manuscript. PS, MB and ABE performed the research and analyzed the data. SCS and HN performed the phosphoproteome analysis. PW performed the GC‐TOF‐MS analysis. GUB and AT performed LC‐MS/MS analysis. GH generated the AEQ expressing barley lines. NH and CZ generated the tomato *serk3a serk3b* mutants. All authors were involved in editing the paper. AZ provided funding for the experiments.

## Disclaimer

The New Phytologist Foundation remains neutral with regard to jurisdictional claims in maps and in any institutional affiliations.

## Supporting information

**Fig. S1** Lipids from the beneficial root endophyte *Serendipita indica* induce immunity in barley leaves.
**Fig. S2** Ergosterol induces MAPK phosphorylation in barley roots.
**Fig. S3** *Serendipita indica* lipids are differentially perceived in different plant species.
**Fig. S4** *Serendipita indica* colonization induces modulation of the phytosterol pool in barley.
**Fig. S5** BAK1/SERK3 is not involved in *Serendipita indica* lipid perception in *Solanum lycopersicum* leaves.
**Fig. S6** Phospholipid cotreatment does not enhance the chitohexaose‐induced reactive oxygen species burst in barley roots.
**Fig. S7** Cotreatment with phosphatidic acid liposomes enhances the ergosterol‐induced reactive oxygen species burst in barley roots.
**Fig. S8** Phosphatidic acid cotreatment does not enhance chitohexaose‐induced reactive oxygen species burst in barley roots.
**Fig. S9** Diterpene exudation in response to ergosterol treatment and *Bipolaris sorokiniana* colonization.
**Methods S1** Detailed description of the Materials and Methods section.

**Table S1** Phosphoproteomics data.

**Table S2** RNA‐seq data.

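Table S2A lists the authors' differentially expressed genes on 244 lines, which name 243 distinct loci, each with its description, the log2FC and *q*-value of both comparisons, the TPM of every library and the mean TPM per treatment. Table S2B has the same columns for all transcripts, on 43382 lines. The largest absolute difference between 32 of the log2FC in Table S2A and the values fitted here with limma was 0.216.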

**Table S3** Primers used in this study.
Please note: Wiley is not responsible for the content or functionality of any Supporting Information supplied by the authors. Any queries (other than missing material) should be directed to the *New Phytologist* Central Office.

## Data Availability

The RNA‐Seq data generated in this paper will be available at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO), under the GEO accession no. GSE280369 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE280369). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository (Perez‐Riverol *et al*., 2022) with the dataset identifier PXD056788 and can be accessed on the PRIDE website. All data supporting the findings of this study are available within the article and Figs S1–S9; Tables S1–S3; Methods S1.

# Supplementary material for: Ergosterol‐induced immune response in barley involves phosphorylation of phosphatidylinositol phosphate metabolic enzymes and activation of diterpene biosynthesis
**Source:** New Phytol. 2025 Mar 7;246(3):1236–55. doi: 10.1111/nph.70022
**Supplement:** Supplementary file 1 — Fig. S1 Lipids from the beneficial root endophyte Serendipita indica induce immunity in barley leaves. Fig. S2 Ergosterol induces MAPK phosphorylation in barley roots. Fig. S3 Serendipita indica lipids are differentially perceived in different plant species. Fig. S4 Serendipita indica colonization induces modulation of the phytosterol pool in barley. Fig. S5 BAK1/SERK3 is not involved in Serendipita indica lipid perception in Solanum lycopersicum leaves. Fig. S6 Phospholipid cotreatment does not enhance the chitohexaose‐induced reactive oxygen species burst in barley roots. Fig. S7 Cotreatment with phosphatidic acid liposomes enhances the ergosterol‐induced reactive oxygen species burst in barley roots. Fig. S8 Phosphatidic acid cotreatment does not enhance chitohexaose‐induced reactive oxygen species burst in barley roots. Fig. S9 Diterpene exudation in response to ergosterol treatment and Bipolaris sorokiniana colonization. Methods S1 Detailed description of the Materials and Methods section.

## *New Phytologist* Supporting Information

Article title: Ergosterol-Induced Immune Response in Barley Involves Phosphorylation of Phosphatidylinositol Phosphate Metabolic Enzymes and Activation of Diterpene Biosynthesis

Authors: Pia Saake, Mathias Brands, Asmamaw Bidru Endeshaw, Sara Christina Stolze, Philipp Westhoff, Gerd Ulrich Balcke, Götz Hensel, Nicholas Holton, Cyril Zipfel, Alain Tissier, Hirofumi Nakagami, Alga Zuccaro

Article acceptance date: 23 January 2025

The following Supporting Information is available for this article:

**Fig. S1:** Lipids from the beneficial root endophyte *S. indica* induce immunity in barley leaves.

**Fig. S2:** Ergosterol induces MAPK phosphorylation in barley roots.

**Fig. S3:** *S. indica* lipids are differentially perceived in different plant species.

**Fig. S4:** *S. indica* colonization induces modulation of the phytosterol pool in barley.

**Fig. S5:** BAK1/SERK3 is not involved in *S. indica* lipid perception in *S. lycopersicum* leaves.

**Fig. S6:** Phospholipid cotreatment does not enhance the chitohexaose-induced ROS burst in barley roots.

**Fig. S7:** Cotreatment with PA in liposomes enhances the ergosterol-induced ROS burst in barley roots.

**Fig. S8:** PA cotreatment does not enhance chitohexaose-induced ROS burst in barley roots.

**Fig. S9:** Diterpene exudation in response to ergosterol treatment and *B. sorokiniana* colonization.

**Table S1** Phosphoproteomics data

1. Imputed data of all phosphorylated peptides
2. MNAR data of all peptides absent from the control but present in any treatment
3. Data presented in Figure 5B (Selected groups based on GO terms, imputed data)

**Table S2**: RNAseq data

1. Significantly differentially expressed genes
2. Log2FC and tpm of all genes

**Methods S1** Detailed description of materials and methods

**Fig. S1: Lipids from the beneficial root endophyte *S. indica* induce immunity in barley leaves.**

A) Expression of *HvPR10* relative to the housekeeping gene *HvUBI* in barley leaf discs determined by qRT-PCR. Leaf discs were treated with the indicated MAMPs or solvent control for 2 or 24 h. Horizontal lines depict mean values. Letters indicate significant differences based on ANOVA + post hoc Tukey test (p ≤ 0.05). B) ROS accumulation in leaves of seven days old barley plants, treated with the indicated lipid extracts or solvent control as negative control. Values represent means ± SEM from eight wells, each containing one 3 mm leaf disc. All treatments contained a final amount of 1:40 (v/v) methanol. The following concentrations / dilutions were used: *S. indica* lipid extract: 1:160 (v/v), ergosterol: 250 nM, chitohexaose: 25 µM. RLU = Relative luminescence unit; ROS = Reactive oxygen species; hpt = Hours post treatment.

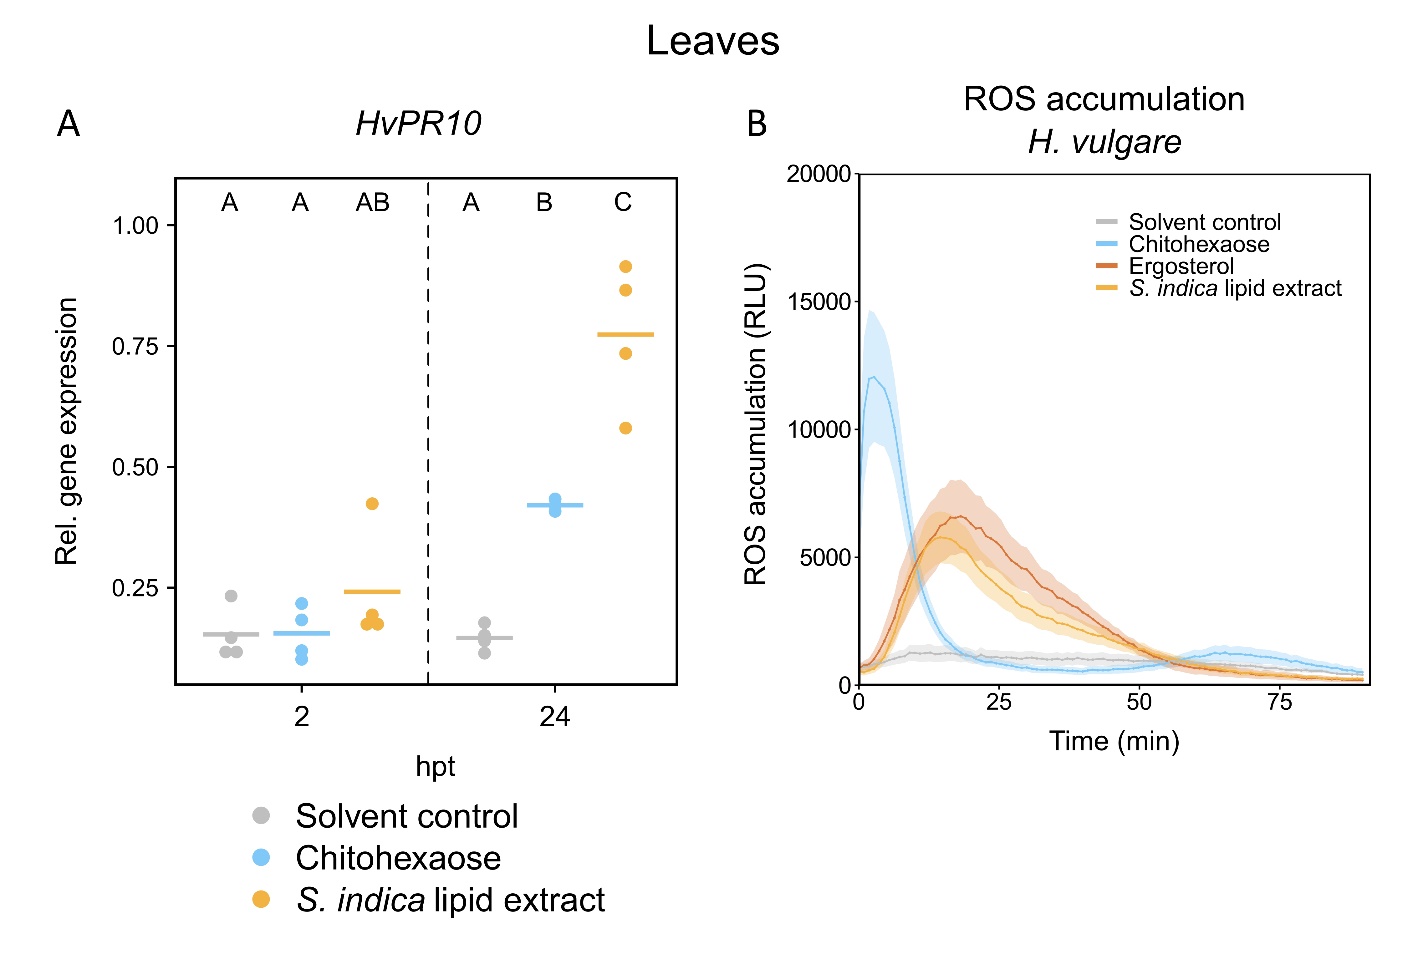

**Fig. S2: Ergosterol induces MAPK phosphorylation in barley roots.**

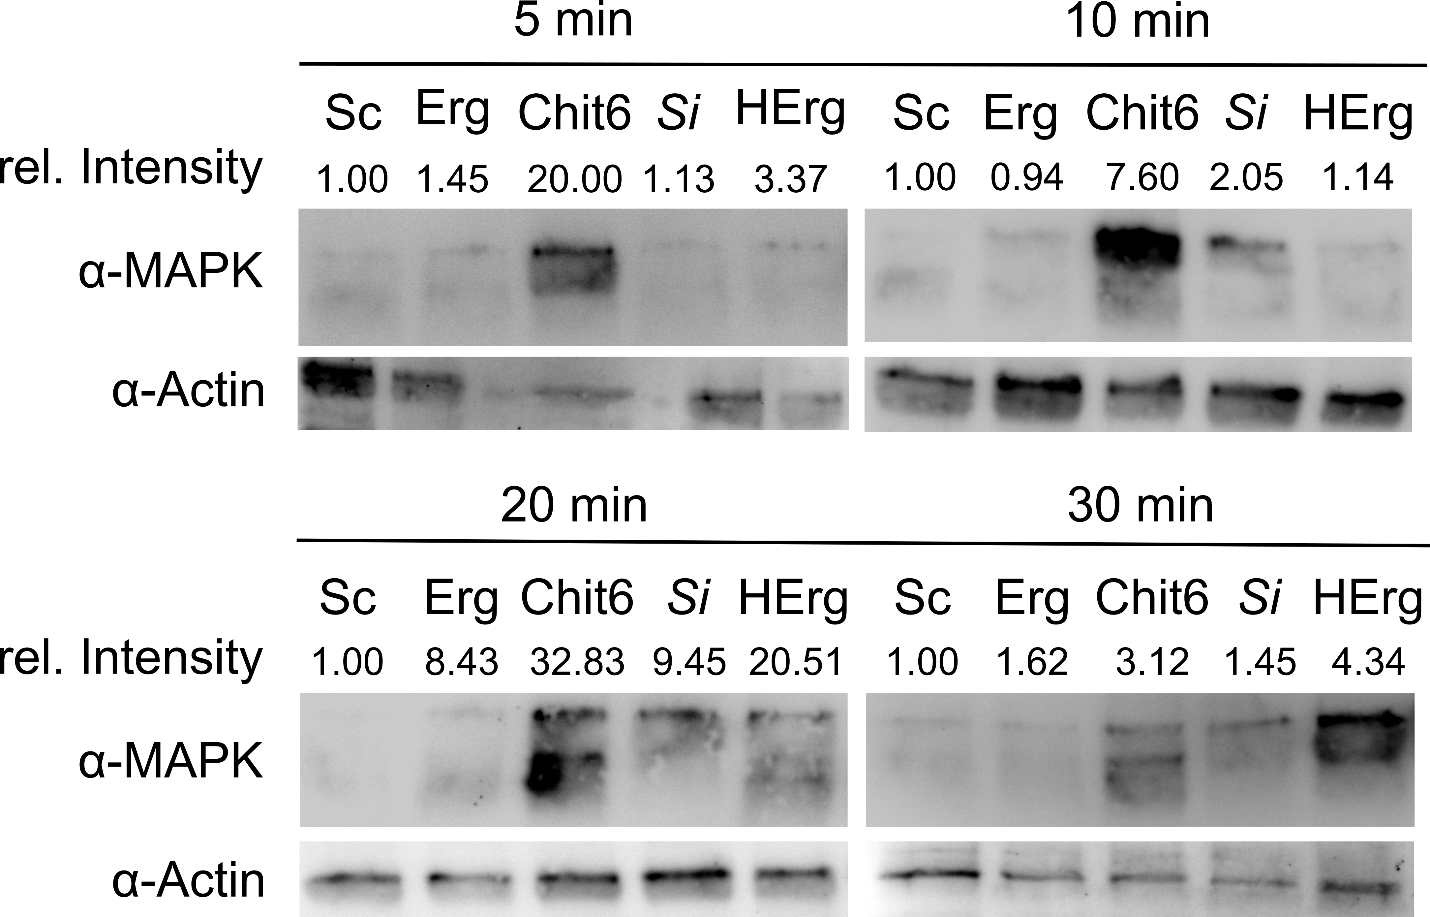
MAPK phosphorylation in roots of seven days old barley plants, treated with the indicated MAMPs or solvent control for 5-, 10-, 20- or 30-min. 1^st^ antibody: Phospho-p44/42 MAPK (upper) or α-Actin as loading control (lower), 2^nd^ antibody: anti-rabbit IgG. Sc = solvent control [1:160], Erg = Ergosterol [250 nM], Chit6 = chitohexaose [250 nM], *Si* = *S. indica* lipid extract [1:160], HErg = Ergosterol [25 µM]. Relative Intensity depicts the MAPK signal intensity normalized to the Actin signal intensity of the same treatment and to the solvent control (Sc) for each timepoint.

**Fig. S3: *S. indica* lipids are differentially perceived in different plant species.**

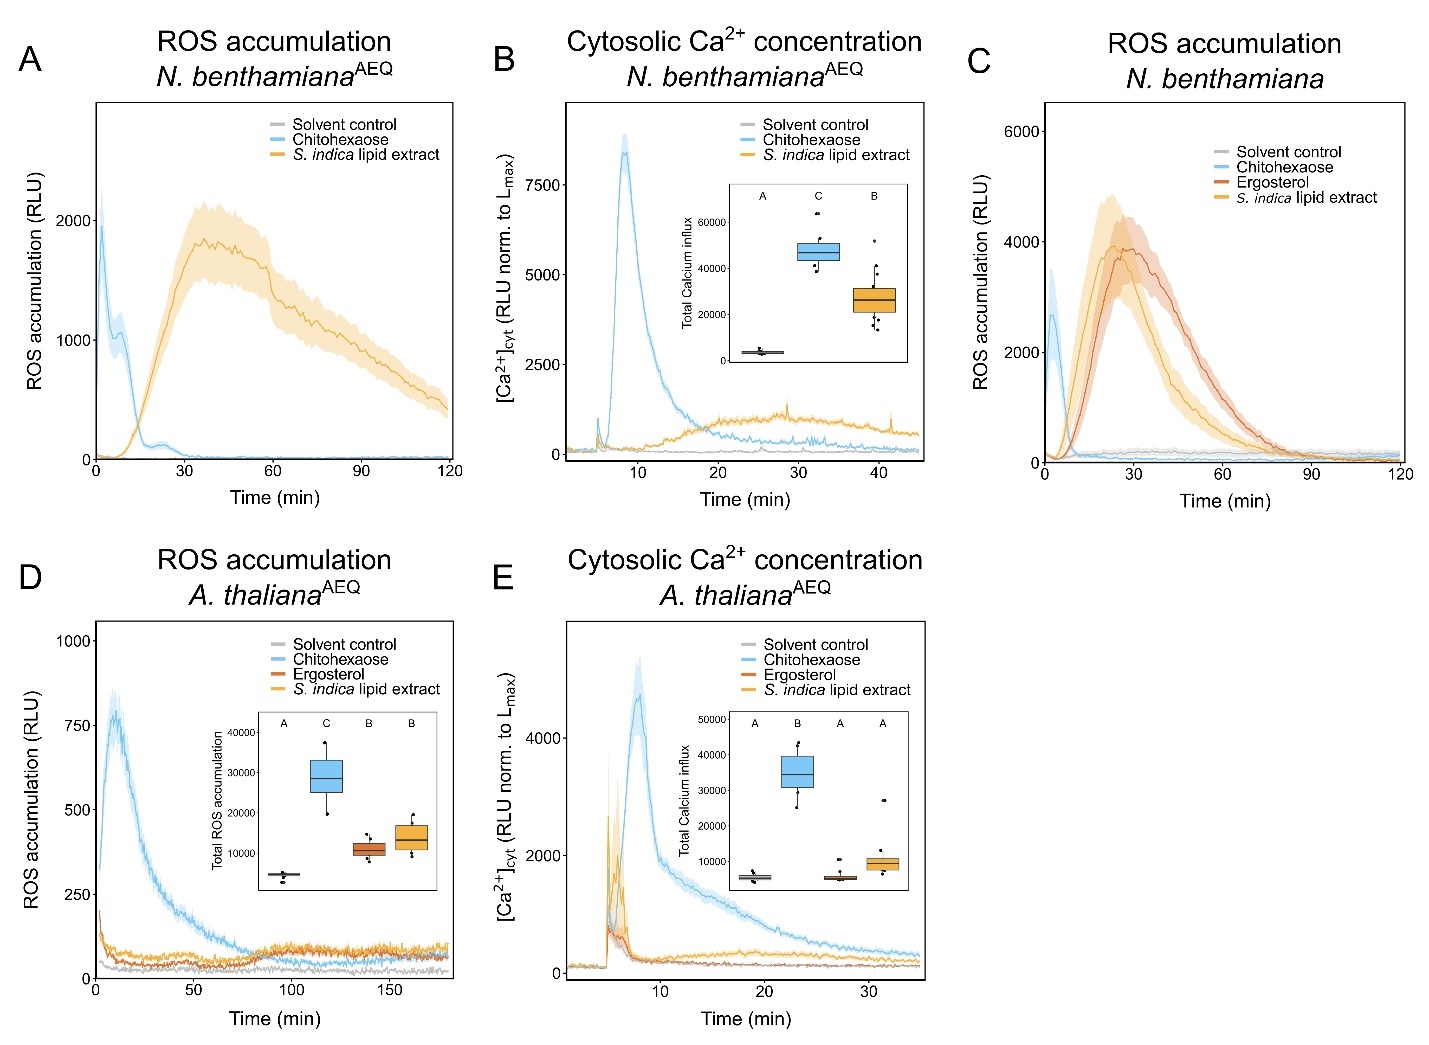
ROS accumulation (A, C, D) and cytosolic Ca^2+^ concentration ([Ca^2+^]_cyt_) (B, E) in leaves of *N. benthamiana*^AEQ^ plants (A-B), leaves of *N. benthamiana* WT plants (C) or *A. thaliana*^AEQ^ seedlings (D-E) treated with the indicated MAMPs or solvent control as negative control. Values represent means (normalized to maximum luminescence (L_max_) over all wells for Ca^2+^) ± SEM from eight wells, each containing one 3 mm leaf disc (A-C) or one seedling (D-E). The following concentrations and dilutions were used: *S. indica* lipid extract: 1:160 (v/v), chitohexaose: 25 µM, ergosterol: 25 µM (D), 250 nM (A, B, C, E). All treatments contained a final amount of 1:40 (v/v) methanol. Insets depict total ROS accumulation from the same experiment. Boxplots depict the interquartile range (IQR) ranging from the lower quartile Q1 (25th percentile) to the upper quartile Q3 (75th percentile). The horizontal line inside the box depicts the median. Data points outside 1.5 x IQR are depicted as outliers (thicker black dots). Letters indicate significant differences based on ANOVA and post hoc Tukey test (p ≤ 0.05). RLU = Relative luminescence unit; ROS = Reactive oxygen species.

**Fig. S4: *S. indica* colonization induces modulation of the phytosterol pool in barley.**

Measurement of phytosterol content in mock-inoculated or *S. indica*-colonized barley roots at 3-, 7-, and 14-days post inoculation (dpi). The amounts of stigmasterol (stigmasta-5,22-dien-3β-ol) (A) and β-sitosterol (24β-ethylcholest-5-en-3β-ol) (B) were measured via GC-TOF-MS and the ratio of stigmasterol to β-sitosterol was calculated (C). Horizontal lines depict mean values. Letters indicate significant differences based on ANOVA and post hoc Tukey test (p ≤ 0.05). Relative response was calculated based on Internal standard response and normalized to sample fresh weight.

**
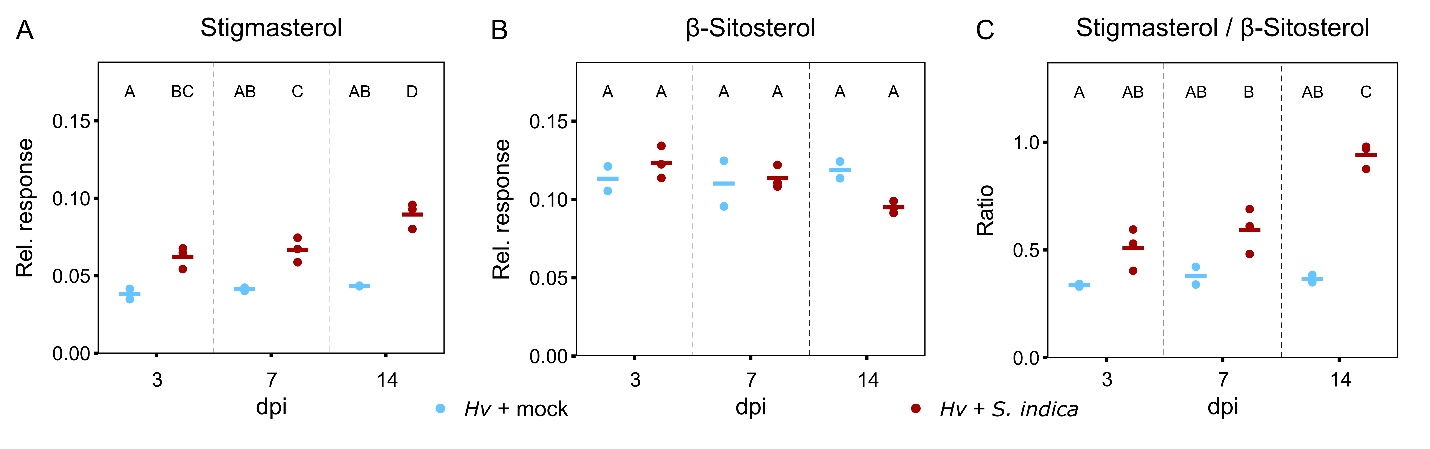
**

**Fig. S5: BAK1/SERK3 is not involved in *S. indica* lipid perception in *S. lycopersicum* leaves.**

A) ROS accumulation in *S. lycopersicum* cv Moneymaker WT and *S. lycopersicum* cv Moneymaker *serk3a serk3b* leaf discs, treated with the indicated elicitors or solvent control as negative control. Values represent means ± SEM from 12 wells, each containing one leaf disc. Two leaves were used per plant and three plants per genotype. The following concentrations/dilutions were used: ergosterol: 250 nM, flg22: 1 µM. All treatments contained 1:40 (v/v) final amount of methanol. B) Total ROS accumulation of the same experiment. Boxplots depict the interquartile range (IQR) ranging from the lower quartile Q1 (25th percentile) to the upper quartile Q3 (75th percentile). The horizontal line inside the box depicts the median. Data points outside 1.5 x IQR are depicted as outliers (thicker black dots). Asterisks indicate significant differences based on Student’s t-test (ns = not significant; p ≤ 0.05 *; p ≤ 0.01 **; p ≤ 0.001 ***, p ≤ 0.0001 ****). C) Pictures depicting the phenotype of the mutant plants compared to WT plants (curly leaves, reduced growth). D) Sequence alignment of the coding sequence of *SERK3A* and *SERK3B* downloaded from ensembl plant (Original sequence) and amplification of the respective genes from *S. lycorpersicum* cv Moneymaker WT gDNA (first 2 rows) and *S. lycopersicum* cv Moneymaker *serk3a serk3b* mutant gDNA (last 2 rows). Mutant plants contain a 7 AA deletion for *SERK3A* and a 6 AA deletion for *SERK3B*. RLU = Relative luminescence unit; ROS = Reactive oxygen species; SERK3 = Somatic embryogenesis receptor kinase 3; WT = Wildtype.

**
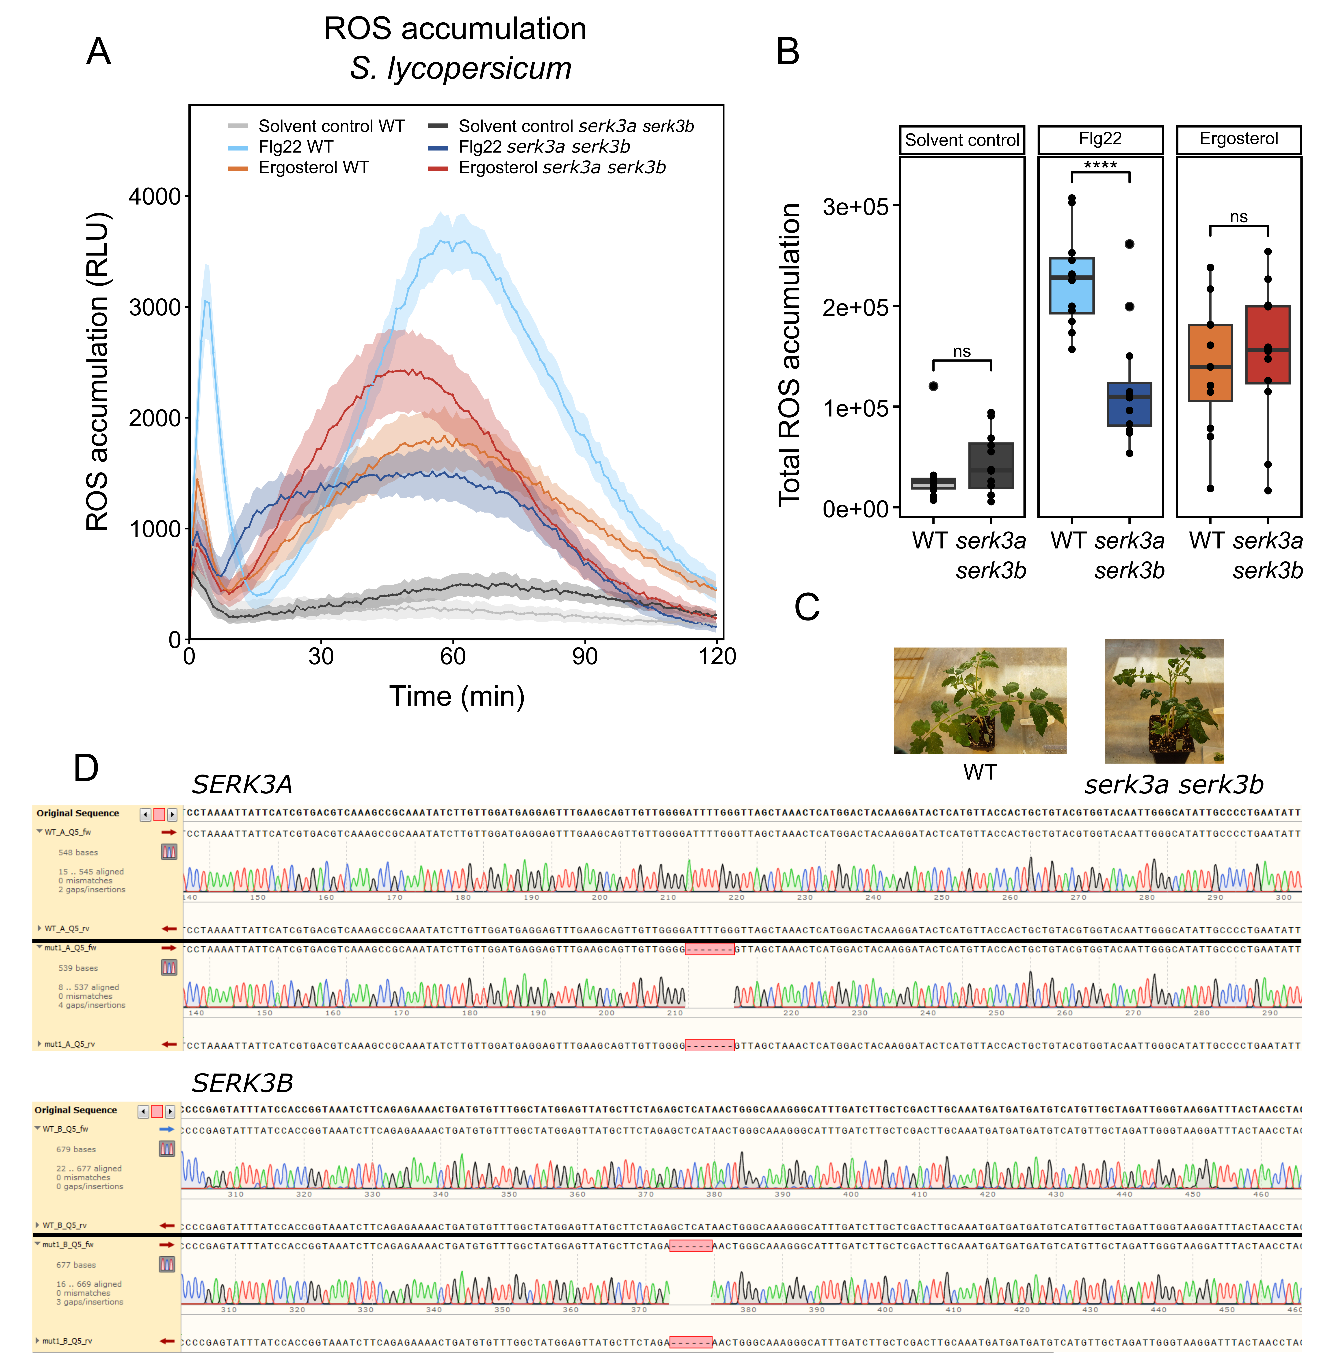
**

**Fig. S6: Phospholipid cotreatment does not enhance the chitohexaose-induced ROS burst in barley roots.**

**
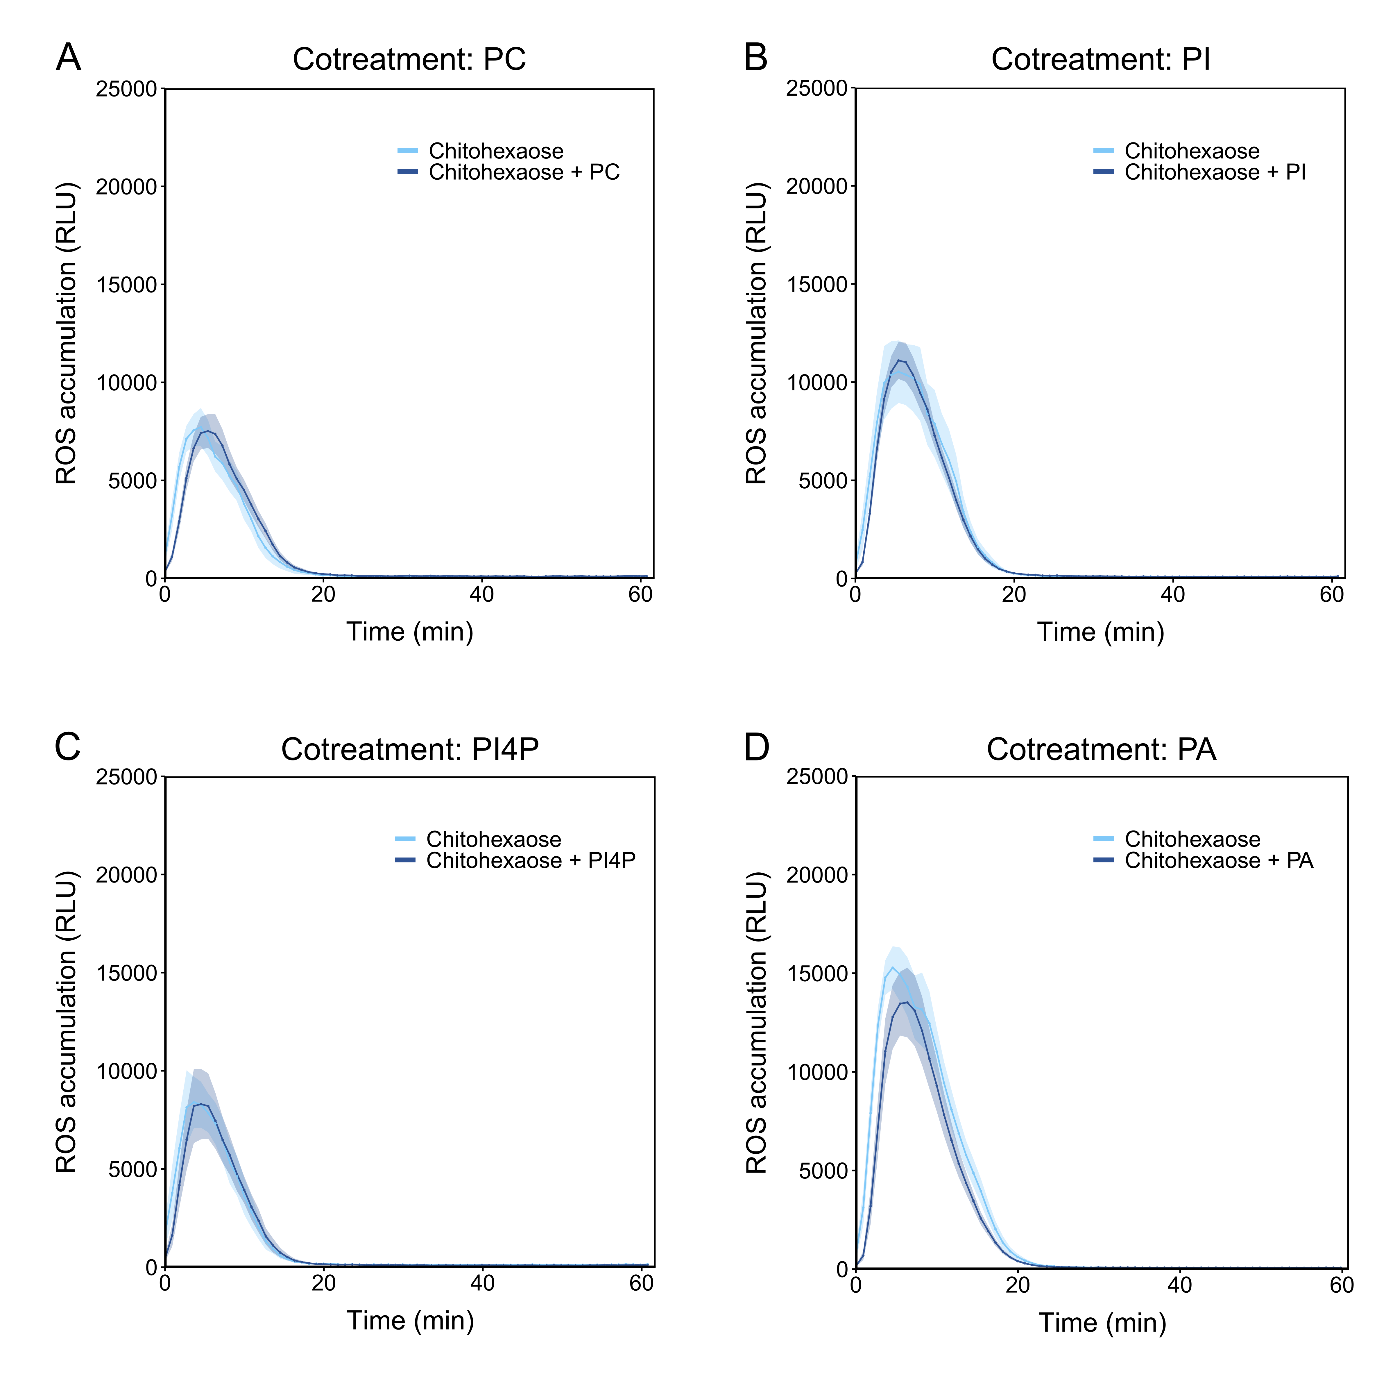
**A-D) ROS accumulation in roots of four days old barley plants, treated with the indicated elicitors or solvent control as negative control. Values represent means ± SEM from eight (without cotreatment) or sixteen (with cotreatment) wells, each containing three root pieces. The following concentrations and dilutions were used: chitohexaose: 250 nM and all phospholipids (PC, PI, PI4P, PA) were used at a final concentration of 250 nM. All treatments contained a final amount of 1:40 (v/v) methanol. PC = Phosphatidylcholine; PI = Phosphatidylinositol; PI4P = Phosphatidylinositol-4-phosphate; PA = Phosphatidic acid; RLU = Relative luminescence unit; ROS = Reactive oxygen species.

**Fig. S7: Cotreatment with PA liposomes enhances the ergosterol-induced ROS burst in barley roots.**

ROS accumulation in roots of four days old barley plants, treated with ergosterol or ergosterol + PA liposomes. Values represent means ± SEM from wells, each containing three root pieces. The following concentrations were used: Ergosterol: 250 nM, PA: 25µM. All treatments contained a final amount of 1:40 (v/v) methanol. PA liposomes were prepared in 25 mM HEPES buffer (pH 7.5, 50 mM KCL, 1mM MgCL_2_). Boxplots depict the interquartile range (IQR) ranging from the lower quartile Q1 (25th percentile) to the upper quartile Q3 (75th percentile). The horizontal line inside the box depicts the median. Data points outside 1.5 x IQR are depicted as outliers (thicker black dots). Asterisks indicate significant differences based on Student’s t-test (ns = not significant; p ≤ 0.05 *; p ≤ 0.01 **; p ≤ 0.001 ***, p ≤ 0.0001 ****). PA = Phosphatidic acid; RLU = Relative luminescence unit; ROS = Reactive oxygen species.

**
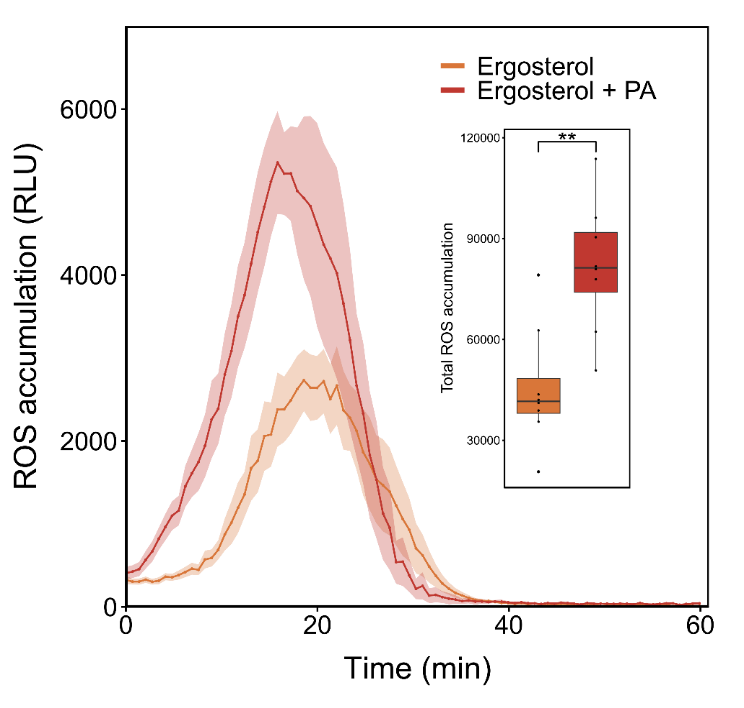
**

**Fig. S8: PA cotreatment does not enhance chitohexaose-induced ROS burst in barley roots.**

A-F) ROS accumulation in roots of four days old barley plants, treated with the indicated chitohexaose concentrations +/- 250 nM PA or solvent control as negative control. Values represent means ± SEM from eight (without cotreatment) or sixteen (with cotreatment) wells, each containing three root pieces. All treatments contained a final amount of 1:40 (v/v). PA = Phosphatidic acid; RLU = Relative luminescence unit; ROS = Reactive oxygen species.

**
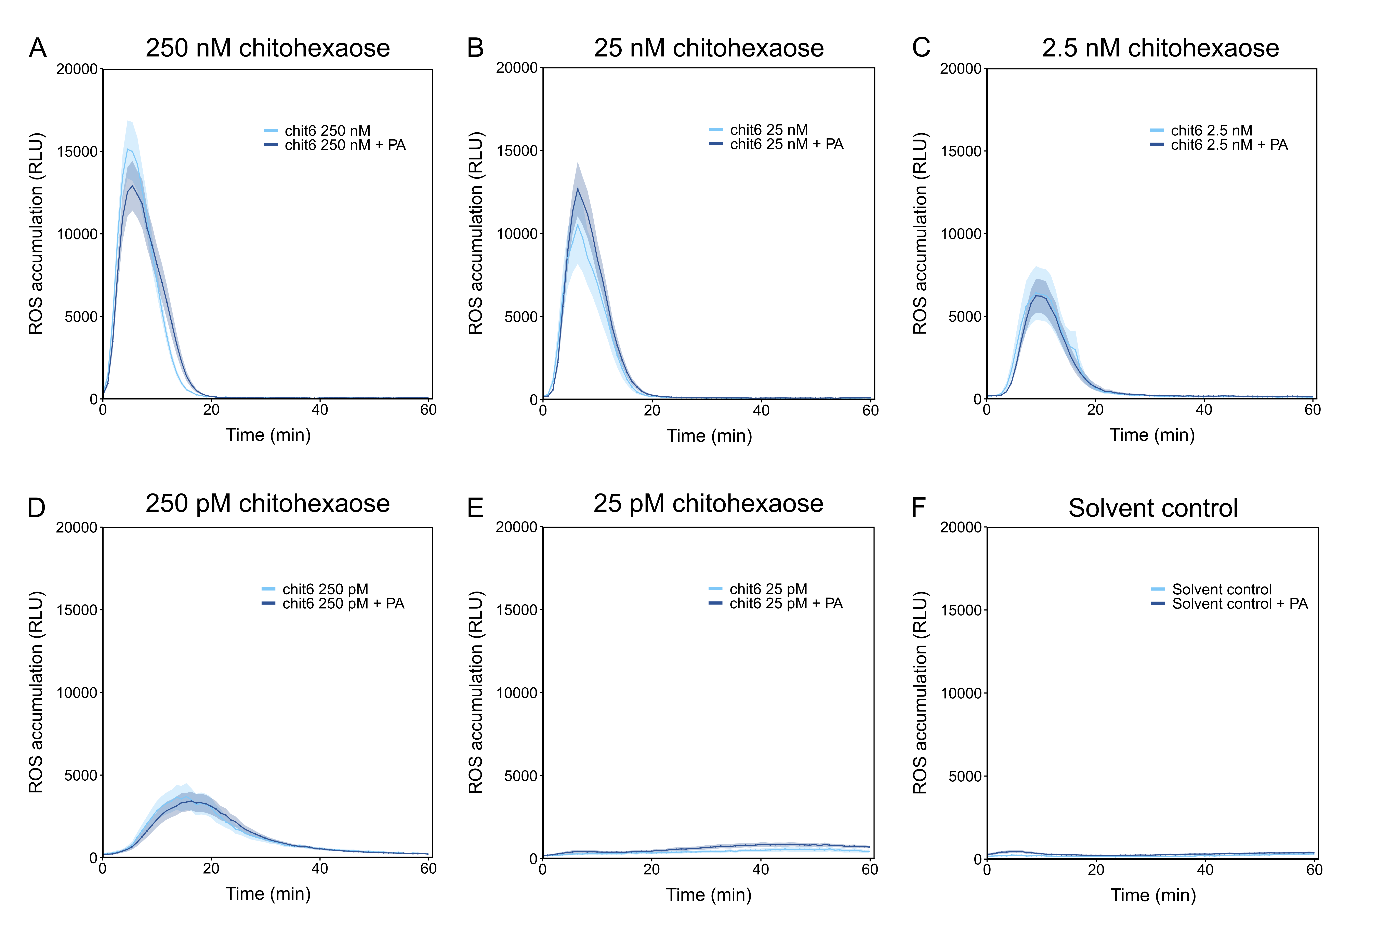
**

**Fig. S9: Diterpene exudation in response to ergosterol treatment and *B. sorokiniana* colonization.**

LC-MS/MS chromatogram of the second major diterpene found in root exudates of barley plants treated with solvent control or ergosterol or colonized by *B. sorokiniana* (positive control) for 6 days. The experiment was repeated with similar results. Ergosterol and solvent control treatments contained a final amount of 1:40 (v/v) methanol. *Hv* = *Hordeum vulgare* (barley).

**
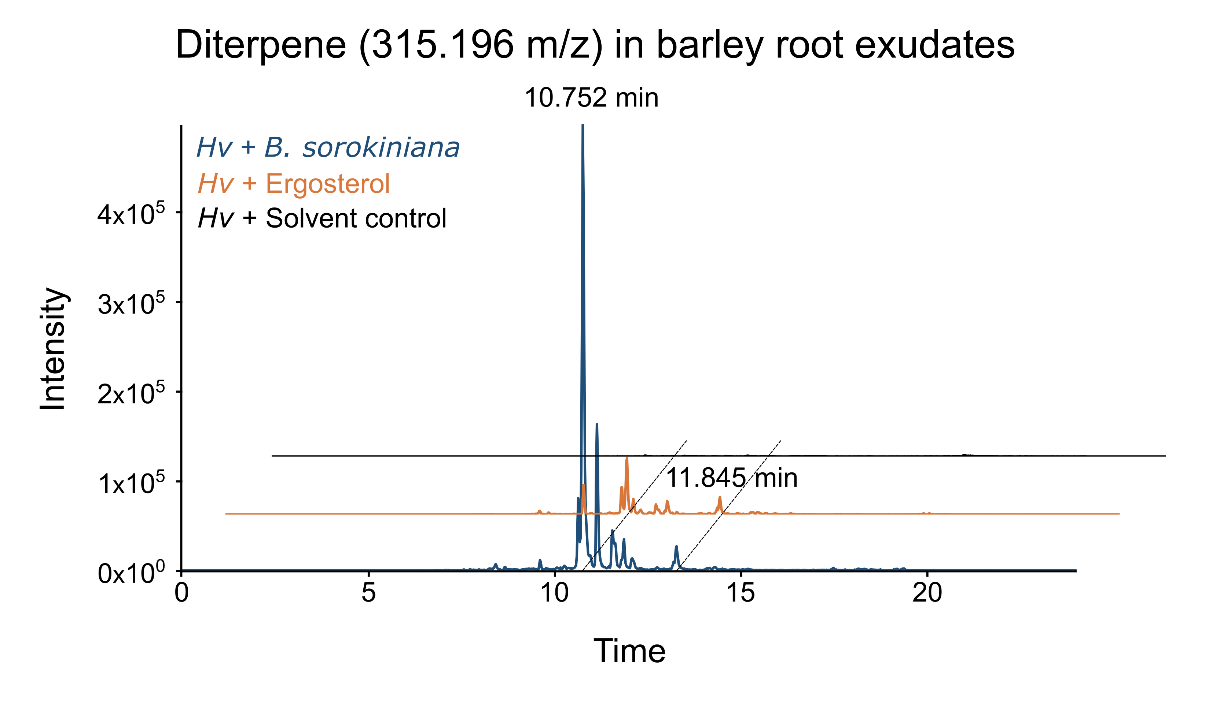
**

**Methods S1:** Detailed information on materials and methods.

**Plant material and growth conditions**

Seeds of *Hordeum vulgare* L. cv Golden Promise were surface sterilized with 6% sodium-hypochlorite, rotating for 1 h at 40 rpm and washed six times for 30 min with sterile milliQ-water. Seed coats were removed gently in sterile water using forceps and seeds were placed on wet filter paper (2 ml milliQ-water per 75 mm round filter paper) in a petri dish (eight seeds per filter paper). Plates were covered with aluminum foil and kept in the dark at 21 °C for three days before transfer to sterile WECK jars containing 100 ml solid 1/10 PNM (plant nutrition medium, pH 5.6) and 0.4 % (w/v) Gelrite for MAMP treatments and 1.2 % (w/v) Gelrite for fungal colonization in a growth chamber under long-day conditions (day/night cycle of 16/8 h, 22 °C/18 °C, light intensity of 108 μmol/m^2^*s). For MAMP treatment, seedlings were grown for an additional four days and for fungal colonization for 3-, 7- and 14- days.

For Ca^2+^-influx assays, barley lines expressing apoaequorin were generated. Therefore, *Aequorea victoria* aequorin was amplified from transgenic *A. thaliana* expressing cytosolic apoaequorin (Knight et al., 1991) with primers AEQ_Gib_Fw and AEQ_Gib_Rev (Supplementary Table S3) and cloned via Gibson assembly into HindIII-cut CPGE VEC00103 plasmid, which was then cut with SfiI+AhdI to allow separation of the fragments on gel and The resulting fragment with the *Sfi*I-ends (2918bp) containing the AEQ CDS under control of maize UBI promotor and NosT in between LB-RB was ligated into the SfiI-cut binary vector CPGE_VEC00006 and transformed into barley cv Golden Promise via embryo transformation (Hensel et al., 2009). Successful insertion of the transformation vector into the genome was tested by PCR (primers: Hv_AEQ_Fw, Hv_AEQ_Rev, Supplementary Table S3) on T0 plants. Positive offspring (T1) of 3:1 segregating lines were selected and further propagated to gain stable insertion lines (T2). Insertion of aequorin was verified by PCR (see above) and measuring discharge as described for the calcium assay and Plants with highest discharge levels were selected.

*Solanum lycopersicum* L. cv Moneymaker wildtype (WT) and *serk3a serk3b* mutant seeds were sown on soil and grown for ~2-3 weeks in the greenhouse under long-day conditions (day/night cycle of 17/7 h, 25-28 °C, ~35-40% humidity). For ROS assays, 3mm leaf discs of the two youngest, adult leaves of three weeks old tomato plants were used. *serk3a serk3b* mutant lines were generated using CRISPR/Cas9. A construct containing two sgRNAs, both of which target *Sl*SERK3A and *Sl*SERK3B was transformed (5' sgRNA AAGCAGTTGTTGGGGATTTT, 3' sgRNA ATGCTTCTAGAGCTCATAAC). Both sgRNAs target the penultimate exon within the cytoplasmic domain. Editing events were confirmed by Sanger sequencing.

Seeds of a *Nicotiana benthamiana* D. line expressing aequorin (Nb^AEQ^) (Wanke et al., 2020) were sown on soil and grown for ~3 weeks in the greenhouse under long-day conditions (day/night cycle of 16/8 h, 22–25°C, light intensity of ~140 μmol/m^2^*s, maximal humidity of 60%). For ROS and Ca^2+^-influx assays, 3mm leaf discs of the youngest, adult leaf of 3 weeks old plants were used.

Seeds of *Arabidopsis thaliana* L. Col-0 plants expressing cytosolic apoaequorin (At^AEQ^) were surface sterilized by incubation in 70 % EtOH for 10 min, followed by incubation in 100 % EtOH for 7 min. Subsequently, the EtOH was removed, and seeds dried under the clean bench. Dried seeds were placed on ½ MS (Murashige-Skoog-Medium, with vitamins, pH 5.7) plates containing 0.5 % sucrose and 0.4 % (w/v) Gelrite and covered with aluminum foil and stratified for 2-5 days at 4 °C. Plates were moved to the growth chamber with short day conditions (8 h light, 16 h dark, with 130 μmol/ m^2^*s of light and 22 °C/18 °C) and plants grown for 7-8 days. For ROS assays, one seedling was transferred into each well of a 96 well plate and the assay was performed as described below. For Ca^2+^-assays, seedlings were transferred to 24 well plates containing 1 ml ½ MS medium + sucrose and grown for another 4 days prior to use in the assay.

**Cultivation of *S. indica* and plant colonization**

Cultivation and chlamydospore isolation of *Serendipita indica* (DSM11827) was done as previously described (Sarkar et al., 2019; Wawra et al., 2016). For propagation, a stamp of 4 mm containing actively growing mycelium was removed from a 4-week-old plate with CM medium containing 1.5 % agar, transferred to a fresh plate and grown at 28 °C in darkness for 21 days prior to chlamydospore isolation for inoculation. Chlamydospores were collected in sterile milliQ water by gently scraping the surface of the mycelium on plate using a scalpel and filtered through Miracloth (Merck; 22-25 µm mesh size). Spores were pelleted by centrifugation at 2000 x g for 7 min, washed 3x in sterile milliQ water and diluted to a final concentration of 500.000 spores/ml for inoculations. Spores were counted using the Neubauer improved counting chamber.

To grow *S. indica* mycelium in axenic culture, 100 ml liquid CM medium was inoculated with 5 ml *S. indica* chlamydospores isolated from one 28 days old plate (approximately 1 million spores per ml) and grown at 28 °C with shaking at 120 rpm in a 500 ml Erlenmeyer flask for 5 days. Mycelium was then harvested in a Miracloth filter (Merck; 22-25 µm mesh size), surface-washed twice with 50 ml 0.9% NaCl and homogenized in a blender containing ~20 ml CM medium and transferred into fresh 150 ml CM medium and grown for 2 days. Mycelium was harvested and washed again and dried on tissue paper and snap frozen in liquid nitrogen.

For barley colonization, germinated seedlings were prepared as described above and inoculated with 3 ml of either sterile water as control or *S. indica* chlamydospores (500,000 spores/ml). Roots were harvested at 3-, 7- and 14 days post inoculation (dpi), washed thoroughly in ice-cold water to remove extraradical fungal hyphae, dried on tissue paper and frozen in liquid nitrogen. Four barley plants were used per jar and pooled per biological replicate.

**ROS accumulation assay**

ROS assays were performed as described previously (Chandrasekar et al., 2022). Preparation of *N. benthamiana*, tomato and *A. thaliana* material is described above. For barley, roots and shoots of seven days old seedlings were separated. The root tissue between 2 cm below the seed and 1 cm above the tip was cut into root pieces of 5 mm length and three root pieces transferred to each well of a 96-well microtiter plate (white, flat bottom) containing 200 μl of 2.5 mM MES buffer, pH 5.6. For barley shoot assays, 3 mm leaf discs were punched from one barley leaf per plant and one leaf-disc was transferred to each well of a similar 96-well microtiter plate. The plate was covered and incubated ON at 21°C for recovery. The next day, the buffer was replaced with 100 µl 2.5 mM MES buffer containing 20 µM LO-12 and 20 µg/ml HRP. After 25 min incubation in the dark, 100 µl two-fold concentrated elicitor solution or solvent control was added to each well and chemiluminescence was measured using a TECAN SPARK 10M microplate reader over all wells for 2h with an integration time of 450 msec.

**Calcium influx assay**

Preparation of *N. benthamiana* and *A. thaliana* material is described above. For barley, roots and shoots were prepared as described for ROS accumulation assays but plants expressing aequorin (Hv^AEQ^) were used. Prior to ON recovery, the buffer in the wells was replaced with 100 µl 2.5 mM MES buffer containing 10 µM coelenterazine and 10 mM CaCl_2_ per well and plates were incubated ON in the dark at 21°C. On the next day, chemiluminescence was measured using a TECAN SPARK 10M microplate plate reader. After the baseline measurement (5 min), 100 µl of two-fold concentrated elicitor solution was added manually. Photon emission was constantly measured for 30 minutes. Subsequently, 100 µl of discharge solution (3M CaCl_2_ in 50 % EtOH) was injected into each well, followed by constant measurement for 1 minute. All steps were performed with an integration time of 450 msec. In all assays, 2 columns (16 wells) were measured per run.

**MAPK phosphorylation**

Barley root segments and leaf discs were prepared as described above for ROS and Ca^2+^ influx assays. Twenty-four randomly selected pieces were transferred into each well of a 24-well plate containing 1 ml 2.5 mM MES buffer. Plates were incubated ON at 21°C for recovery. On the next day, 500 µl buffer of each well were removed and replaced with two-fold concentrated elicitor solution and gently mixed. At 5-, 10-, 20- or 30-min post treatment, roots were removed from the treatment solution, gently dried on tissue paper and snap frozen in liquid nitrogen and homogenized with glass beads in the TissueLyserII (Qiagen) for 4 times 30 sec, 30 Hz in ice-cold holders. For isolation of phosphorylated proteins, 150 µl phosphoprotein extraction buffer (50 mM Tris-HCl (pH 7.5), 2 mM DTT, 5 mM EDTA, 5 mM EGTA, 10 mM NaF, 50 mM β-glycerolphosphate, 10 % glycerol, 1 tablet each of Roche Complete Mini – EDTA free and PhosStop phosphatase inhibitor per 10 ml) was added, vortexed and centrifuged for 10 min at 4 °C at 13800 x g. The supernatant was transferred to a fresh tube and the centrifugation step was repeated two more times to ensure the extract is free of pellet debris. Protein concentration was determined using Bradford Assay following the manufacturer’s instructions and 4 µg protein of each sample were separated on SDS-PAGEs and subsequently transferred to nitrocellulose membranes. Membranes were blocked for 1h with 2.5 % TBS-T BSA and incubated ON with the primary antibody (anti-p44/p42, 1:1500) in 2.5 % TBS-T BSA at 4 °C. The next day, the membranes were washed with 1xTBS-T and the secondary antibody (anti-rabbit IgG, 1:50.000) was added for 1h. After washing with 1xTBS-T and 1x TBS, blots were developed using 1ml SuperSignal™West Femto (Thermo Scientific) solution per membrane. Western Blots were imaged using the Fujifilm LAS 4000 mini camera.

**Elicitor preparations**

The following chemicals were used as elicitors, pre- or cotreatments. chitohexaose (Megazyme, O-CHI6), flg22 peptide (GenScript, RP19986), ergosterol pharmaceutical standard (Supelco, PHR1512), L-α-phosphatidylinositol (soy PI, Avanti, 840044), L-α-phosphatidic acid (soy PA, Avanti, 840074), L-α-phosphatidylcholine (soy PC, Avanti, 441601), L-α-phosphatidylinositol 4-monophosphate (Sigma-Aldrich, P9638), L-α-phosphatidylinositol 4,5-diphosphate (Sigma-Aldrich, P9763). Stock solutions of lipids were prepared in methanol and used to prepare elicitor solutions of appropriate concentrations in aqueous MES buffer as described below. Self-produced lipid extracts and lipid fractions were evaporated with N_2_ gas and resuspended in MeOH as solvent. As control, the respective solvent was processed in the same way. All elicitor and control solutions were prepared as two-fold concentrated solutions in 2.5 mM MES buffer, pH 5.6 containing 1:20 (v/v %) MeOH. For liposomes, PA was evaporated under N_2_ gas and the lipid film hydrated with buffer (25 mM HEPES, pH=7.5, 50 mM KCL, 1 mM MgCL_2_) at 4°C, rapidly vortexed for 30 seconds and sonicated on ice 5 times for 10 sec with each 10 sec pause prior to use in cotreatment ROS assay with ergosterol.

**RNA-seq and qRT-PCR**

For RNA-seq and qRT-PCR, barley roots were prepared as described for the MAPK phosphorylation assay with roots from two wells being combined per replicate and four replicates per treatment and timepoint. RNA extraction, cDNA synthesis and qRT-PCR were performed as described previously (Sarkar et al., 2019). Briefly, RNA was extracted using Trizol (Life Technologies, 15596018) and remaining DNA was removed by DNAseI (Thermo Scientific, EN0521) digestion at 37 °C for 30 min. One µg RNA was used to synthesize cDNA using the first strand cDNA kit (Thermo Scientific, K1612) according to the manufacturer’s instructions. GoTaq qPCR Master Mix (Promega A60001) was used for qRT-PCR. Primers used for qRT-PCR are described in Supplementary Table S3.

***RNA sequencing and data processing***

For RNA sequencing, 25 µl RNA with a concentration of 100 ng/µl was used. For Illumina-compatible RNAseq libraries at first an enrichment for poly-A RNAs was performed (NEBNext® Poly(A) mRNA Magnetic Isolation Module; New England Biolabs), followed by library generation with NEBNext Ultra™II Directional RNA Library Prep Kit for Illumina (New England Biolabs). Next, sequencing-by-synthesis was done on a NextSeq 2000 device in 2 x 150 bp paired-end read mode Library construction and sequencing was performed at the Genome Centre of the Max Planck Institute for Plant Breeding, Cologne. Trimmomatic (v. 0.39) (Bolger et al., 2014) was used for quality trimming and adapter clipping and quality of the reads was assessed using fastQC. Reads were then mapped to the barley Morexv3 pseudomolecules assembly cDNA (downloaded from Ensembl plants on 18.08.2023) and quantified using kallisto (v. 0.46.1) (Bray et al., 2016), which resulted in estimated counts and transcripts per million (TPM) values. 

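In the deposited table, which holds TPM and no estimated counts, the values of all distinct transcripts of a library sum to 1000000. The columns as they stand sum to between 1148537 and 1169533, because 5420 lines repeat a transcript already listed. The repeated lines hold the same TPM, and for 239 transcripts they differ in the description. Each transcript was used once. A transcript's TPM divides its share of reads by its length, so values compare transcripts within a library as well as libraries, but a large gain of a few transcripts lowers all others. The 100 most abundant transcripts took between 35.3% and 37.8% of the TPM in each library.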

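The log2FC in the deposited table could be recomputed from its group means as the log2 of (mean TPM + 1) in the treatment divided by (mean TPM + 1) in the solvent control, to within 8.18e-08. The added 1 draws the fold changes of transcripts of low abundance towards 0. A *q*-value is given for 21175 transcripts upon ergosterol and 21048 upon *S. indica* lipid treatment. It is an adjusted *p* that bounds the expected share of false positives among the genes called, and sleuth obtains it from a model that separates the spread between replicates from the uncertainty of kallisto's estimates. At a *q*-value of at most 0.05 alone, the authors' table holds 740 transcripts upon ergosterol, 690 of them up, and 584 upon *S. indica* lipid treatment, 547 of them up. With the limit on log2FC, the authors' values leave 188 and 183; limma alone at the same adjusted *p* gave 606 and 710.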

The log2 fold difference of the gene expression between conditions was calculated using R and differential expression of genes was calculated using the R package “sleuth”.

**Apoplastic fluid isolation of barley roots**

To isolate apoplastic fluid from barley roots, barley seedlings were grown and inoculated with *S. indica* on 1/10 PNM medium as described above. Per replicate, 110 barley seedlings were used, which yielded approximately ~1 ml apoplastic fluid per replicate. For extraction of apoplastic fluid, the roots were gently removed from the jars and washed thoroughly in ice-cold water to remove external fungal hyphae. The upper and lower 1 cm of the root were cut off and the remaining root was cut into 2 cm pieces. Root pieces of one replicate were transferred into two 50 ml falcon tubes containing approx. 35 ml of ice-cold water and covered with ice. Next, falcon tubes were submitted to five cycles of vacuum infiltration (15 min 250 mbar, 1.5 min ATM). Subsequently, roots were dried on tissue paper and transferred into a 20 ml syringe inside a 50 ml falcon tube and centrifuged for 15 min at 4 °C, 711 x g, lowest de- and acceleration to collect apoplastic fluid (approx. 1-2 ml per replicate) in the bottom of the falcon tube. Apoplastic fluid was stored on ice at 4 °C until further use. Roots were flash-frozen in liquid nitrogen and stored at -80 °C until further use.

**Lipid extraction and fractionation by solid phase extraction**

Lipid extraction was done according to the method described by Bligh and Dyer (Bligh & Dyer, 1959). To extract lipids from *S. indica* mycelium or colonized or mock-inoculated barley roots, frozen material was ground in liquid nitrogen into a very fine powder using mortar and pestle. Per sample, ~200 mg of homogenized plant or fungal tissue was transferred into a pre-cooled 2 ml Eppendorf tube and 1 ml (2 vol) chloroform:methanol:formic acid (1:1:0.1 v/v) was added to the Eppendorf tube. To isolate lipids from apoplastic fluid, ~1 ml apoplastic fluid was added to a 5 ml Eppendorf tube and 2 ml (2 vol) chloroform:methanol:formic acid (1:1:0.1 v/v) was added. The mixture was vortexed and incubated for 10 min at RT, shaking. Next, 0.5 ml (1 vol) of 300 mM ammonium acetate was added to create a phase separation and the samples were vortexed again, followed by centrifugation for 5 min at 3500 x g. The lower organic phase was transferred to a fresh glass tube using a glass Pasteur pipette that was previously rinsed with chloroform. 0.8 ml chloroform was added again to each tube, vortexed and centrifuged for 5 min at 3500 x g. The lower organic phase was transferred again and combined with the first extract. This step was repeated two more times. The crude lipid extract was evaporated under N_2_ gas and resuspended in 4 ml MeOH for use in preparation of elicitor treatment with crude lipids.

For fractionation of crude lipids, the lipid extract was separated by two consecutive solid phase extractions (SPE). First, the crude lipid extract was dried under N_2_ gas and resuspended in 1 ml chloroform and added to a Strata®SI-1 (55 µm, 70 Å, 1 ml) silica column, previously equilibrated with chloroform. Two times 1 ml chloroform was added again to the silica column and the eluate, containing neutral lipids, collected in the same tube. Then, three times 1 ml MeOH was added to the column and the fraction containing polar (phospho)lipids collected. The chloroform fraction was evaporated under N_2_ gas and used for further fractionation of the neutral lipids using a hexane diethylether gradient on a second silica column as described previously (vom Dorp *et al.*, 2013). In brief, the dried lipids were resuspended in 100 % hexane and added to the column, previously equilibrated with hexane, and a total of six fractions were collected by adding each three column volumes (1 ml) of stepwise decreasing hexane:diethylether ratios (v:v): 100:0 (hydrocarbons and squalene), 98:2 (sterol esters), 95:5 (triacylglycerol, alkyl and alkenyl acylglycerols and tocopherols; free fatty acids and fatty alcohols), 85:15 (free sterols and diacylglycerol) and finally 0:100 (diacylglycerol and monoacylglycerol). All fractions that were used in immunity assays were dried under N_2_ and resuspended in 4 ml MeOH prior to usage

**Phosphoproteomics**

***Preparation of phospho-enriched samples***

Barley roots were treated as described for MAPK phosphorylation assay. Two wells were combined for each replicate per treatment and time point. Four replicates were used each. Root material was harvested 10 min post treatment. Root material was ground using mortar and pestle with liquid nitrogen into a very fine powder and 1 ml extraction buffer (8M urea, 20 µl/ml Phosphatase Inhibitor Cocktail 2 (Sigma, P5726-5ML), 20 µl/ml Phosphatase Inhibitor Cocktail 3 (Sigma, P0044-5ML), 5 mM DTT) was added and samples were incubated for 30 min with shaking, after which cell debris was removed by centrifugation. Samples were alkylated with CAA (550 mM stock, 14 mM final), the reaction was quenched with DTT (5 mM final). An equivalent of 500 µg total protein per sample was diluted to 1 M urea with 100 mM Tris-HCl pH 8.5, 1 mM CaCl_2_ and samples were digested with 5 µg LysC (stock: 1 µg/µl Lys-C (WAKO) in 50 mM NH_4_HCO_3_) for 4h at RT. Next, 5 µg trypsine (stock: 1 µg/µl in 1 mM HCl,) was added and samples were diluted with 100 mM Tris-HCl pH 8.5, 1 mM CaCl_2_, the samples were mixed and incubated ON at 37 °C. After incubation, samples were acidified with TFA to 0.5 % final concentration and samples were desalted using C18 SepPaks (1cc cartridge, 100 mg (WAT023590)). In brief, SepPaks were conditioned using methanol (1 ml), buffer B (80% acetonitrile, 0.1% TFA) (1 ml) and buffer A (0.1% TFA) (2 ml). Samples were loaded by gravity flow, washed with buffer A (1 x 1 ml, 1x 2 ml) and eluted with buffer B (2 x 400 µl). 44 µl of eluates were used for peptide measurement and total proteome and library analysis. For phosphopeptide enrichment by metal-oxide chromatography (MOC) (adapted from:(Nakagami, 2014)) the remaining samples were evaporated to a sample volume of 50 µl and diluted with sample buffer (2 ml AcN, 820 µl lactic acid (LA), 2.5 µl TFA / 80 % ACN, 0.1 % TFA, 300 mg/ml LA, final concentrations) (282 µl). MOC tips were prepared by loading a slurry of 3 mg/sample TiO_2_ beads (Titansphere TiO_2_ beads 10 µm (GL Science Inc, Japan, Cat. No. 5020-75010)) in 100 µl MeOH onto a C8 micro column and centrifugation for 5 min at 1500g. Tips were washed with centrifugation at 1500g for 5 min using 80 µl of solution B (80 % acetonitrile, 0.1 % TFA) and 80 µl of solution C (300 mg/ml LA in solution B). To simplify the processing, samples tips were fitted onto a 96/500 µl deep well plate (Protein LoBind, (Eppendorf Cat. No. 0030504100). After washing MOC tips were transferred to a fresh plate, samples were loaded onto the equilibrated tips and centrifuged for 10 min at 1000g. The flow through was reloaded onto the tips and centrifugation was repeated. Tips were washed with centrifugation at 1500g for 5 min using 80 µl of solution C and 3x 80 µl of solution B. For the elution of the enriched phosphopeptides the tips were transferred to a fresh 96/500 µl deep well plate containing 100 µl/well of acidification buffer (20 % phosphoric acid). Peptides were eluted first with 50 µl elution buffer 1 (5% NH_4_OH) and centrifugation for 5 min at 800g, then with 50 µl of elution buffer 2 (10% piperidine) and centrifugation for 5 min at 800g. Next, the samples were desalted using StageTips with C18 Empore disk membranes (3 M) (Rappsilber et al., 2003), dried in a vacuum evaporator, and dissolved in 10 µl 2% ACN, 0.1% TFA (A* buffer) for MS analysis.

***LC-MS/MS data acquisition***

Samples were analyzed using an Ultimate 3000 RSLC nano (Thermo Fisher) coupled to an Orbitrap Exploris 480 mass spectrometer equipped with a FAIMS Pro interface for Field asymmetric ion mobility separation (Thermo Fisher). Peptides were pre-concentrated on an Acclaim PepMap 100 pre-column (75 µM x 2 cm, C18, 3 µM, 100 Å, Thermo Fisher) using the loading pump and buffer A** (water, 0.1 % TFA) with a flow of 7 µl/min for 5 min. Peptides were separated on 16 cm frit-less silica emitters (New Objective, 75 µm inner diameter), packed in-house with reversed-phase ReproSil-Pur C18 AQ 1.9 µm resin (Dr. Maisch). Peptides were loaded on the column and eluted for 130 min using a segmented linear gradient of 5 % to 95 % solvent B (0 min : 5 %B; 0-5 min -> 5 %B; 5-65 min -> 20 %B; 65-90 min ->35 %B; 90-100 min -> 55 %; 100-105 min ->95 %, 105-115 min ->95 %, 115-115.1 min -> 5 %, 115.1-130 min ->5 %) (solvent A 0 % ACN, 0.1 % FA; solvent B 80 % ACN, 0.1 %FA) at a flow rate of 300 nl/min. Mass spectra were acquired in data-dependent acquisition mode with a TOP_S method using a cycle time of 2 seconds. For field asymmetric ion mobility separation (FAIMS) two compensation voltages (-45 and -65) were applied, the cycle time for the CV-45 experiment was set to 1.2 seconds and for the CV-65 experiment to 0.8 sec. MS spectra were acquired in the Orbitrap analyzer with a mass range of 320–1200 m/z at a resolution of 60,000 FWHM and a normalized AGC target of 300 %. Precursors were filtered using the MIPS option (MIPS mode = peptide), the intensity threshold was set to 5000, Precursors were selected with an isolation window of 1.6 m/z. HCD fragmentation was performed at a normalized collision energy of 30 %. MS/MS spectra were acquired with a target value of 75 % ions at a resolution of 15,000 FWHM, at an injection time of 120 ms and a fixed first mass of m/z 120. Peptides with a charge of +1, greater than 6, or with unassigned charge state were excluded from fragmentation for MS^2^.

***Data analysis of phosphoproteomics***

Raw data were processed using MaxQuant software (version 1.6.3.4, <http://www.maxquant.org/>) (Cox & Mann, 2008) with label-free quantification (LFQ) and iBAQ enabled (Tyanova et al., 2016).

MS/MS spectra were searched by the Andromeda search engine against a combined database containing the sequences from *H. vulgare* (Morex V3 database), and sequences of 248 common contaminant proteins and decoy sequences. Trypsin specificity was required and a maximum of two missed cleavages allowed. Minimal peptide length was set to seven amino acids. Carbamidomethylation of cysteine residues was set as fixed, phosphorylation of serine, threonine and tyrosine, oxidation of methionine and protein N-terminal acetylation as variable modifications. The match between runs option was enabled. Peptide-spectrum-matches and proteins were retained if they were below a false discovery rate of 1 % in both cases.

Statistical analysis was carried out on phospho peptide level using the intensities obtained from the “modificationSpecificPeptides” output using Perseus (version 1.6.14.0, <http://www.maxquant.org/>). Quantified sites were filtered for reverse hits and contaminant hits and results were filtered to retain only phospho-modified peptides. Intensities were log2 transformed and samples were grouped by condition. Next, the data was separated for a mixed imputation processing: hits were filtered for 3 valid values in one of the conditions and intensity values were normalized by subtraction of the median from each column. Then, the data was separated into two sets: one set containing mostly missing at random (MAR) hits and the other set containing mostly missing not at random (MNAR) hits by filtering the data for 1 valid hit in each group and splitting the resulting matrices (Lazar et al., 2016). The resulting matrix with at least 1 valid hit in each group is the MAR dataset, the matrix with the hits filtered out is the MNAR dataset. The missing values of each dataset were then imputed using different options of the “imputeLCMD” R package (Cosmin Lazar (2015). imputeLCMD: A collection of methods for left-censored missing data imputation. R package version 2.0. <http://CRAN.R-project.org/package=imputeLCMD>) integrated into Perseus: the missing values from the MAR dataset were imputed using a nearest neighbor approach (KNN, n=4), the missing values from the MNAR dataset were imputed using the MinProb option (q=0.01. tune.sigma=1). After merging of the imputed datasets two-sample Student’s *t*-tests were performed using a permutation-based FDR of 5%. Alternatively, volcano plots were generated using an FDR=0.05 and an S0=1. The Perseus output was exported and further processed using Excel. For downstream analyses the imputed as well as the MNAR datasets were used.

**Measurements of sterols via GC-TOF-MS**

For sterol measurement via GC-TOF-MS, 5 nmol stigmastanol was added as internal standard in a chloroform:MeOH (2:1) mix prior to lipid extraction. Lipid extraction and SPE was performed as described above. Dried free sterol fractions were directly derivatized with 100 µl MSTFA for 30 min at 80 °C. Subsequently the samples were transferred to glass vials and measured in a 1:2 dilution with split ratio of 1:10. To measure crude lipid extracts of apoplastic fluid, dried lipid extracts were resuspended in 300 µl hexane and split in 2x 150 µl samples. One 150 µl sample each was evaporated under N_2_ gas. Dried samples were derivatized with MSTFA for 30 min at 80°C automatically prior to measurement using a Multipurpose Autosampler (Gerstel). 1 µl of sample was injected with an automatic liner exchange system in conjunction with a cold injection system in splitless mode (ramping from 50 °C to 250 °C at 12 °C s-1) into the GC with a helium flow of 1 ml/min. Chromatography was performed using a 7890B GC system (Agilent Technologies) with a HP-5MS column with 5 % phenyl methyl siloxane film (Agilent 19091S-433, 30 m length, 0.25 mm internal diameter, 0.25 µM film). The oven temperature was held constant at 70 °C for 1 min and then ramped at 42 °C min-1 to 280 °C and in a second step with 4 °C min-1 to 320 °C which was held for 3 min resulting in a total run time of 19 minutes. Samples were ionized with an electron impact source at 70 eV and 200 °C source temperature and recorded in a mass range of m/z 60 to m/z 800 at 20 scans per second with a 7200 GC-QTOF (Agilent Technologies).
Compounds were identified via MassHunter Qualitative (v b08.00, Agilent Technologies) by comparison of spectra to the NIST14 Mass Spectral Library (https://www.nist.gov/srd/nist-standard-reference-database-1a-v14). Ergosterol was verified using a pharmaceutical standard (Supelco, PHR1512) and stigmastanol was used as an internal standard. Peaks were integrated using MassHunter Quantitative (v b08.00, Agilent Technologies). For relative quantification, all metabolite peak areas were normalized to the corresponding peak area of the internal standard stigmastanol and the sample fresh weight (mycelium, roots) or volume (AF).

**Diterpene measurements via LC-MS**

To measure diterpenes in root exudates of barley plants, seedlings were transferred into WECK jars containing 100 ml 1/10 PNM solution and 3 ml sterile water was added to the roots. Seedlings were incubated ON in growth chamber and 5 ml treatment solution (solvent control, 250 nM Ergosterol or *Bipolaris sorokiniana* spores (5000 spores/ml, 5ml) and) were added on the next day and grown for 6 days. To harvest root exudates, plants were removed from the medium and washed gently in 25 ml water to wash off residual diterpenes attached on the outside of the roots. The medium was collected with the wash water from the roots and flash-frozen in liquid nitrogen. Diterpenes were extracted as described previously (Liu et al., 2024). Briefly, root exudates were extracted two times with a mixture of 70 % ethylacetate and 30 % hexane (v/v) by vigorous shaking. After phase separation the organic phase was collected. 150 mg of plant matter was extracted in a modified Bligh and Dyer extraction in two rounds with 900 µl of a mixture of 67 % dichloromethane and 33 % ethanol and 150 µl of hydrochloric acid of pH 1.4. The organic phase containing diterpenoids was collected. All organic extracts were dried in nitrogen stream and stored at -80 °C until analysis.

Separation of medium polar metabolites was performed on a Nucleoshell RP18 (2.1 x 150 mm, particle size 2.1 µm, Macherey & Nagel, GmbH, Düren, Germany) using a Waters ACQUITY UPLC System, equipped with an ACQUITY Binary Solvent Manager and ACQUITY Sample Manager (20 µl sample loop, partial loop injection mode, 5 µl injection volume, Waters GmbH Eschborn, Germany). Eluents A and B were aqueous 0.3 mmol/*l* NH_4_HCOO (adjusted to pH 3.5 with formic acid) and acetonitrile, respectively. Elution was performed isocratically for 2 min at 5 % eluent B, from 2 to 19 min with linear gradient to 95 % B, from 19-21 min isocratically at 95 % B, and from 21.01 min to 24 min at 5 % B. The flow rate was set to 400 µl/min and the column temperature was maintained at 40 °C.

Mass spectrometric analysis of small molecules was performed by MS1 full scan from 65-1500 Dalton and 100 ms accumulation time (ZenoToF 7600, AB Sciex GmbH, Darmstadt, Germany) operating in negative ion mode and controlled by Sciex OS software (Sciex). The declustering potential was set to -80 V with a spread of 50 V. MS/MS-CID fragmentation was triggered by data dependent acquisition in 20 ms pockets and up to 40 candidate spectra were recorded between 65-1500 Dalton for ions were the threshold exceeded 150 cps. As for MS1 the declustering potential was set to -80 V and a spread of 50 V, while the collision energy was set to -35 V and a spread of 25 V. The source operation parameters were as the following: ion spray voltage, -4500 V; nebulizing gas, 60 psi; source temperature, 600 °C; drying gas, 70 psi; curtain gas, 35 psi CAD gas 7 psi. Instrument tuning and internal mass calibration were performed every 5 samples with the calibrant delivery system applying X500 ESI negative tuning solution (AB Sciex GmbH, Darmstadt, Germany).MS1 data for selected mz;r.t. couples were integrated using MultiQuant TF (AB Sciex GmbH, Darmstadt, Germany) within a tolerance window of 10 ppm and a smooth factor of 1.0.

**References:**

Bligh, E. G., & Dyer, W. J. (1959). A Rapid Method of Total Lipid Extraction and Purification. *Canadian Journal of Biochemistry and Physiology*, *37*(8).

Bolger, A. M., Lohse, M., & Usadel, B. (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics*, *30*(15), 2114–2120. https://doi.org/10.1093/BIOINFORMATICS/BTU170

Bray, N. L., Pimentel, H., Melsted, P., & Pachter, L. (2016). Near-optimal probabilistic RNA-seq quantification. *Nature Biotechnology 2016 34:5*, *34*(5), 525–527. https://doi.org/10.1038/nbt.3519

Chandrasekar, B., Wanke, A., Wawra, S., Saake, P., Charura, N., Neidert, M., Malisic, M., Thiele, M., Pauly, M., & Zuccaro, A. (2022). Fungi hijack a plant apoplastic endoglucanase to release a ROS scavenging β-glucan decasaccharide to subvert immune responses. *The Plant Cell*, *34*, 2765–2784. https://doi.org/10.1101/2021.05.10.443455

Cox, J., & Mann, M. (2008). MaxQuant enables high peptide identification rates, individualized p.p.b.-range mass accuracies and proteome-wide protein quantification. *Nature Biotechnology 2008 26:12*, *26*(12), 1367–1372. https://doi.org/10.1038/nbt.1511

Hensel, G., Kastner, C., Oleszczuk, S., Riechen, J., & Kumlehn, J. (2009). Agrobacterium-mediated gene transfer to cereal crop plants: current protocols for barley, wheat, triticale, and maize. *International Journal of Plant Genomics*, *2009*. https://doi.org/10.1155/2009/835608

Knight, M. R., Campbell, A. K., Smith, S. M., & Trewavas, A. J. (1991). Transgenic plant aequorin reports the effects of touch and cold-shock and elicitors on cytoplasmic calcium. *Nature 1991 352:6335*, *352*(6335), 524–526. https://doi.org/10.1038/352524a0

Lazar, C., Gatto, L., Ferro, M., Bruley, C., & Burger, T. (2016). Accounting for the Multiple Natures of Missing Values in Label-Free Quantitative Proteomics Data Sets to Compare Imputation Strategies. *Journal of Proteome Research*, *15*(4), 1116–1125. https://doi.org/10.1021/ACS.JPROTEOME.5B00981

Liu, Y., Esposto, D., Mahdi, L. K., Porzel, A., Stark, P., Hussain, H., Scherr-Henning, A., Isfort, S., Bathe, Ulschan., Acosta, I. F., Zuccaro, A., Balcke, G. U., & Tissier, A. (2024). Hordedane diterpenoid phytoalexins restrict Fusarium graminearum infection but enhance Bipolaris sorokiniana colonization of barley roots. *Molecular Plant*, *17*(8), 1307–1327. https://doi.org/10.1016/J.MOLP.2024.07.006

Nakagami, H. (2014). StageTip-based HAMMOC, an efficient and inexpensive phosphopeptide enrichment method for plant shotgun phosphoproteomics. *Methods in Molecular Biology (Clifton, N.J.)*, *1072*, 595–607. https://doi.org/10.1007/978-1-62703-631-3_40

Rappsilber, J., Ishihama, Y., & Mann, M. (2003). Stop And Go Extraction tips for matrix-assisted laser desorption/ionization, nanoelectrospray, and LC/MS sample pretreatment in proteomics. *Analytical Chemistry*, *75*(3), 663–670. https://doi.org/10.1021/AC026117I/ASSET/IMAGES/LARGE/AC026117IF00005.JPEG

Sarkar, D., Rovenich, H., Jeena, G., Nizam, S., Tissier, A., Balcke, G. U., Mahdi, L. K., Bonkowski, M., Langen, G., & Zuccaro, A. (2019). The inconspicuous gatekeeper: endophytic Serendipita vermifera acts as extended plant protection barrier in the rhizo-sphere. *New Phytologist*, *224*, 886–901. https://doi.org/10.1111/nph.15904

Tyanova, S., Temu, T., & Cox, J. (2016). The MaxQuant computational platform for mass spectrometry-based shotgun proteomics. *Nature Protocols 2016 11:12*, *11*(12), 2301–2319. https://doi.org/10.1038/nprot.2016.136

Wanke, A., Rovenich, H., Schwanke, F., Velte, S., Becker, S., Hehemann, J. H., Wawra, S., & Zuccaro, A. (2020). Plant species-specific recognition of long and short β-1,3-linked glucans is mediated by different receptor systems. *Plant Journal*, *102*(6), 1142–1156. https://doi.org/10.1111/tpj.14688

Wawra, S., Fesel, P., Widmer, H., Timm, M., Seibel, J., Leson, L., Kesseler, L., Nostadt, R., Hilbert, M., Langen, G., & Zuccaro, A. (2016). The fungal-specific β-glucan-binding lectin FGB1 alters cell-wall composition and suppresses glucan-triggered immunity in plants. *Nature Communications 2016 7:1*, *7*(1), 1–11. https://doi.org/10.1038/ncomms13188

How the deposited data were processed for this re-analysis (not part of the article)

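Barley root RNA was measured by RNA-Seq in 3 solvent control, 3 ergosterol and 4 *S. indica* lipid libraries at 2 hpt. The authors trimmed reads with Trimmomatic 0.39 and quantified them with kallisto 0.46.1 against the MorexV3 cDNA, and the deposited values are TPM per library, the mean TPM per treatment, and log2 fold changes calculated from those means. The *q*-values (q-value, an adjusted p-value) are the authors' and come from sleuth. The TPM of each library sum to 1000000 once every transcript is counted once, and to more in the table as deposited, because 5420 lines repeat a transcript already listed, with the same values. Repeated lines were dropped and no other scaling was applied.

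The deposited TPM were taken to log2 after adding 1. Transcripts with a mean of at least 1 TPM over all 10 libraries, 18330 of 37962, were fitted with limma 3.58.1 in R 4.3.3, with 1 mean per treatment, moderated variances with a trend on mean expression, and 3 contrasts: ergosterol against solvent control, *S. indica* lipids against solvent control, and ergosterol against *S. indica* lipids. Adjusted *p* are limma's, adjusted by the Benjamini-Hochberg method over all transcripts of a contrast. A transcript was called at an adjusted *p* of at most 0.05 and a log2 fold change of at least 1 or at most −1, the limits given in the paper. sleuth was not rerun, since it needs kallisto's bootstraps, and its *q*-values were used only as the authors' values. Because TPM hold no read totals, the depth per library is unknown, and no counting interval was given.

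Lists of MEP, MVA and diterpene enzymes, and of P450, pathogenesis-related (PR) and WRKY genes, were matched by words in the descriptions, which come with the table; identifiers were not converted, and 0 of them matched the gene table at hand, so no positions are given. A list of sterol biosynthesis enzymes was matched in the same way. Lists were tested with limma's camera (preset correlation 0.01), camera with an estimated correlation, and fry. The medians of the MEP and MVA lists were compared by permuting list membership 100000 times, two-sided. The correlation of fold changes was compared with 100 simulations of unchanged groups that shared their controls.

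A rule selected the transcripts to be named. It took all tested transcripts of the MEP, MVA and diterpene lists. Of the P450, PR and WRKY lists it took those past both limits, at most 5 with the largest fold change. It also took the loci of 6 proteins the paper names in its phosphoproteomics. Per comparison with the solvent control, it added the 5 largest rises and 5 largest falls. These were taken among called transcripts whose treated libraries all lay on one side of all solvent control libraries. Some selected transcripts enter the text only within ranges or counts. The helicase HORVU.MOREX.r3.6HG0558170.1 and the reductase HORVU.MOREX.r3.5HG0505320.1 were named outside the rule. This rule was written when the values of Table S2A and of part of Table S2B had been read. The primer pairs of Table S3 were not matched to transcripts, because no transcript sequences were used here.

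The design, the limits, the lists apart from the sterol list, and the alternatives were set before the deposited table was examined. They were not set blind. The limits and the MEP and MVA enzymes follow the paper, which reports these same libraries. Values of Table S2A and of part of Table S2B had also been read. The alternatives were pseudocounts of 0.1 and 0.5, no minimum abundance, a minimum of 5 TPM, the authors' form of fold change, median-ratio scaling, quantile normalization, fits of only the 2 groups compared, moderated variances without a trend, array weights, the replicate number as a block, TPM summed per locus, each library left out in turn, the adjusted *p* without a limit on fold change, the authors' own *q*-values, lists limited to enzymes with a coloured box in Fig. 6a, and the other set tests. Groups of libraries were also exchanged in all other ways, or in 100 ways where more exist.

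The fit was tested on simulated data before use: with the means and spreads of the real transcripts, and 200 of 18330 transcripts changed by a log2 fold change of 2, it recovered 184 upon ergosterol with 4 false calls and 189 upon *S. indica* lipids with 4 false calls; with a change of 1.5 it recovered 177 and 172, with 7 and 3 false calls, and with no changed transcript it called 0. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 served for all other steps.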

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

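For the weaker rise of MEP and diterpene transcripts upon *S. indica* lipids and for the copies of blue copper proteins, the tests were chosen only after the result was seen; the other tests were chosen earlier.

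On the first principal component, *S. indica* lipid replicate 4 lay at -28.0 and the other 3 *S. indica* lipid libraries between -3.78 and 0.790, so that its gap to the nearest library was 0.841 of the range of the group. A shortage of well-measured transcripts does not account for it, since the ratio was 0.861 on the 9323 transcripts with a mean of at least 10 TPM. Scaling between libraries cannot be told apart from a real difference, because the ratio fell to 0.762 under quantile normalization. A mislabelled ergosterol library cannot be told apart either. On 412 transcripts with a low unadjusted *p* (limma) between ergosterol and the other 3 libraries, replicate 4 lay at 0.691. On this scale *S. indica* lipids stand at 0 and ergosterol at 1. The ergosterol libraries, placed in the same way on 132, 232 and 128 transcripts, lay at 0.524, 0.472 and 0.562. The other *S. indica* lipid libraries, on 252, 157 and 150 transcripts, lay at 0.437, 0.300 and 0.197. Chance may have picked many of these transcripts, since a single one passed the adjusted *p* without replicate 4. This transcript, the helicase HORVU.MOREX.r3.6HG0558170.1, placed replicate 4 at 0.125. It had 21.8 TPM in replicate 4, next to 18.2 to 21.2 TPM in the other *S. indica* lipid libraries and 38.3 to 43.1 TPM upon ergosterol. A stronger response in this replicate is a candidate explanation: on transcripts called without it, its median response was 1.14 times that of the others, where the other 3 libraries gave 0.818, 0.876 and 0.964.

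Of 73 items measured in the 4 *S. indica* lipid libraries, 6 had a library this far from the others, and 3.65 are expected by chance. Any value above 0 gives a ratio of 1 where the other libraries are all at 0 TPM. Items with a ratio of 1 therefore cannot be counted against that chance number. Apart from the principal component, the 6 items were single transcripts, each in 1 library. Replicate 3 had 42.0 TPM of HORVU.MOREX.r3.1HG0069120.1, described as HOX19, where the others had 20.6 to 22.8 TPM (ratio 0.859), 2.58 TPM of HORVU.MOREX.r3.6HG0560760.1, a RING/U-box protein listed at 0 TPM in the others (ratio 1), and 145 TPM of the *DXS* transcript HORVU.MOREX.r3.7HG0645350.1, where the others had 171 to 176 TPM (ratio 0.853). Replicate 1 had 0.863 TPM of the F-box transcript HORVU.MOREX.r3.2HG0108370.1, listed at 0 TPM in the others (ratio 1). Replicate 2 had 65.8 TPM of the PI4K transcript HORVU.MOREX.r3.2HG0208880.1, where the others had 56.4 to 56.6 TPM (ratio 0.986). No biological explanation was tested for these.

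The helicase transcript HORVU.MOREX.r3.6HG0558170.1 differed between the treatments. It had 34.0 ± 1.98 TPM (SD, n = 3) in the solvent control, 40.3 ± 2.47 TPM (n = 3) upon ergosterol and 20.4 ± 1.58 TPM (n = 4) upon *S. indica* lipid treatment. The direct log2FC was 0.95 (SE 0.0911, adjusted *p* = 0.0103, limma), which is below 1, and every ergosterol library was higher than every *S. indica* lipid library. No technical or biological explanation was tested for it.

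The diterpene list also differed in the direct comparison, towards ergosterol (camera *p* = 0.0296), but not with an estimated correlation (*p* = 0.128), with fry (*p* = 0.264) or after adjustment over 7 lists (0.193). The median difference was 0.10. Among the 163 transcripts called in both comparisons, the 5 of the MEP and diterpene lists had a median difference, *S. indica* lipids minus ergosterol, of −0.36, and the 158 others of 0.000615, or −0.08 to 0.04 when each library was left out. A weaker response over all called transcripts does not account for it, since it would lower the others as well. Random sets of 5 lay as low with a share of 0.0026, but the draw was made on the transcripts whose values prompted it and treats transcripts as independent, which they are not. None of the 5 differed by itself in the direct comparison (adjusted *p* of 0.79 or more, limma). Chance is therefore not excluded.

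Transcripts with the same description were called together more often than their number predicts, among 759 descriptions with at least 5 tested transcripts. Of 30 tested blue copper protein transcripts 11 were called in either comparison, where 0.480 are expected (adjusted *p* = 4.57e-10, exact hypergeometric test, one-sided), and all 11 rose in both. Of 10 early nodulin 93 transcripts 5 were called (0.160 expected, adjusted *p* = 9.03e-05, exact), of 12 agmatine coumaroyltransferase-2 transcripts 5 (0.192 expected, adjusted *p* = 0.000184, exact), and of 58 serine/threonine-protein kinase transcripts 6 (0.927 expected, adjusted *p* = 0.0404, exact). All of these calls were rises. Transcripts are not independent replicates, and copies may share reads. For blue copper proteins, the log2FC of the called copies upon ergosterol ran from 1.10 to 3.56, and their SD was 4.10 times their median SE. Shared reads cannot be told apart from separate induction of the copies, because no sequences were used.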

How the results depend on the processing

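Every alternative was chosen before its result was seen. Exchanges of libraries between the groups are given beside the results they test.

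Counts of called transcripts stayed within 1.5 times their value except with array weights, which gave 423 upon ergosterol, of which 271 rose, and 502 in either comparison, and with the adjusted *p* alone, which gave 606, 710 and 851. The direct comparison called 3 with a pseudocount of 0.1 and 1 each without a trend, with array weights and with the adjusted *p* alone. Leaving out each library in turn gave 174 to 273 upon ergosterol, 196 to 280 upon *S. indica* lipid treatment, 255 to 352 in either, and 0 to 1 in the direct comparison, with 1 without ergosterol replicate 3. For array weights and the direct comparison the cause was not tested; the adjusted *p* alone drops a limit.

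Of 100 drawn splits of the libraries, 1, the real one, gave as many calls in either comparison and as high a correlation. The largest other splits came near, with 232 calls in either comparison and a correlation of 0.744, so these splits alone do not exclude chance. Of 35 splits, 1, the real one, gave as many calls upon *S. indica* lipid treatment. The others gave at most 1 call there, which argues against chance. Upon ergosterol it was 1 of 10, the smallest share that 3 libraries against 3 can give, so the splits alone do not exclude chance; the other 9 gave at most 1 call, with a median of 0, and simulated libraries with no changed transcript gave 0. In the direct comparison 35 of 35 gave as many, which says nothing, since its count is 0. The correlation ran from 0.699 to 0.828 over the alternatives and stayed above the simulated values.

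The MEP list kept its direction and passed the set test under every alternative. As large a median came from 1 of 10 splits upon ergosterol, the floor of that design (largest other 0.17), and from 2 of 35 upon *S. indica* lipid treatment (largest other 0.20), where the splits do not exclude chance. The MVA list, not past 0.05 upon ergosterol, passed with median-ratio scaling (−0.18), quantile normalization (−0.21), no trend (−0.25), coloured boxes alone (−0.25) and fry (−0.25), and ran from −0.27 to −0.22 when each library was left out. It passed without solvent control replicate 3, ergosterol replicate 1 and *S. indica* lipid replicates 1 and 4; the cause was not tested. As large a median came from 1 of 10 splits, again the floor, and 2 of 35.

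The diterpene list was not past 0.05 with an estimated correlation (medians 0.0171 and −0.0138), and as large a median came from 9 of 10 and 29 of 35 splits; its direction is read from the set test, which was upward under every alternative, while the median changed sign under some. The MEP and MVA medians no longer differed past 0.05 with no minimum abundance (0.16 and 0.19), which adds transcripts, or, upon *S. indica* lipids, with array weights (0.28). Left-out libraries gave 0.40 to 0.50 upon ergosterol and 0.23 to 0.34 upon *S. indica* lipids; neither was past 0.05 without solvent control replicate 2 (0.40 and 0.23). The cause was not tested. Of the splits, 1 of 35 gave as large a difference upon *S. indica* lipids (largest other 0.27), the smallest share that this design can give. That counts against chance but does not exclude it, because the difference depended on solvent control replicate 2. Upon ergosterol it was 1 of 10, where the number of splits allows no such statement (largest other 0.20).

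Of 128 log2FC of 64 named transcripts, 13 changed their call and 0 reversed over the 22 alternatives that refit the values with both limits, left-out libraries included; 2728 values kept their call, 47 lost it and 4 gained it. The *DXS*, *CPS* and *KSL* calls were not among the 13. With the adjusted *p* alone, 10 further log2FC passed, and with the authors' values 13 of those called here did not and 0 others did. The *DXR* call upon *S. indica* lipids was lost without solvent control replicate 1 (0.96) and with the replicate number as a block (1.10, adjusted *p* = 0.0578, limma). Replicate numbers do not pair libraries, with residual correlations of −0.188 to 0.196. Because TPM hold no read totals, what depth limits cannot be stated.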

Differences from the paper's values

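None of the tests given here was chosen after the result was seen, apart from the reductase. The paper counts 244 genes, and 293 transcripts were called here, which is less than 1.5 times the paper's count. The 32 log2FC of Table S2A that were compared lay within 0.216 of the values here. Both come from the same TPM with 1 added, so this closeness is no independent check. Of the alternatives, array weights (502) and the adjusted *p* alone (851) gave more than 1.5 times the paper's count, and the authors' own values gave 243.

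The paper places *GGPPS* among the strongest induced genes. The *GGPPS* transcript HORVU.MOREX.r3.2HG0131350.1 had a log2FC of 0.92 upon ergosterol and 0.83 upon *S. indica* lipids, ranks 341 and 456 of 18330, and was called under no alternative with a limit on log2FC; with the adjusted *p* alone it passes. No tested *GGPPS* transcript was called, and whether the homolog the paper means is among them is not known. The *CPS* and *KSL* transcripts, at ranks 43 and 17 upon ergosterol, were called. The paper also names P450 oxygenases, and it reports induction of *HvCPS2*, *HvKSL4* and *HvCYP89E31* by ergosterol in a quantitative PCR. Of 6 tested transcripts matched by description, 0 were called with limma, under any alternative or with the authors' values. Upon ergosterol, 1 of them had an unadjusted *p* under 0.05. Oxygenases described in other words are not among the 6. Whether the 6 include the homologs the paper names is not known, so no difference from the paper can be read from them. The called transcript with P450 in its description is a reductase, HORVU.MOREX.r3.5HG0505320.1, with a log2FC of 1.07 and 0.94, chosen after its values were seen.

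The paper places *DXR* among the most upregulated genes. The *DXR* transcript ranked 104 of 212 called rises upon ergosterol and 162 of 214 upon *S. indica* lipids, while both *DXS* transcripts ranked 4 and 12 upon ergosterol. Some boxes of Fig. 6a for *MDS*, *HDS*, *HDR* and *HMGR* show no value, and tested transcripts with these descriptions have values here.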

Other observations

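The tests of the MEP transcripts past *DXR* and the use of a pseudocount of 0.1 for the share of rises were chosen only after the result was seen.

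Of the calls of both comparisons taken together, 93.4% were rises. Over the alternatives the share ran from 73.5% to 97.3%. It was lowest with array weights, where 64.1% of the calls upon ergosterol and 88.8% of those upon *S. indica* lipids were rises, and 85.5% with the adjusted *p* alone. Scaling between libraries does not account for the excess of rises, since the share was 94.7% under median-ratio scaling and 94.9% under quantile normalization. The 100 most abundant transcripts shifted all others by 0.0195 at most on the log2 scale, which is too little. Compression of fold changes by the added 1 does not account for it either, since the share was 92.0% with a pseudocount of 0.1. Among calls with a mean of at least 10 TPM 99.3% were rises, but 7 of the 10 libraries in that mean were treated, so a rise itself helps a transcript past the minimum, and a limit on falls near 0 TPM cannot be told apart from a lack of falls. How far the response at 2 hpt is one of induction therefore depends on the weight given to single libraries and stays open.

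Called loci lay near each other in the order of their identifiers. Of 293, 94 pairs lay within 5 positions, where random sets gave 24.9 on average and 45 at most (permutation *p* = 0.0001, one-sided, the smallest that 10000 draws can give). Pairs with different descriptions numbered 42, against 24.4 on average and 44 at most (permutation *p* = 0.0005). Reads shared between copies cannot be told apart from joint induction of neighbours, since copies can carry different descriptions.

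All 9 tested MEP transcripts past *DXR* had medians of 0.30 upon ergosterol, with 2 below 0, and 0.19 upon *S. indica* lipids, with 1 below 0. Random sets of the same expression were as high with shares of 0.0017 and 0.0133, which counts against a rise of all transcripts at that level; the draws treat transcripts as independent, which they are not. The 4 transcripts of *MDS*, *HDS* and *HDR* had medians of 0.67 and 0.55 (shares of 0.0011 and 0.0023), but they were picked for their rise, so this decides nothing. Joint induction of the pathway may account for the medians of the 9, as a hypothesis.

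A list of 13 tested sterol biosynthesis transcripts had medians of −0.28 and −0.24. limma's camera test, adjusted for a preset correlation, gave *p* = 0.0346 and 0.00583, and fry 0.0258 and 0.0304. With an estimated correlation *p* was 0.202 and 0.109, so feedback of added sterol cannot be told apart from no change. None was called with limma or the authors' values, and 4 and 2 had an unadjusted *p* under 0.05.

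The PR list (42 tested) had medians of −0.03 and 0.18 and means of 0.12 and 0.26. The camera test gave higher expression (*p* = 0.00521 and 0.000346), opposite in sign to the median upon ergosterol, but with an estimated correlation *p* was 0.181 and 0.0986, and with fry 0.172 and 0.0300. Called were HORVU.MOREX.r3.5HG0444100.1, with log2FC of 2.59 and 2.73, and HORVU.MOREX.r3.5HG0444220.1, with 2.40 and 2.22. The WRKY list (63 tested) had medians of 0.11 and 0.12 (camera *p* = 1.86e-06 and 1.23e-06, estimated correlation 0.00578 and 0.00529, fry 0.00177 and 0.000414). HORVU.MOREX.r3.1HG0071500.1 was called in both, at 1.14 and 1.34, and HORVU.MOREX.r3.5HG0474120.1 upon ergosterol, at 1.06, a call that was lost without each ergosterol replicate (1.16, 1.06 and 0.96) and without solvent control replicates 1 and 2 (0.88 and 1.10); upon *S. indica* lipids it had 0.91 and was called without *S. indica* lipid replicate 1 (1.02).

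Further large rises were HOX19 HORVU.MOREX.r3.1HG0069120.1 (2.80 and 2.66), 1-pyrroline-5-carboxylate dehydrogenase HORVU.MOREX.r3.5HG0517210.1 (1.77 and 2.91) and HORVU.MOREX.r3.2HG0122070.1 (2.33 and 3.38), whose call upon ergosterol was lost without solvent control replicates 1 and 3 (1.78 and 2.38) and without each ergosterol replicate (2.14, 2.30 and 2.55). HORVU.MOREX.r3.5HG0471120.3 rose by 2.95 upon *S. indica* lipids, and by 0.00 when TPM were summed over its locus. Among falls, HORVU.MOREX.r3.6HG0560760.1, HORVU.MOREX.r3.2HG0108370.1 and HORVU.MOREX.r3.5HG0460360.1 were listed at 0 TPM in all ergosterol libraries and HORVU.MOREX.r3.4HG0347960.1 in all *S. indica* lipid libraries. The calls of HORVU.MOREX.r3.6HG0560760.1 were lost upon ergosterol without ergosterol replicates 1 and 3 (adjusted *p* = 0.0563 and 0.0533, limma) and upon *S. indica* lipids without *S. indica* lipid replicates 2 and 4 (adjusted *p* = 0.0520 and 0.0518, limma). The transporter HORVU.MOREX.r3.6HG0624310.1 fell by 1.85 upon ergosterol, a call lost without solvent control replicate 1 (−1.65) and ergosterol replicate 3 (−1.70). Upon *S. indica* lipids, HORVU.MOREX.r3.2HG0119580.1 had −1.68, lost without solvent control replicate 2 (−1.49), and HORVU.MOREX.r3.5HG0461530.1 had −2.15, lost without solvent control replicates 1 and 2 (−1.69 and −2.31), ergosterol replicate 1 (−2.15) and *S. indica* lipid replicates 1 and 3 (−1.88 each). HORVU.MOREX.r3.7HG0687790.1 had −1.62 and −1.12, the latter lost without solvent control replicates 1 and 3 (−0.93 and −1.06) and *S. indica* lipid replicate 3 (−0.97).

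Of the proteins the paper names in its phosphoproteomics, transcripts of PI4K (0.06 and 0.20), PI3P5K (−0.08 and −0.16), SAC (0.01 and 0.10) and DGK (−0.12 and −0.11) did not pass an adjusted *p* of 0.05 (limma). HvRBOHI3 had log2FC of 0.71 (adjusted *p* = 0.0112, limma) and 0.50 (adjusted *p* = 0.0404, limma). Both HvRBOHB1 transcripts were not called, HORVU.MOREX.r3.4HG0414140.1 at −0.42 and −0.07 and HORVU.MOREX.r3.4HG0414140.2 at −1.09 and −0.46; upon ergosterol the latter ran from −0.44 without ergosterol replicate 3 to −1.54 without ergosterol replicate 2, neither called, and passed with array weights, at −1.60.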
